# NFATc1 controls the cytotoxicity of CD8^+^ T cells

**DOI:** 10.1038/s41467-017-00612-6

**Published:** 2017-09-11

**Authors:** Stefan Klein-Hessling, Khalid Muhammad, Matthias Klein, Tobias Pusch, Ronald Rudolf, Jessica Flöter, Musga Qureischi, Andreas Beilhack, Martin Vaeth, Carsten Kummerow, Christian Backes, Rouven Schoppmeyer, Ulrike Hahn, Markus Hoth, Tobias Bopp, Friederike Berberich-Siebelt, Amiya Patra, Andris Avots, Nora Müller, Almut Schulze, Edgar Serfling

## Abstract

Cytotoxic T lymphocytes are effector CD8^+^ T cells that eradicate infected and malignant cells. Here we show that the transcription factor NFATc1 controls the cytotoxicity of mouse cytotoxic T lymphocytes. Activation of *Nfatc1* ^*−/−*^ cytotoxic T lymphocytes showed a defective cytoskeleton organization and recruitment of cytosolic organelles to immunological synapses. These cells have reduced cytotoxicity against tumor cells, and mice with NFATc1-deficient T cells are defective in controlling Listeria infection. Transcriptome analysis shows diminished RNA levels of numerous genes in *Nfatc1* ^*−/−*^ CD8^+^ T cells, including *Tbx21*, *Gzmb* and genes encoding cytokines and chemokines, and genes controlling glycolysis. *Nfatc1* ^*−/−*^, but not *Nfatc2* ^*−/−*^ CD8^+^ T cells have an impaired metabolic switch to glycolysis, which can be restored by IL-2. Genome-wide ChIP-seq shows that NFATc1 binds many genes that control cytotoxic T lymphocyte activity. Together these data indicate that NFATc1 is an important regulator of cytotoxic T lymphocyte effector functions.

## Abstract (web summary)

NFAT nuclear translocation has been shown to be required for CD8^+^ T cell cytokine production in response to viral infection. Here the authors show NFATc1 controls the cytotoxicity and metabolic switching of activated CD8^+^ T cells required for optimal response to bacteria and tumor cells.

## Introduction

The primary function of CD8^+^ T cells is to eradicate ﻿infected and tumor cells. Upon activation and differentiation of naïve CD8^+^ T cells to effector CD8^+^ T cells, cytotoxic T lymphocytes (CTL) synthesize large amounts of the inflammatory cytokines IFNγ and TNF, and the cytotoxic effector molecules perforin and granzyme B, which are deposited in lytic granules in the cytosol. Upon contact of CTLs with target cells, the lytic granules are re-orientated and recruited to the immunological synapse (IS), along with the microtubule-organizing center (MTOC), the Golgi apparatus and mitochondria^1, 2^. At or near the immunological synapse, lytic granules fuse with the cell membrane and release perforins and granzymes to kill target cells^3^.

CD8^+^ T cell contact with cognate antigen leads to intracellular T cell receptor (TCR)-mediated signaling that, along with co-stimulatory signals, orchestrates gene expression programs to control the expansion and differentiation of CD8^+^ T cells to CTLs in peripheral lymphoid organs. Upon primary stimulation and the generation of effector cells, most of the activated CD8^+^ T cells die, but a small number of cells survive and develop into memory CD8^+^ T cells. According to surface expression and similar to CD4^+^ T cells, memory CD8^+^ T cells are classified into central memory CD8^+^ T_CM_ cells and effector memory CD8^+^ T_EM_ cells that differ in their homing capacity and effector function^4, 5^. However, the identification of tissue-resident memory T_RM_ cell subsets suggests that a variety of other CD8^+^ memory T cells exist to ensure optimal immunity against infection and cancer^6^.

One prominent signaling network that has an important function in the generation and function of activated CD8^+^ T cells and CTLs is the Ca^++^/calcineurin/NFAT network. Activation of this network is initiated by the TCR-mediated release of Ca^++^ from endoplasmic stores, resulting in the multimerization of Stromal interaction molecules (STIM) that contact pore-forming ORAI proteins and activate Ca^++^ influx from the extracellular space through Ca^++^ release activated Ca^++^ channels (CRAC)^7^. The rise of intracellular Ca^++^ leads to the rapid activation of the Ser/Thr-specific phosphatase calcineurin that binds and dephosphorylates the highly phosphorylated cytosolic NFAT proteins, and stimulates their nuclear import^8^.

The family of NFAT transcription factors consists of five members that share a common DNA-binding domain of approximately 300 amino acid residues. There are only a few studies on NFAT transcription factors in CD8^+^ T cells. In one study, a defective nuclear translocation of NFATc1 has been described for NFATc1 in CD8^+^ T cells upon chronic infection^9^, whereas in another study a predominant nuclear localization of NFATc1 was reported for anergic CD8^+^ T cells^10^. The effect of NFATc1 (NFAT2) ablation on CD8^+^ T cell physiology has been reported^11^, but genome-wide assays on the effect of NFATc1 on gene expression in CTLs have not.

Here we show that upon TCR stimulation, ablation of NFATc1 results in an impaired formation of F-actin rings around the immunological synapse in CTLs, and poor recruitment of lytic granules and mitochondria to the synapse. Genome-wide transcriptome and chromatin immuno precipitation (ChIP) assays show that NFATc1 controls genes (including *Il2* and *Ifng*) that orchestrate the activity of activated CD8^+^ T cells (aCD8^+^ T cells) and CTLs. Although NFATc1 and NFATc2 overlap in their binding to most of these genes, in most cases NFATc1 has a much stronger transcriptional effect than NFATc2 in aCD8^+^ T cells and CTLs. Upon activation, *Nfatc1* ^*−/−*^ aCD8^+^ T cells reduce the metabolic switch from oxidative phosphorylation (OXPHOS) to glycolysis, an effect that can be restored by IL-2. Taken together our data demonstrate that NFATc1 controls transcription of genes that direct the cytotoxicity of CD8^+^ T cells.

## Results

### NFATc1 for cytoskeleton reorganization in activated CTL

NFATc1 ablation alters the shape of CTLs. When WT CTLs adhere to a glass slide on which αCD3/CD28 have been attached they spread out in a velvet-like lamellipodium. By contrast, *Nfatc1* ^*−/−*^ CTLs form numerous spikes and filopodia-like structures which differ conspicuously from the shape of WT CTLs (Fig. 1a), and the area covered by *Nfatc1* ^*−/−*^ CTLs is reduced, compared to WT CTLs (Fig. 1b).

**Fig. 1:**
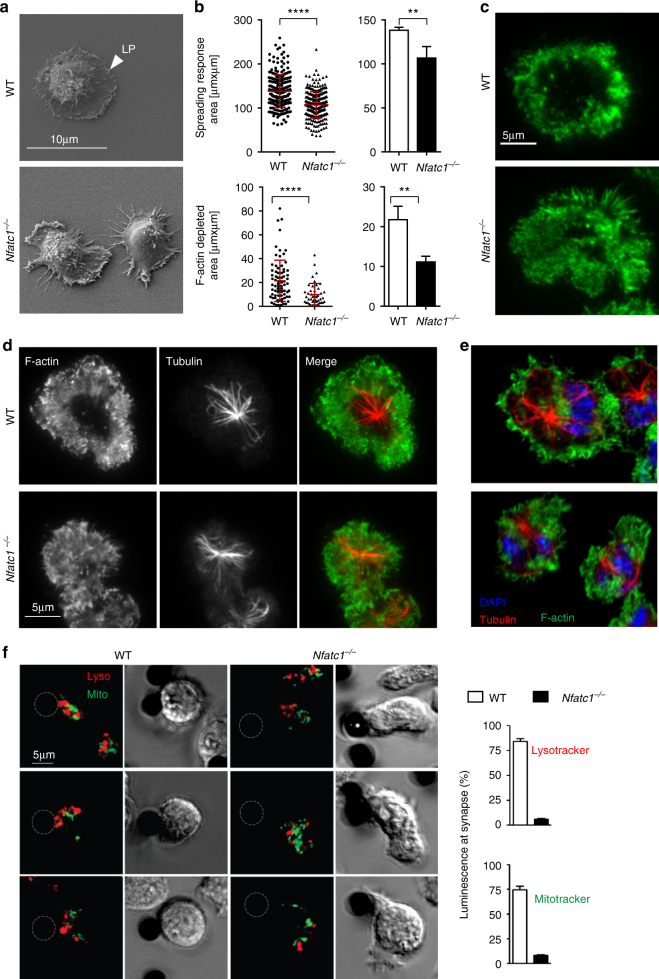
NFATc1 controls the re-organization of cytoskeleton and polarization of cytosolic organelles. **a** Spreading of WT and *Nfatc1* ^*−/−*^ (*Nfatc1* ^*f/f*^ x CD4-cre mice) CTLs on αCD3/CD28-coated glass slides within 5 min. Scanning electron microscopy. LP, lamellipodium. **b** Quantification of data of spreading (above) and F-actin ring formation (below) of CTLs activated for 5 min (*t*-test, unpaired, *p*-value < 0.0001). *Left*; each *dot/triangle* corresponds to one cell. *Right*; mean of three independent experiments. **c** Formation of F-actin rings in WT and *Nfatc1* ^*−/−*^ CTLs upon αCD3/CD28 activation within 5 min. TIRF microscopy. **d** Appearance of MTOC-tubulin near the IS of CTLs upon activation for 5 min. TIRF microscopy. **e** Organization of F-actin and MTOC-tubulin in CTLs upon activation for 20 min. Confocal microscopy. For *scale bar* see **d**. **f** Repositioning of mitochondria and lytic granules to the IS in living WT but not *Nfatc1* ^*−/−*^ CTLs. *Left*; analysis by confocal microscopy; overlay of bright field and merged fluorescence images of lysosomes (*red*) and mitochondria (*green*). The *dark dots* correspond to beads coated with αCD3/CD28. *Right*; quantification by epifluorescence microscopy. The column presentation compiles the data of more than 15 cells from 3 mice each

The rapid formation of IS at the TCR is accompanied by the depletion of cortical F-actin, the accumulation of MTOC, and the recruitment of mitochondria and lytic granules^12^. When we studied the formation of F-actin rings generated around the IS upon activation by total internal reflection fluorescence (TIRF) microscopy, we detected radially symmetric F-actin rings for WT cells whereas *Nfatc1* ^*−/−*^ CTLs generated no or smaller and irregular rings (Fig. 1b–d).

The decrease of actin density in the center of IS is accompanied by the appearance of MTOC (Fig. 1d, e) consisting of microtubules and further cytosolic components^13^, including attached mitochondria and lytic granules^14^. Using TIRF we did not observe in *Nfatc1* ^*−/−*^ CTLs a marked delay in MTOC accumulation (Fig. 1d). However, a defect was detected in the assembly of mitochondria and lytic granules at the IS in living cells using fluorescence microscopy. Upon staining of WT and *Nfatc1* ^*−/−*^ CTLs for mitochondria with MitoTracker® and lytic granules with LysoTracker® followed by incubation of cells with αCD3/CD28-coated beads we detected the recruitment of mitochondria and cytotoxic granules to the IS in living WT CTLs within 1-5 min. In *Nfatc1* ^*−/−*^ CTLs both types of organelles did not, or slowly accumulate at the IS (Fig. 1f and Supplementary Fig. 1). Staining of CTLs with Abs directed against granzyme B revealed an accumulation of granzyme B-positive spots in the cytosol of *Nfatc1* ^*−/−*^ and *Nfatc1* ^*−/−*^ + *Nfatc2* ^*−/−*^ but not in WT or *Nfatc2* ^*−/−*^ cells, and in the supernatant of *Nfatc1* ^*−/−*^ CTLs a reduction in granzyme B levels was detected (Supplementary Fig. 2a, b).

### NFATc1 affects CTL-mediated killing

The changes in morphology of *Nfatc1* ^*−/−*^ CTLs suggest defects in their cytolytic activity. To identify such defects at the cellular level, we investigated first the killing of MOPC 315 plasmacytoma cells expressing a luciferase reporter gene by *Nfatc1* ^*−/−*^ aCD8^+^ T cells. A marked decrease in cytolytic effector function of *Nfatc1* ^*−/−*^ cells was observed reaching approximately 50% of that of WT aCD8^+^ Ts, whereas only a slight difference was detected between *Nfatc2* ^*−/−*^ and WT aCD8^+^ Ts (Fig. 2a). A decrease in killing capacity was also observed for sorted CD62L^−^CD44^+^ CTL_EM_ cells (Supplementary Fig. 3a). WT and *Nfatc1* ^*−/−*^ CTLs generated from CD8^+^ T cells of C57/BL6 mice by co-culture with irradiated Balb/c splenocytes for 6 d and A20J tumor cells as targets (see Supplementary Fig. 3b) revealed a 40% decrease in killing, compared to WT CTLs. Those *Nfatc1* ^*−/−*^ CTLs showed also a reduction in the surface expression of the degranulation marker CD107a whose induction is correlated with the cytotoxicity of cells (Fig. 2b). Moreover, they showed a reduction in the number of cells producing IFNγ, IL-2 and TNF whereas the number of CTLs expressing IL-17 and granzyme B was increased (Fig. 2c; Supplementary Fig. 3c). No or subtile differences were detected between WT and *Nfatc1* ^*−/−*^ CTLs regarding the surface expression of CD62L, CD44, CD25, FasL and CD69 (Supplementary Fig. 3d).

**Fig. 2:**
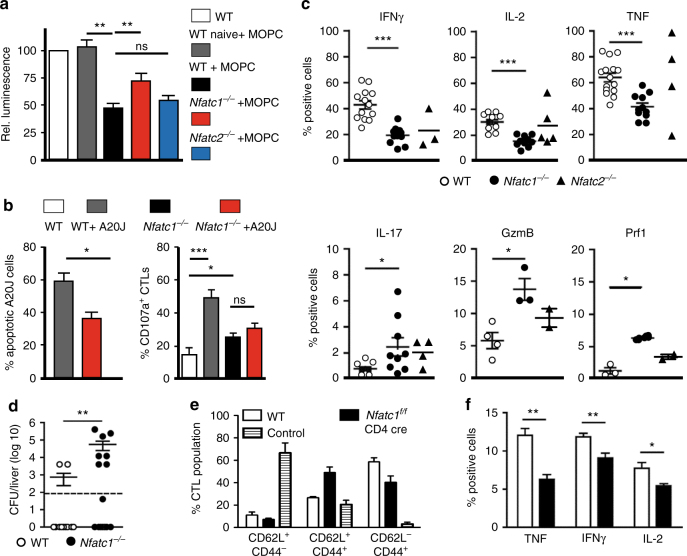
Defective killing activity of NFATc1-deficient aCD8^+^ Ts and CTLs. **a** Defective killing of MOPC 315 plasmacytoma cells expressing a luciferase indicator gene by aCD8^+^ Ts generated upon activation by αCD3/CD28 for 3 d in vitro. WT, *Nfatc1* ^*−/−*^ (*Nfatc1* ^*f/f*^ x CD4-cre mice) and *Nfatc2* ^*−/−*^ aCD8^+^ Ts were incubated with MOPC target cells for 24 h. As controls, naive CD8^+^ T cells were incubated, and WT aCD8^+^ Ts were incubated without MOPC target cells, and WT aCD8^+^ Ts were incubated without MOPC target cells. **b** Defective killing of A20J target cells by *Nfatc1* ^*−/−*^ CTLs. WT and *Nfatc1* ^*−/−*^ C57/B6 CTLs were generated by incubation with irradiated splenocytes from Balb/c mice for 6 d, followed incubation with A20J Balb/c tumor cells for 2 h (see Supplementary Fig. 3b for details). Left, apoptosis induction of A20J cells is presented. Right, the degranulation of CTLs is shown. **c** Changes in number of NFATc1-deficient CTLs expressing various cytokines, granzyme B (*Gzmb*) or perforin (*Prf1*). Intracellular cytokine expression of CTLs was measured by flow cytometry upon stimulation by T + I for 6 h. Granzyme B and perforin expression was measured without T + I stimulation. **d** Defective clearance of *Listeria monocytogenes* upon infection in mice bearing NFATc1-deficient T cells. WT and *Nfatc1* ^*f/f*^ x CD4-cre mice were infected with 5 × 10^5^ CFU ΔActA Lm-Ova^66^ bacteria. 5 d later, the mice were sacrificed and *Lm* titers in livers were determined. **e** Distribution of splenic CTLs upon *Lm* infection of WT mice and *Nfatc1* ^*f/f*^ x CD4-cre mice. Control, uninfected mice. **f** Number of cytokine-producing CTLs upon *Lm* infection in *Nfatc1* ^*f/f*^ x CD4-cre mice. Data are shown as means ± SEM. Unpaired Student’s t-test was used for statistics

*Listeria monocytogenes* infection induces a strong CD8^+^ T cell response that combats infection^15^. To investigate the role of NFATc1 in CTL responses against *Listeria monocytogenes*, we infected WT and *Nfatc1* ^*f/f*^ x CD4-cre mice with the transgenic (tg) strain ΔActA *Lm*-Ova lacking protein ActA expression that induces actin assembly^16^. *Listeria monocytogenes* bacteria were detected in the livers of 8 of the 14 *Nfatc1* ^*f/f*^ *x* CD4-cre mice infected with ΔActA *Lm*-Ova for 5 d whereas only two of the WT mice showed signs of infection (Fig. 2d). Infected *Nfatc1* ^*fl/fl*^ *x* CD4-cre mice showed an increase in number of CD62L^+^, CD44^+^ central and decrease of CD62L^−^, CD44^+^ effector memory cells, and a reduced number of cells producing TNF and IL-2, compared to WT mice (Fig. 2e, f; Supplementary Fig. 3e).

### NFAT expression in aCD8^+^ T cells and CTLs

The effect of NFATc1 on CTL activity led us to study NFAT expression in CD8^+^ T cell cultures. To generate CTLs, splenic CD8^+^ T cells were stimulated first with plate-bound αCD3/CD28 for 3 d (resulting in aCD8^+^ T cells), followed by incubation with IL-2 for 5–6 d. To mimic contacts with target cells, finally CTLs were stimulated by TPA and Ionomycin (T + I) for 5 h (Fig. 3a). These culture conditions approximate CD8^+^ T cell responses in vivo and allowed us to generate large numbers of cells for molecular studies.

**Fig. 3:**
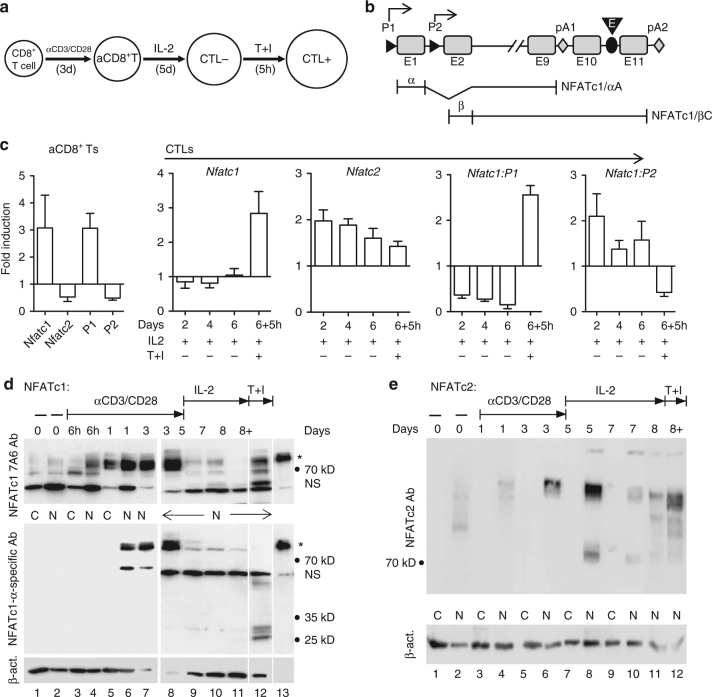
NFATc1 induction in murine CD8^+^ T cells. **a** Scheme of generation of aCD8^+^ Ts and CTLs from splenic CD8^+^ T cells in vitro. **b** Scheme of the murine *Nfatc1* gene^67, 68^. P1, P2, promoters; pA1, pA2, polyadenylation sites; E, intronic enhancer. **c** Induction of the *Nfatc1* and *Nfatc2* genes at the transcriptional level. RT-PCR assays, normalized by Actb and relative to naïve CD8^+^ T cells. Left, NFATc1 and c2 RNA levels in CD8^+^ T cells, upon stimulation by αCD3/CD28 for 3 d. Right, RNA levels in CTL + cells incubated with αCD3/CD28 for 3 d followed by incubation for 2, 4 and 6 d with 100 U/ml IL-2, and for 6 d IL-2 and T + I for 5 h. **d** Immunoblot assays for the detection of NFATc1 (*upper* blot) and NFATc1/αA (*middle* blot) in aCD8^+^ Ts and CTLs. As loading control, the blot was also incubated with an Ab against β-actin. CD8^+^ T cells were left untreated (*lanes 1* + *2*) or treated by αCD3/CD28 for 6 h (*3* + *4*), 1 d (*5* + *6*) or 3 d (*7* + *8*). In *lanes 9-11*, aCD8^+^ Ts treated with αCD3/CD28 for 3 d were maintained for 2 d (*lane 9*), 4 d (*10*) and 5 d (*11*) in medium containing 100 U/ml IL-2. In *lane 12*, in addition, CTLs were treated with T + I for 5 h. In *lanes 13*, NFATc1/αA stably expressed in KT12 cells was fractionated as marker. C, N, cytosolic and nuclear proteins. **e** Immunoblot for the detection of NFATc2. CD8^+^ Ts were treated and processed as in **d**. Typical blots of more than three assays are shown

Stimulation of CD8^+^ T cells by αCD3/CD28 resulted in a strong increase of NFATc1 expression within 1 d. At the RNA level, this led to a moderate 3 fold increase in P1 promoter-directed *Nfatc1* and a decrease in both P2-directed *Nfatc1* and *Nfatc2* transcripts (Fig. 3b, c). At the protein level, a strong increase in short isoform NFATc1/αA was observed (see asterisks in Fig. 3d). However, further incubation of aCD8^+^ Ts in IL-2 medium led to the disappearance of NFATc1/αA RNA and protein (Fig. 3c, d). Stimulation of CD8^+^ T cells by αCD3/CD28 resulted in a slow increase in nuclear NFATc2 that further increased upon incubation in IL-2 medium for 2-3 d and declined afterward. T + I re-stimulation resulted in an increase of nuclear NFATc2 in CTL + cells (Fig. 3e).

CTL + cells rapidly re-gained the ability to synthesize NFATc1 proteins. However, several of the newly synthesized NFATc1 proteins were smaller than NFATc1/αA. Since incubation of NFATc1/αA with protein extracts of CTLs resulted in peptides of the same size, they are most likely degradation products of NFATc1/αA that often lost the α-peptide (see lane 12 in Fig. 3d, and compare Supplementary Fig. 4a with Fig. 3d). As described previously^17^, such cleavage was also detected for NFATc2 (Fig. 3e).

### NFAT-mediated gene expression in aCD8^+^ T cells and CTLs

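RNA of splenic CD8+ T cells was sequenced in 9 libraries, 1 for each combination of 3 genotypes and 3 cell states. Whether the libraries of a genotype came from separate mice or cultures is not stated. The genotypes were WT, Nfatc1 f/f x CD4-cre (Nfatc1-/-), in which T cells delete Nfatc1, and Nfatc2-/-. The states were T cells activated by antibodies against CD3 and CD28 (aCD8+ Ts), cytotoxic T cells grown from them in IL-2 (CTL- cells), and CTLs restimulated for 5 h with the phorbol ester TPA plus the calcium ionophore ionomycin (CTL+ cells). The read counts cover all annotated exons of Nfatc1 and Nfatc2, including those left in the knockout alleles, so they do not check the genotypes: Nfatc1 stood at 119.9%, 102% and 55.2% of the WT level in Nfatc1-/- aCD8+ Ts, CTL- and CTL+ cells, and Nfatc2 at 89.1%, 56.5% and 85.6% in the Nfatc2-/- cells. For CTLs in general the paper gives 3 d of activation, or 2 to 3 d, and 5 to 6 d in IL-2, where the labels of the libraries give 2 d and 3 d. TPA was used at 10 ng/ml according to the paper's general methods and at 5 ng/ml according to the labels, with ionomycin at 0.5 µM in both. The times and the doses of TPA, IL-2 and both antibodies in the labels are those the paper gives for the CTLs of its ChIP-seq. IL-2 is given as 100 U/ml in the general methods and 100 ng/ml in the labels, anti-CD3 as 5 µg/ml and 5 ng/ml, anti-CD28 as 2 µg/ml and 10 ng/ml, the RNA per library as 600 and 500 ng, and the reads as 50 and 59 nucleotides long. The files list exon and intron reads and RPKM for 38924 genes of the mouse genome build GRCm38; the aligner and the read counter are not given in the sources used here. Recomputed RPKM, with exon plus intron reads as the total they are scaled by, differed from the listed ones by at most 0.0005. Exon reads per library came to 3292905 to 4209540 in aCD8+ Ts, 12483957 to 13910337 in CTL- and 12819283 to 14880102 in CTL+ cells. Each knockout was compared with WT in the same state by the log2 ratio of RPKM after adding 0.1, and a gene counted as changed from 2.5-fold upward when it exceeded 4 RPKM in at least 1 of the 2 libraries. There were no replicates, so no such difference could be set against a spread between cultures; ranges in brackets are exact 95% counting intervals (Clopper-Pearson, from the split of the reads between 2 libraries) and cover counting error only. For a list of genes the median log2 fold change is given, with its percentile among 10000 random lists of genes at the same expression level, as a description and not as a test; its members have more than 1 RPKM in 1 of the libraries compared, and those counted as changed 2.5-fold need not reach 4 RPKM. In the Nfatc1-/- aCD8+ Ts 32.3% of gene reads lay in introns, against 18.8 to 22.9% in the other 8 libraries, and the median gene above 4 RPKM stood at log2 -0.25 relative to WT (0.01 with exon reads alone as the total, an alternative chosen after seeing the data). Scaling to Actb moved log2 values there by -0.55, in Nfatc1-/- CTL+ cells by -0.47, and in Nfatc2-/- aCD8+ Ts, CTL- and CTL+ cells by 0.15, 0.19 and -0.46.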

To determine the transcriptional program controlled by NFATc1 in CD8^+^T cells, we performed transcriptome analysis of aCD8^+^ Ts and CTLs generated from splenic CD8^+^ T cells of WT and *Nfatc1* ^*f/f*^ x CD4-cre mice that did not show any NFATc1 expression in their aCD8^+^ Ts and CTLs (Supplementary Fig. 4b). For comparison, we also determined the transcriptome of *Nfatc2* ^*−/−*^ mice by next generation sequencing (NGS). We sequenced mRNAs from (i) activated CD8^+^Ts (aCD8^+^ Ts), (ii) CTL− and (iii) CTL + cells.

In the three types of CD8^+^ T cells shown in Fig. 3a, 6000–6500 genes were expressed in more than 4 reads per kilobase per million mapped reads (RPKMs). 

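Restimulated CTLs expressed fewer genes than the other states at this level. In WT cells 7897 genes exceeded 4 RPKM in aCD8+ Ts, 7186 in CTL- and 6473 in CTL+ cells. The Nfatc1-/- cells had 7418, 7181 and 6672 such genes and the Nfatc2-/- cells 7814, 7070 and 6470. Among genes annotated as protein-coding the 9 libraries ranged from 6218 to 7574. The most abundant transcript was Eef1a1, an elongation factor of translation, in aCD8+ Ts and CTL- cells (1.50 to 1.88% of exon reads), and Gzmb, granzyme B, in CTL+ cells (1.63 to 2.03%). With TMM scaling the libraries lay between 6818 and 7221 genes and CTL+ cells no longer had the fewest, with 7075 in WT CTL+ cells and 6818 in Nfatc1-/- aCD8+ Ts.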

In the heat map, transcripts of 561 genes are listed (Fig. 4a) whose expression was found to be changed 2 fold or more in at least one cell type. 

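Loss of NFATc1 touched many more genes at this threshold in aCD8+ Ts and restimulated CTLs than loss of NFATc2 did in any state. At 2-fold or more, 1975 genes above 4 RPKM changed in at least 1 of the 6 comparisons with WT. In Nfatc1-/- cells 860 genes changed in aCD8+ Ts, 687 of them lower, 205 in CTL- cells, 108 of them lower, and 1006 in CTL+ cells, 469 of them lower. The Nfatc2-/- cells contributed 85, 123 and 146 genes, of which 59, 86 and 97 were lower. Without the Nfatc1-/- aCD8+ T library, which has a larger share of intron reads, the number was 1330 genes. Where both libraries of a comparison had to exceed 4 RPKM, 1131 genes changed.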

As expected from the high levels of nuclear NFATc1 in aCD8 + T cells and CTLs, we detected a 2.5-fold transcriptional alteration in 188 and 357 genes between WT and *Nfatc1* ^*−/−*^ aCD8 + T cells and CTLs respectively. 

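The Nfatc1-/- aCD8+ T library held fewer transcripts of genes that respond to HIF-1, the transcription factor of low oxygen and of strong TCR signals. It held more of Eomes, of several chemokines and of receptors typical of NK cells, and also more of markers of other cells. Whether other cells left in the culture were a source of the higher genes was not tested. In all, 329 of 8198 genes were at least 2.5-fold lower and 102 higher in Nfatc1-/- than in WT aCD8+ Ts. Of 15 HIF-1 targets outside glycolysis, 11 fell 2.5-fold or more and all 15 lay below WT, with a median of -1.89, under every one of the 10000 random lists. They include the carbonic anhydrase Car9, with 13 exon reads in WT and none in Nfatc1-/- cells, the ankyrin repeat gene Ankrd37 (17.9%, 11.2 to 27.5 of WT), the collagen prolyl hydroxylase P4ha2 (18.9%, 14.4 to 24.5) and Ndrg1 (20.0%, 17.9 to 22.4). Acvrl1, a receptor of the TGF-beta family, stood at 5.77% (3.11 to 9.85), the complement gene C3 at 6.49% (3.66 to 10.7) and the dynamin gene Dnm1 at 8.26% (5.65 to 11.7). Gipr, the receptor of an incretin hormone, stood at 1.06% (0.0265 to 6.02), and Guca1a had no reads against 24. The growth factor gene Fgf11 fell to 5.62% (2.02 to 12.6), Cpt1c, a carnitine palmitoyltransferase, to 7.11% (2.24 to 17.4), Fam71f2 to 8.31% (2.96 to 18.9) and the serpin gene Serpinf1 to 8.28% (3.69 to 16.3); Eid1 fell as well, from 72 to 5 reads, none of them uniquely mapped. Among the genes that rose, the enkephalin precursor Penk had a log2 fold change of 3.32 (2.71 to 4.11), the G protein regulator Rgs8 of 3.26 (2.83 to 4.14), the phosphodiesterase Gdpd3 of 3.18 (2.46 to 4.11), the lipocalin Lcn10 of 3.86 (2.46 to 6.42) and Nkain1 of 3.02 (1.86 to 4.89). Rps3a2 (6.26) and Eif3j2 (3.18) also rose, but only 10% of their reads mapped uniquely. Of 8 chemokine genes 4 rose, Cxcl9 from 0 to 15 reads, Ccl22 from 14 to 98 and Ccl9 from 11 to 50, and Ccl1 by a log2 fold change of 2.27 (0.90 to 5.08). All 12 NK cell genes were higher, except with scaling to Actb, and 5 passed the threshold, with log2 fold changes of 2.98 (1.29 to 6.49) for the Ly49 receptor Klra3 and 1.45 (0.57 to 2.50) for Klre1; those of Klra8, 2.12 (-0.36 to 8.20), and of the signalling chain Fcer1g, 2.02 (-0.74 to 7.98), rest on so few reads that their intervals include 0. Genes of B cells rose too, 7 of 12, led by the joining chain Igj (3.89, 2.47 to 7.51) and the light chain Igkc (3.07, 2.45 to 3.77), but Cd79b dropped from 80 to 37 reads. Markers of other cells rose in the same library, past 2.5-fold in 4 of 4 granulocyte genes, 6 of 10 myeloid genes and 6 of 7 genes of red cells and platelets, many from no reads. These lists hold 14, 23 and 11 genes, of which only those above 1 RPKM in either library were counted. No granulocyte gene exceeded 1 RPKM in WT, so this choice itself made all 4 higher. The basophil protease gene Mcpt8 went from 0 to 14 reads, Ngp from 0 to 8, S100a9 from 0 to 4, the platelet gene Pf4 from 0 to 8 and Itgax from 10 to 72. Which direction prevailed depended on the scaling and the filter. With RPKM as listed 76.3% of the changed genes were lower, with TMM 71.1% and with DESeq2's median-of-ratios 58.1% of 296. With exon reads alone as the total 46.4% of 425 were lower. Subtracting the genomic DNA level, with the remaining exon reads alone as the total, gave 50.8% of 437. Without the filter on expression 32.0% of 3980 were lower.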

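In restimulated CTLs the loss of NFATc1 lowered transcripts of cytokines, of several inhibitory receptors and of ribosome production, while granzyme genes near Gzmb and genes of NK cells rose. Of 7089 genes, 233 were lower and 251 higher in Nfatc1-/- than in WT CTL+ cells. Slamf6, a receptor that marks memory-like T cells, fell to 2.40% (1.36 to 3.92) of WT and its neighbour Slamf1 to 6.89% (5.32 to 8.79). Spry1, an inhibitor of the Ras pathway, fell to 3.31% (2.67 to 4.06) and the secreted factor Ndnf to 6.89% (5.10 to 9.12). Of 15 inhibitory receptors and factors linked to T cell exhaustion, 7 fell and 1 rose, with a median of -1.0 (-1.83 to 0.11, an interval that includes 0), below all random lists. Cd200 stood at 11.9% (7.22 to 18.8) of WT, the nuclear receptor Nr4a2 at 14.8% (13.3 to 16.3), Pdcd1, which encodes PD-1, at 25.0% (21.4 to 29.2) and Btla at 24.0% (14.7 to 37.6). A list of 20 genes held Myc itself, genes of ribosome production that Myc drives and the enzyme genes Odc1, Srm and Cad. Of these 20 genes 12 fell (median -1.40, below all random lists). Among them were Polr1b, a subunit of RNA polymerase I (26.6%, 24.5 to 28.8), and the nucleolar genes Nop2 (26.8%, 25.0 to 28.8), Nolc1 (29.1%, 27.8 to 30.5) and Nop56 (29.2%, 28.0 to 30.4). The adhesion receptor Cd97 rose by a log2 fold change of 3.19 (3.02 to 3.48), the complement inhibitor Cd55 by 3.07 (2.87 to 3.62), Samd3 by 3.06 (2.81 to 3.59), Epas1, which encodes HIF-2alpha, by 3.00 (2.85 to 3.31) and the interferon-induced Mx1 by 2.86 (2.62 to 3.38). Fgl2 (4.12, 7% of reads mapped uniquely), the histone genes Hist1h2an (4.20, 0%) and Hist1h2af (3.10, 3%) and the Ly49 pseudogene Klra13-ps (2.90, 86%) rose as well. Of 14 NK cell genes 7 rose and 2 fell, with log2 fold changes of 3.98 (3.10 to 8.10) for Klra8, 2.74 (2.43 to 3.39) for Klrb1c, which encodes NK1.1, and 1.95 (1.36 to 2.68) for the adaptor Tyrobp. Lower genes made up 48.1% of those changed, and 58.1% of 535 with DESeq2's median-of-ratios.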

Only 14 and 57 genes were changed in *Nfatc2* ^*−/−*^ aCD8^+^ Ts and CTLs + . 

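Without NFATc2 few genes moved in activated T cells, and in CTLs the changed genes included Ifng, Il3 and a group of neighbours on chromosome 7. The Nfatc2-/- aCD8+ Ts had 35 lower and 18 higher genes of 8129, the CTL- cells 31 and 21 of 7386, and the CTL+ cells 43 and 26 of 6729. In aCD8+ Ts the lower genes began with the galectin Lgals7 (6 reads, 23 in WT), the retinoid-binding Crabp2 (12 and 43), Tmem181b-ps_2 (8 and 27), Scand1 (19 and 58) and Nrgn (39 and 118), all on few reads. The most increased genes there, Cxx1c, Eif4a-ps4, Snhg3, Rps12-ps3 and Rpl23a-ps1, had at most 47% uniquely mapped reads, and only 17 of the changed genes were protein-coding. In the CTL- cells Htatip2, a metastasis suppressor gene, fell to 1.66% (0.604 to 3.64) of WT and the calcium-binding Rcn3 to 2.89% (1.15 to 6.04); both lie in a 20 Mb stretch of chromosome 7 that holds 13 of the 106 genes changed in Nfatc2-/- CTLs. The interferon-inducible Ifi204 stood at 15.2% (10.7 to 21.0) and Wls, which carries Wnt proteins out of the cell, at 16.6% (14.0 to 19.7), whereas Lypd6b rose by a log2 fold change of 2.48 (2.18 to 2.95) and BC147527 by 4.55 (3.31 to 7.22). Erdr1 (2.83), Hist1h2an (3.66) and Hist1h2af (2.53) also rose, with 13%, 3% and 11% uniquely mapped reads. In the CTL+ cells Htatip2 stood at 1.63% (0.333 to 4.82) of WT, the membrane protein gene Ms4a6c stood at 9.56% (7.76 to 11.7), the protease inhibitor Timp1 at 10.2% (6.08 to 16.0), with 52% of reads mapped uniquely, and Areg, which encodes the growth factor amphiregulin, at 14.1% (10.4 to 18.9). Among the genes that rose there were Akr1c18, a steroid dehydrogenase (4 reads in WT and 79 in Nfatc2-/-), Hddc3 (8 and 60), and the antibody segments Ighv1-55, Ighv1-69 and Ighv1-50, absent from WT and seen with 35, 25 and 25 reads. Of 35 S and G2/M phase genes all 35 were lower in Nfatc2-/- CTL- cells with RPKM as listed (median -0.80), and 20 of 21 genes of cholesterol synthesis (median -0.66), none past the threshold.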

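The genes that both knockouts changed in CTLs moved mostly the same way, and most of them were lower. In aCD8+ Ts 18 genes changed at least 2.5-fold in Nfatc1-/- and in Nfatc2-/- cells, 10 lower in both, 3 higher in both and the rest in opposite directions; 4 of the 18 were protein-coding. In CTL- cells 19 genes changed in both and all 19 the same way, 16 of them lower. In CTL+ cells the number was 27, with 18 lower and 2 higher in both knockouts. Both comparisons of a state share the WT library, which alone makes some genes overlap: in 200 simulations from counting error alone the mean was 2.38 in aCD8+ Ts (at most 7) and 0.04 in CTL- as in CTL+ cells (at most 1). These simulations leave out how WT cultures differ from each other. A gene off its usual level in the 1 WT culture of a state changes the same way in both knockouts. The largest shared change in CTLs was that of Gm26825, a gene with a provisional name. Its log2 fold changes in Nfatc1-/- and Nfatc2-/- cells were -8.59 and -9.36 in CTL- and -8.62 and -8.97 in CTL+ cells. Whether the WT cultures or the loss of NFAT set it apart was not tested. Lists of the same length drawn independently would share 1.48, 0.29 and 1.77 genes in the same direction. Zeb2, a transcription factor of terminal effector cells, was lower in CTL+ cells of both knockouts, 28.3% (26.0 to 30.7) of WT in Nfatc1-/- and 27.6% (25.3 to 30.1) in Nfatc2-/-, as were Areg (10.0%, 7.06 to 13.9 in Nfatc1-/-), the NF-kappaB inhibitor Tnip3 (10.1%, 8.20 to 12.2 and 34.0%, 30.1 to 38.4) and Crabp2 (11.7%, 7.83 to 17.0 and 22.2%, 16.3 to 29.8). In CTL- cells the shared genes included the Fc receptor Fcgr3 (20.1%, 14.3 to 27.8 and 38.3%, 29.4 to 49.6), the growth factor receptor Igf1r (16.8%, 12.7 to 22.0 and 21.4%, 16.6 to 27.4), Wls (15.1%, 12.6 to 17.9 in Nfatc1-/-) and Gcnt1, an enzyme of core 2 glycans (18.3%, 15.8 to 21.1 and 22.0%, 19.1 to 25.1). Opposite changes in CTL+ cells, higher without NFATc1 and lower without NFATc2, were seen for Car2, a carbonic anhydrase (1.64, 1.50 to 1.79 and -2.14, -2.49 to -1.86 on the log2 scale), Inpp1 (1.90, 1.75 to 2.07 and -1.57, -1.92 to -1.29) and Aqp9 (1.54, 1.41 to 1.70 and -1.52, -1.83 to -1.30). These genes were picked from the overlaps after their values were seen. Where both libraries had to exceed 4 RPKM the overlaps were 6, 9 and 3 genes.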

We observed only 6 genes that were affected in both *Nfatc1* ^*−/−*^ and *Nfatc2* ^*−/−*^ aCD8^+^ Ts, whereas in CTLs− the transcription of 13 and in CTLs + 26 genes were changed (Fig. 4b). Among them are the *Ifng*, *Il3*, *Batf3* and *CD40l* genes, and the genes encoding the chemokines Ccl3, Ccl4 and Xcl1.

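Ifng and the chemokine genes Ccl3, Ccl4 and Xcl1 passed 2.5-fold in both knockouts in CTL- cells, Ifng also in aCD8+ Ts, and Il3 and Cd40lg in CTL+ cells. Ifng (ENSMUSG00000055170, chromosome 10 from 118441047 to 118445892) encodes IFN-gamma and fell to 31.8% (26.8 to 37.7), 35.4% (32.0 to 39.0) and 16.9% (16.7 to 17.1) of WT in Nfatc1-/- aCD8+ Ts, CTL- and CTL+ cells, and to 37.9% (32.1 to 44.5), 8.23% (6.76 to 9.93) and 60.4% (60.0 to 60.9) in Nfatc2-/- cells. In the Nfatc2-/- aCD8+ Ts that change fell short of 2.5-fold when libraries were scaled to Actb. WT CTL+ cells held 8574 RPKM of Ifng, against 95.8 in aCD8+ Ts and 73.3 in CTL- cells. Il3 (ENSMUSG00000018914, chromosome 11 from 54265303 to 54267277) had 410.5 RPKM in WT CTL+ cells and fell to 0.396% (0.234 to 0.626) in Nfatc1-/- and 6.09% (5.35 to 6.91) in Nfatc2-/- CTL+ cells. Cd40lg (ENSMUSG00000031132, chromosome X from 57212143 to 57224042), which encodes CD40L, fell to 3.36% (1.44 to 6.72) and 29.2% (21.8 to 38.5) in the same cells. Xcl1 (ENSMUSG00000026573, chromosome 1 from 164931644 to 164935527) stood at 28.5% (20.9 to 38.2) and 32.2% (23.8 to 42.9) in Nfatc1-/- and Nfatc2-/- CTL- cells, and at 7.17% (6.83 to 7.52) and 62.0% (60.8 to 63.3) in CTL+ cells. Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) fell to 33.5% (27.3 to 40.9) and 20.9% (16.2 to 26.7) in CTL- cells and to 11.5% (11.2 to 11.8) and 64.7% (63.7 to 65.7) in CTL+ cells. Its neighbour Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) fell to 28.0% (22.6 to 34.5) and 24.2% (19.1 to 30.3), and in CTL+ cells to 9.90% (9.57 to 10.2) and 87.2% (85.9 to 88.5). Batf3 (ENSMUSG00000026630, chromosome 1 from 191098414 to 191108943) was lower in all 6 comparisons but passed 2.5-fold only without NFATc1, at 29.6% (13.1 to 61.0) in aCD8+ Ts and 15.9% (6.53 to 33.8) in CTL- cells. Without NFATc2 it stood at 40.6% (19.8 to 78.5) in aCD8+ Ts and 42.1% (23.8 to 71.9) in CTL- cells, with a log2 fold change of -0.43 (-0.85 to -0.04) in CTL+ cells, and in Nfatc1-/- CTL+ cells at 40.0% (28.3 to 55.7).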

**Fig. 4:**
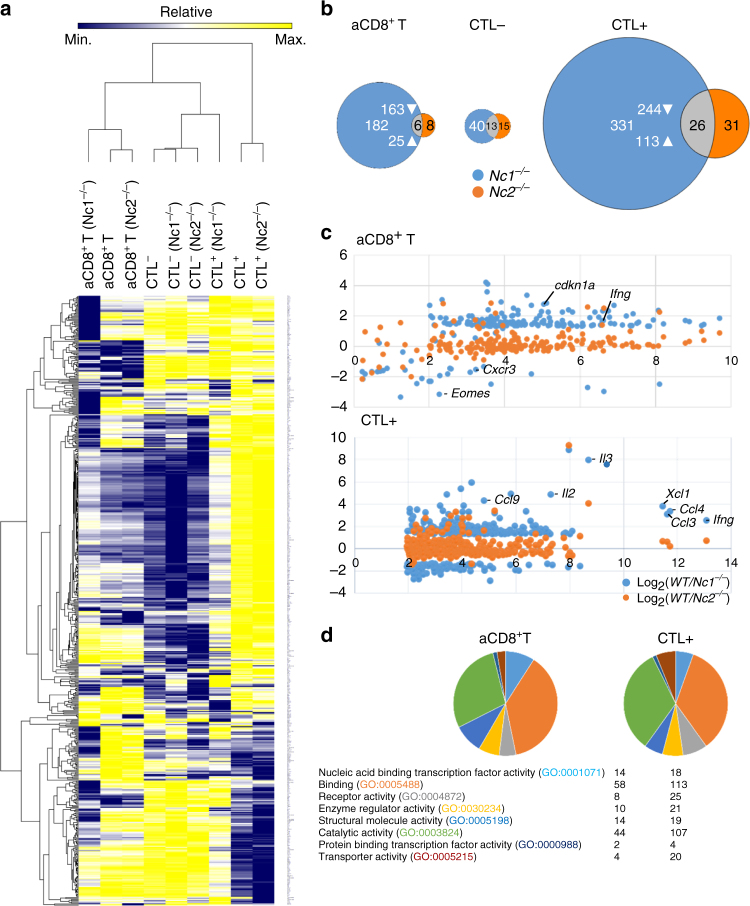
Transcriptome assays of CD8^+^ T cells by next generation sequencing. **a** Heat map of 561 genes whose expression changed twofold in either *Nfatc1* ^*−/−*^ (*Nfatc1* ^*f/f*^ x CD4-cre mice) or *Nfatc2* ^*−/−*^ aCD8^+^ Ts and CTLs. **b** Number of genes whose expression was changed 2.5-fold in either aCD8^+^ Ts, CTL− or CTL + cells. Genes whose expression was specifically changed in *Nfatc1* ^*−/−*^ cells are shown in *blue*, those changed in *Nfatc2* ^*−/−*^ cells in orange, and those changed in both in *gray*. **c** Scatterplots of NFATc1- and NFATc2-dependent genes relative to Log_2_WT expression in aCD8^+^ Ts (*upper panel*) and CTL + cells (*lower panel*). **d** Functional annotation of genes changed 2.5-fold in RNA levels in NFATc1-deficient aCD8^+^ Ts and CTL + cells according to the PANTHER pathway analysis^69^

The stronger effect of NFATc1 on gene expression in aCD8^+^ Ts and CTLs + is also visualized in scatterplots of NFAT-dependent genes. 

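The pathways that moved in Nfatc1-/- cells changed with the state of the cells, and several of the same lists moved in Nfatc2-/- cells too; the differences between the knockouts were not tested. In CTL- cells the medians without NFATc2 and without NFATc1 were -1.62 and -1.57 for chemokines, -0.80 and 0.36 for S and G2/M phase genes and -0.39 and 0.24 for glycolysis. HIF-1 targets outside glycolysis had medians of 0.06, -0.32 and -0.16 in Nfatc2-/- aCD8+ Ts, CTL- and CTL+ cells, and of 0.25 and 0.58 in Nfatc1-/- CTL- and CTL+ cells. Inhibitory receptors stood at -0.32 in Nfatc1-/- CTL- cells and at -0.30, -0.39 and -0.54 in the Nfatc2-/- cells. The list of Myc and ribosome production had medians of -0.17, -0.01 and 0.29 without NFATc2. The last turns negative with scaling to Actb. In Nfatc1-/- CTL- cells 61 genes were lower and 54 higher of 7483. The lower ones began with the integrin gene Itgae (4.09%, 2.44 to 6.46 of WT), Ret, a receptor tyrosine kinase (6.34%, 4.42 to 8.84), Slamf6 (11.0%, 8.62 to 13.8), Actn1 (12.3%, 10.8 to 13.9) and Ifi204 (11.6%, 7.90 to 16.6), and 6 of 25 interferon-stimulated genes fell, Mx2 to 15.8% (6.01 to 35.3), Oasl2 to 21.4% (14.1 to 31.7), Oas2 to 22.6% (13.2 to 37.0) and Ifit1 to 27.6% (21.2 to 35.5). The histone genes Hist1h2ah, Hist1h2ad, Hist1h2ae and Hist1h2aj rose there with at most 12% uniquely mapped reads, and BC147527 by a log2 fold change of 3.42 (2.11 to 6.10). Of 15 NK cell genes 6 rose past 2.5-fold, among them Klra8 by a log2 fold change of 3.97 (3.08 to 7.00). Xcl1 fell past it, and 5 of them were lower in all. The p-values that follow cover only how an effect of genotype varies over the states, not a spread between mice. A fit over all 9 libraries, with genotype and state as terms in edgeR's quasi-likelihood test, tests for a change shared by the 3 states. It called 1 of 13380 genes for NFATc1, Gm8730 (chromosome 8 from 102864779 to 102865853; log2 fold change 6.75, standard error 0.29, adjusted p = 0.00027), and 712 genes at an unadjusted p under 0.05. DESeq2 called 84, and without the Nfatc1-/- aCD8+ T library edgeR called 13, without the WT aCD8+ T library 2. For NFATc2 edgeR called 0, 175 genes at an unadjusted p under 0.05, and DESeq2 called 18. The paper states that the stronger effect of NFATc1 is also seen in scatterplots (Fig. 4c).

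**Figure D1:**
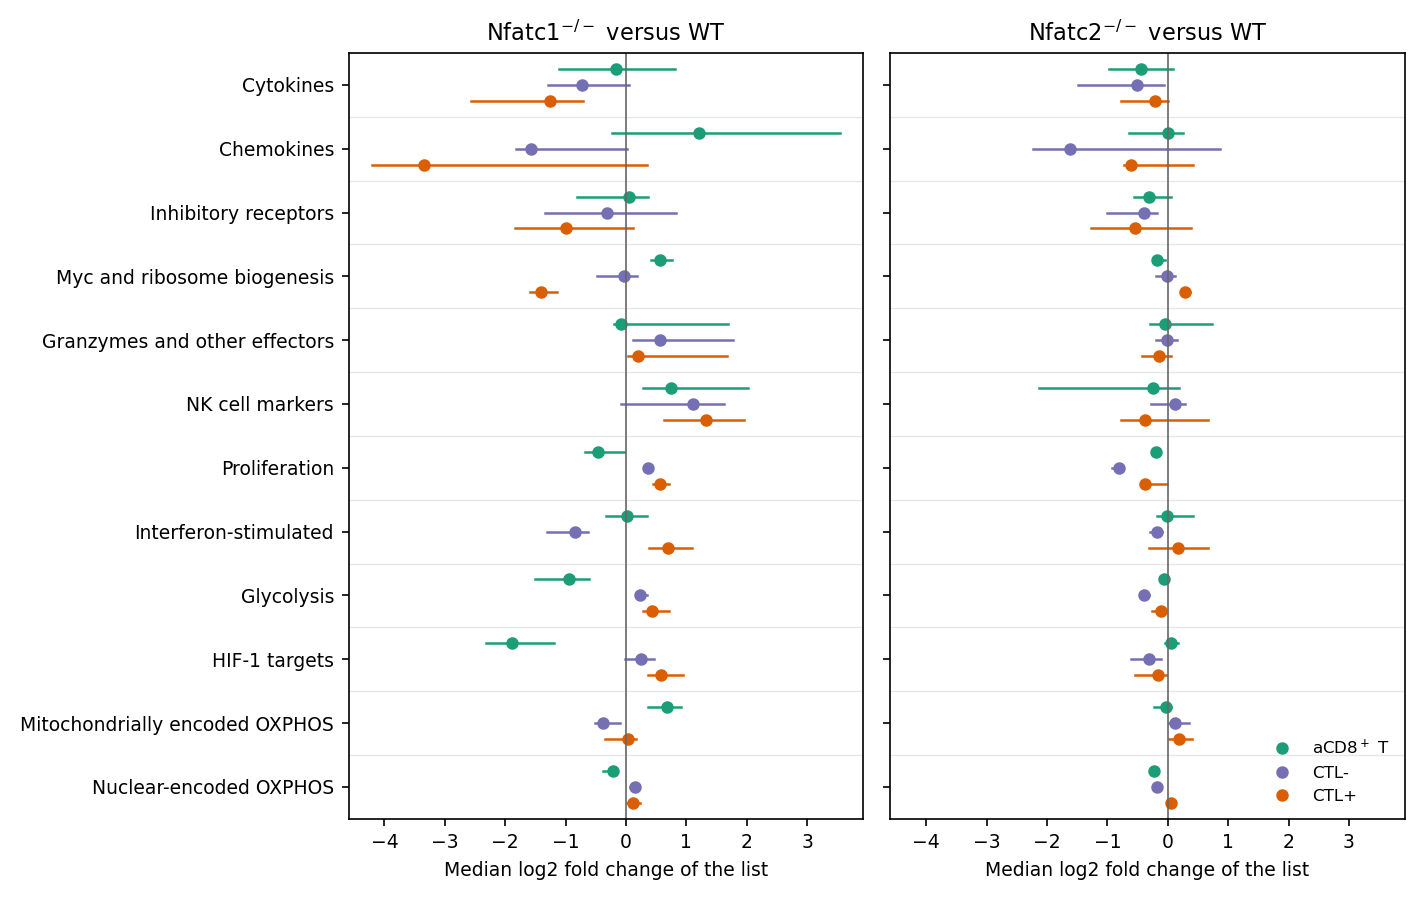
Median log2 fold change against WT (x axis) of 12 gene lists (y axis) in Nfatc1-/- cells (left) and Nfatc2-/- cells (right), with aCD8+ Ts, CTL- and CTL+ cells as separate points; bars are 95% intervals of the median over the genes of a list. Chemokines in Nfatc1-/- CTL+ cells lie lowest, followed by HIF-1 targets in Nfatc1-/- aCD8+ Ts and chemokines in both kinds of CTL- cells; with scaling to Actb, the medians in Nfatc1-/- CTL+ cells that lie between 0 and 0.47 turn negative.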

While ablating NFATc2 exerted a relative mild effect, NFATc1 ablation resulted in much stronger changes in gene expression in aCD8^+^ Ts and CTLs + (Fig. 4c). Functional annotation of NFATc1-dependent genes in aCD8^+^ Ts and CTLs + revealed that a large proportion of deregulated genes encoding enzymes in both cell types (Fig. 4d).

To identify the chromosomal sites and genes to which NFATc1/A binds in CTLs + we performed ChIP seq assays. Since ChIP-grade NFATc1 Abs are not available, we created a BAC tg mouse line in which the biotin-ligase BirA from *E. coli* and chimeric NFATc1/A-Bio proteins are co-expressed^18^ (Fig. 5a). From those mice, CD8^+^ T cells were isolated, differentiated into CTLs and stimulated with T + I for 5 h (to generate CTL + cells). Cross-linked NFATc1/A-chromatin complexes could be isolated with high specificity using streptavidin-coated magnetic beads and, upon removal of cross-links and DNA isolation, subjected to NGS of DNA.

**Fig. 5:**
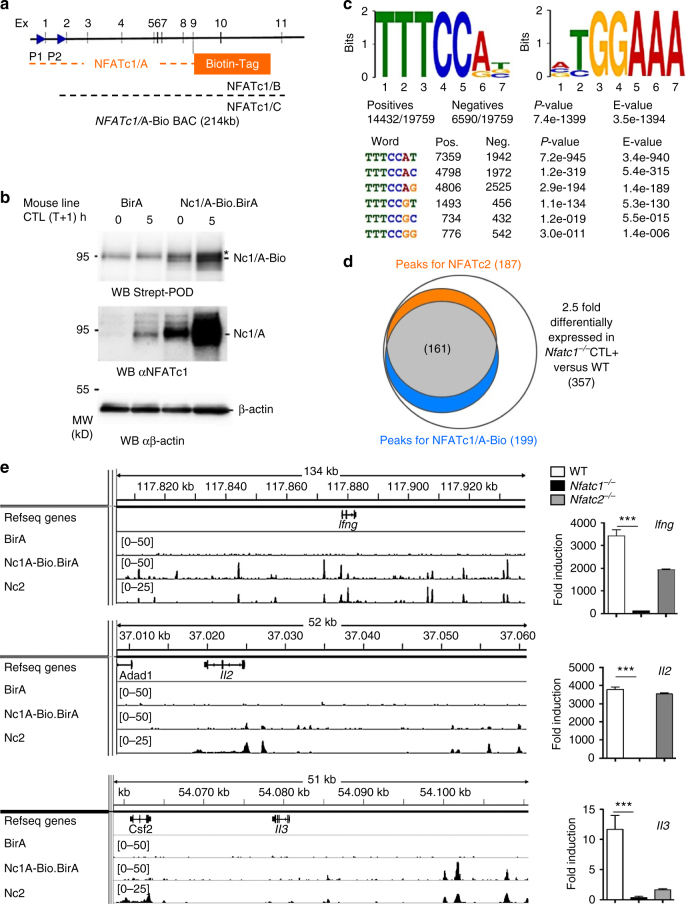
Analysis of DNA binding of NFATc1/A-Bio in CTLs by ChIP seq assays. **a** Scheme of the *Nfatc1* BAC transgene expressing tagged NFATc1/A-Bio protein in mice. The two promoters P1 and P2 and the 11 exons of the gene are indicated. **b** Immune blots of whole cell protein extracts from CTLs expressing only the *E. coli* biotin-ligase BirA, or BirA and NFATc1/A-Bio. The *upper blot* was incubated with an Ab directed against streptavidin, the *lower blot* with the NFATc1-specific mAb 7A6.The star indicates a non-specific band. **c** Motif analysis of NFATc1 binding sites in the 19 759 NFATc1/A peaks identified with a *p*-value of −5 by MACS. The letter size indicates the frequency of nucleotides within those sites (presented as ‘Bits’). **d** Peaks for NFATc1/A-Bio and NFATc2^19^ (*p*-value of −12 in MACS) within a distance of 100 kb to the 357 genes that were 2.5-fold differentially expressed in *Nfatc1* ^*−/−*^ (*Nfatc1* ^*f/f*^ x CD4-cre mice), compared to WT CTLs. 161 genes show both NFATc1/A-Bio and NFATc2 binding. **e** Binding of NFATc1/A-Bio and NFATc2^19^ to the prototypical NFAT target genes *Ifng*, *Il2* and *Il3* in CTLs + . *Right*, real-time PCR assays of *Ifng*, *Il2 and Il3* RNA levels in WT, *Nfatc1* ^*−/−*^ and *Nfatc2* ^*−/−*^ CTL + cells, normalized by Actb and relative to naïve CD8^+^ T cells

Similar to the endogenous *Nfatc1* gene, the BAC *Nfatc1* tg was induced upon induction of CTLs by T + I for 5 h (Fig. 5b). The results of ChIP seq assays revealed 19 759 DNA peaks upon annotation to the mm9 mouse genome. Motif analyses within these short DNA stretches resulted in the typical TGGAAA (or—on the reversed strand—TTTCCA) NFAT ‘core’ binding motif (Fig. 5c). Among the 357 genes whose RNA expression differed more than 2.5-fold between WT and *Nfatc1* ^*−/−*^ CTL cells stimulated by T + I for 5 h, 199 genes (56%) showed peaks for NFATc1/A-Bio. Therefore, they correspond to direct NFATc1 targets. According to published data^19^, 187 of the 357 genes showed binding for NFATc2, and 161 genes showed binding for both NFATc1 and NFATc2 (Fig. 5d).

The *Ifng*, *Il2* and *Il3* genes are prototypes of NFAT target genes^20–22^. While NFATc1 and NFATc2^19^ bind predominantly to the *Il2* promoter and to a site 2.3 kb upstream, both NFAT factors bind to multiple sites around the *Il3* and *Ifng* loci. NFATc1 ablation abolished RNA induction of all three genes in CTLs. Although NFATc2 binds to almost the same sites as NFATc1 within and around the *Il3*, *Ifng* and *Il2* genes, NFATc2 ablation resulted in very different effects on their expression. While NFATc2 ablation did not affect *Il2* induction, it reduced *Ifng* induction to approximately 55% and inhibited almost completely *Il3* induction in CTLs (Fig. 5e).

### NFATc1 ablation affects CD8^+^T cell differentiation

*Nfatc1* ^*−/−*^ aCD8^+^ T cells show a decrease in proliferation compared to WT and *Nfatc2* ^*−/−*^ cells. Using a low concentration of plate-bound αCD3 (0.05 and 2 μg/ml αCD28) we detected a marked difference in proliferation between WT, *Nfatc1* ^*−/−*^ and *Nfatc2* ^*−/−*^ aCD8^+^ T cells. In contrast, all three types of CTLs did not display any difference in proliferation in medium containing high (100 U/ml) or low concentrations of IL-2 (10 U/ml; Fig. 6a). Among the numerous genes encoding cell cycle regulators, only the *Cdkn1a* gene encoding the cell cycle inhibitor p21^WAW/CIP1^ was found as NFATc1 target in aCD8^+^ T cells. 

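Cdkn1a was lower in activated T cells without NFATc1 but higher in CTLs. Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090979 to 29100722) had 32.8 RPKM in WT and 4.81 RPKM in Nfatc1-/- aCD8+ Ts, or 14.6% (10.7 to 19.6) of WT. In Nfatc1-/- CTL- and CTL+ cells its log2 fold changes were 1.10 (1.03 to 1.17) and 0.95 (0.91 to 0.99), and Nfatc2-/- CTL- cells held 51.1% (47.6 to 54.8) of the WT level. It was the only gene past 2.5-fold in aCD8+ Ts among 20 cell cycle genes shown in Fig. 6b, except that with scaling to Actb, Ccnd3 and Cdkn1b passed too; the median of the list was -0.27, with 12 genes below the median of all genes. In CTL+ cells 3 of these genes rose without NFATc1, the kinase Cdk19 by 2.12 (1.92 to 2.59), cyclin D3 (Ccnd3) by 1.80 (1.71 to 1.92) and cyclin B2 (Ccnb2) by 1.48 (1.24 to 1.75), the last short of 2.5-fold with scaling to Actb. Of 36 S and G2/M phase genes 27 were lower in Nfatc1-/- aCD8+ Ts (median -0.46, percentile 0.75) and 20 lay below the median of all genes, with the mitotic genes Hmmr (44.9%, 39.2 to 51.4) and Bub1 (48.9%, 42.1 to 56.8) lowest. In Nfatc2-/- aCD8+ Ts 35 of the 36 were lower (median -0.19, percentile 0.07), 34 of them below the median of all genes. Under the other scalings the medians ranged from -1.01 to -0.20 without NFATc1 and from -0.16 to -0.04 without NFATc2. The same genes were higher in Nfatc1-/- CTLs, 34 of 35 in CTL- cells and 29 of 34 in CTL+ cells (median 0.57), above all random lists.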

In aCD8^+^ T cells, NFATc1 inactivation led to a decrease in *Cdkn1a* RNA levels to ~60%, and NFATc1/A bound within and upstream from the *Cdnk1a* gene (Fig. 6b, Supplementary Figs. 4c, d).

**Fig. 6:**
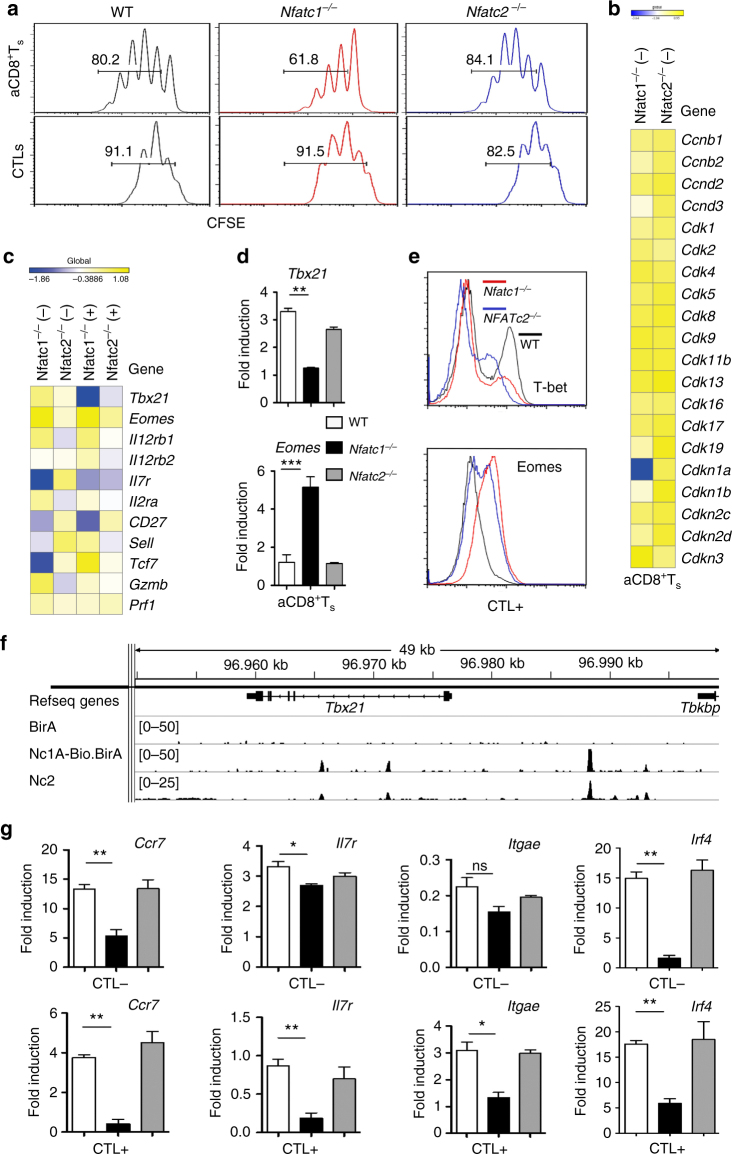
NFATc1 ablation affects the proliferation and differentiation of CD8^+^ T cells. **a** CFSE labeling of aCD8^+^ T cells stimulated for 3 d by plate-bound αCD3/CD28 (0.05/2 μg/ml), and of CTLs which were stimulated by αCD3/CD28 (5/2 μg/ml) for 3 d followed by IL-2 for 5 d. **b** Heat map of selected genes controlling the proliferation of *Nfatc1* ^*−/−*^ (*Nfatc1* ^*f/f*^ x CD4-cre mice) aCD8^+^ Ts. **c** Heat map of selected genes affecting the fate of CD8^+^ Ts. **d** Real-time PCR assays of *Tbx21* and *Eomes* RNA expression in CTL + cells, normalized by Actb and relative to naïve CD8^+^ T cells. **e** Flow cytometry of intracellular T-bet and Eomes expression in CTL + cells. **f** ChIP seq assay of NFATc1/A-Bio and NFATc2^19^ binding to the *Tbx21* gene in CTL + cells. **g** Real-time PCR assays of *Ccr7*, *IL7r*, *Itgae* and *Irf4* RNA expression in CTLs, normalized by Actβ and relative to naïve CD8^+^ T cells. Data from five PCR assays are shown as means ± SEM. Unpaired Student’s *t*-test was used for statistics

Several genes whose expression controls the differentiation to effector and memory CTLs are direct NFAT targets. T-bet and Eomesodermin (Eomes) are key transcription factors controlling CD8^+^T cell differentiation^6^. 

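Tbx21 transcripts depended on NFATc1 after restimulation and little before it. Tbx21 (ENSMUSG00000001444, chromosome 11 from 97098071 to 97115331) encodes T-bet and was read at 13.9 RPKM in WT and 3.83 RPKM in Nfatc1-/- CTL+ cells, or 27.5% (23.1 to 32.6) of WT. In Nfatc1-/- aCD8+ Ts it stood at 93.4% (75.9 to 115) and in CTL- cells at 130.0% (111 to 153). Nfatc2-/- cells held 79.0% (63.2 to 98.4) in aCD8+ Ts, 91.1% (76.1 to 109) in CTL- and 68.1% (59.9 to 77.4) in CTL+ cells.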

In *Nfatc1* ^*−/−*^ CTLs + the RNA level of the *Tbx21* gene encoding T-bet corresponds to approximately 30% of the WT level, and a lower T-bet protein expression was detected in *Nfatc1* ^*−/−*^ (and *Nfatc2* ^*−/−*^) CTL + cells (Fig. 6c–e). NFATc1 (and NFATc2) binds to two intronic sites and strongly to one site 11 kb upstream of the *Tbx21* gene (Fig. 6f). In contrast, the *Eomes* gene is not bound by NFATc1, and its expression was found to be strongly enhanced in *Nfatc1* ^*−/−*^ CTLs (Fig. 6c–e) reflecting the reciprocal expression of both transcription factors^23^. 

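Eomes rose without NFATc1 in every state, most in activated T cells. Eomes (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132) had 4.82 RPKM in WT and 42.7 RPKM in Nfatc1-/- aCD8+ Ts, a log2 fold change of 3.12 (2.85 to 3.46). In CTL- cells it went from 13.5 to 28.2 RPKM (1.05, 0.95 to 1.17) and in CTL+ cells from 18.4 to 39.0 RPKM (1.08, 0.99 to 1.18), both below 2.5-fold. Without NFATc2 the log2 fold changes were -0.07 (-0.50 to 0.35), -0.06 (-0.20 to 0.07) and 0.23 (0.13 to 0.34) in the same order, each with the other sign when scaled to Actb.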

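Both chains of the IL-12 receptor were lower in Nfatc1-/- aCD8+ Ts, and passed 2.5-fold only with scaling to Actb (log2 -1.46 for Il12rb1 and -1.78 for Il12rb2). Il12rb1 (ENSMUSG00000000791, chromosome 8 from 70808449 to 70821424) stood at 53.0% (42.7 to 65.4) of the WT level of 18.0 RPKM, and Il12rb2 (ENSMUSG00000018341, chromosome 6 from 67291318 to 67376188) at 42.6% (38.8 to 46.6) of 83.9 RPKM. In Nfatc1-/- CTL- and CTL+ cells Il12rb1 was at 133% (124 to 143) and 133% (125 to 142) of WT, the latter under WT with scaling to Actb, and Il12rb2 at 81.9% (78.3 to 85.6) and 104% (99.5 to 109), the latter under WT with TMM, DESeq2's factors or Actb. Nfatc2-/- aCD8+ Ts held 101% (84.7 to 121) and 106% (98.5 to 113) of these transcripts.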

NFATc1 also binds to and controls in aCD8^+^ T cells the *Il12rb1* and *Il12rb2* genes (Supplementary Fig. 5a) encoding the IL-12 receptor that enhances *Tbx21* expression via mTOR^24^.

In *Nfatc1* ^*−/−*^ aCD8^+^ Ts only one third of the *Gzmb* transcripts were generated compared to WT aCD8^+^ T cells, and NFATc1 binds to several sites of the *Gzmb* gene (Supplementary Fig. 5b). The transcript levels of *Prf1* and *Gzmb* genes encoding the most prominent perforins and granzymes in CD8^+^ T cells increases 10-fold from aCD8^+^ Ts to CTLs but NFATc1 ablation led unaffected their expression in CTLs (Fig. 6c).

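Granzyme B and perforin transcripts were abundant in Nfatc1-/- CTLs, and several of the granzyme genes beside Gzmb were higher than in WT. In WT cells Gzmb rose 9.73-fold (9.52 to 9.95) from aCD8+ Ts to CTL+ cells and 1.29-fold (1.26 to 1.32) to CTL- cells. Prf1 rose 3.19-fold (2.98 to 3.43) to CTL+ cells, with a ratio of 1.01 (0.936 to 1.09) between CTL- cells and aCD8+ Ts. Gzmb (ENSMUSG00000015437, chromosome 14 from 56258856 to 56262260) had 302581 exon reads in WT CTL+ cells, and its log2 fold change was -0.07 (-0.07 to -0.06) in Nfatc1-/- CTL+ and 0.61 (0.59 to 0.63) in Nfatc1-/- CTL- cells; in aCD8+ Ts it stood at 52.9% (51.0 to 54.9). Prf1 (ENSMUSG00000037202, chromosome 10 from 61297836 to 61304263), which encodes perforin, had log2 fold changes of -0.18 (-0.33 to -0.04), 0.69 (0.63 to 0.76) and 0.20 (0.16 to 0.24) in Nfatc1-/- aCD8+ Ts, CTL- and CTL+ cells, the first positive with exon reads alone or DESeq2's factors and the last negative with scaling to Actb. Of 17 granzyme and lytic granule genes 5 rose in CTL- cells (median 0.56, above all random lists) and 6 in CTL+ cells (median 0.20, negative with scaling to Actb). Gzmg, Gzmf and Gzmd rose in CTL- cells by 2.79 (2.62 to 2.96), 2.00 (1.70 to 2.35) and 1.89 (1.78 to 2.00), and Gzmm by 1.98 (1.45 to 2.75). In CTL+ cells Gzmg rose by 2.88 (2.75 to 3.01), Gzme by 1.94 (1.80 to 2.09), Gzmd by 1.93 (1.84 to 2.03) and Gzmk by 1.91 (1.17 to 3.24). Nfatc1-/- aCD8+ Ts already had more Gzmc (2.00, 1.27 to 2.87) and Gzmk (1.89, 0.87 to 3.22), and Gzma at 1.69 (-0.13 to 4.33), an interval that includes 0. Markers of other cells moved with them: 12 of 12 NK cell genes were higher in these aCD8+ Ts. There 4 of 4 granulocyte genes, all counted only through their level in Nfatc1-/- cells, and 6 of 10 myeloid genes rose past 2.5-fold. So did 6 of 15 NK cell genes in CTL- and 7 of 14 in CTL+ cells. Of 6 granulocyte genes 1 rose past 2.5-fold in Nfatc1-/- CTL- and 2 in CTL+ cells. Of the myeloid genes 4 of 9 rose in CTL+ cells, while in CTL- cells 3 of 11 rose and 2 fell. Of 16 genes of granule transport and release 13 were higher in Nfatc1-/- CTL+ cells (median 0.40, negative with scaling to Actb), Lyst by 1.85 (1.74 to 2.12) and Sytl2 by 1.78 (1.69 to 1.90).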

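Ccr7 was lower in every state without NFATc1, and in restimulated CTLs also without NFATc2. Ccr7 (ENSMUSG00000037944, chromosome 11 from 99144196 to 99155077), the chemokine receptor that guides T cells into lymph nodes, fell to 81.0% (77.3 to 84.8) in aCD8+ Ts, 62.4% (60.3 to 64.6) in CTL- and 43.1% (41.4 to 44.9) in CTL+ cells without NFATc1. These decreases fell short of 2.5-fold, except in CTL+ cells with scaling to Actb (log2 -1.69). In aCD8+ Ts that decrease was about as large as the shift of the median gene. Nfatc2-/- CTL+ cells held 48.7% (46.8 to 50.7) of WT, and Nfatc2-/- CTL- cells 100.2% (97.2 to 103). Of 18 genes of naive and memory T cells 4 fell past 2.5-fold and 15 were lower in Nfatc1-/- CTL- cells (median -0.53, below all random lists).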

Among ‘fate markers’ for memory T cells, the *Ccr7* and *Il7r* genes are NFATc1 targets. 

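Il7r fell most in CTLs before restimulation. Il7r (ENSMUSG00000003882, chromosome 15 from 9506161 to 9529876) had 167 RPKM in WT CTL- cells and 27.8% (26.6 to 29.1) of that in Nfatc1-/- CTL- cells. Restimulation lowered it to 28.2 RPKM in WT CTL+ cells, of which Nfatc1-/- CTL+ cells held 52.2% (48.0 to 56.7) and Nfatc2-/- CTL+ cells 58.8% (54.2 to 63.9). Nfatc1-/- aCD8+ Ts held 61.6% (55.8 to 68.0), and Nfatc2-/- CTL- cells 136% (132 to 139.8).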

NFATc1 ablation led to a 4-5-fold decrease in *Il7ra* transcripts in CTL + cells encoding the IL-7 receptor α chain CD127, a marker for long-living memory T cells^25^. NFATc1 binds also to the *Itgae* gene encoding the integrin α_E_/CD103 that is highly expressed on tissue-resident memory T cells, and NFATc1 ablation led to a decrease in *Itgae* transcript levels in CTLs (Figs. 6c, g; Supplementary Fig. 6). Furthermore, NFATc1 target genes are the *Irf4* and *Tcf7* genes that control CTL activity and differentiation^26, 27^ (Fig. 6g; Supplementary Fig. 6).

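Itgae transcripts all but vanished from Nfatc1-/- CTLs and stayed near the WT level in Nfatc1-/- aCD8+ Ts. Itgae (ENSMUSG00000005947, chromosome 11 from 73090583 to 73147446) fell to 4.09% (2.44 to 6.46) of WT in CTL- cells, from 472 to 19 reads, and to 7.50% (2.36 to 18.3) in CTL+ cells, where WT itself had only 0.827 RPKM. In aCD8+ Ts it stood at 97.2% (85.2 to 111), an interval that includes the WT level. Nfatc2-/- CTL- cells held 69.2% (59.7 to 80.0) of WT.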

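Irf4 was strongly induced by restimulation and reached a lower level without NFATc1, and Tcf7 was lower in resting CTLs. Irf4 (ENSMUSG00000021356, chromosome 13 from 30749226 to 30766927) went from 13.9 RPKM in CTL- to 228 RPKM in CTL+ cells of WT mice. Nfatc1-/- CTL+ cells held 36.7% (35.7 to 37.7) of that and Nfatc1-/- CTL- cells 75.9% (69.4 to 83.1); Nfatc2-/- cells held 57.4% (51.9 to 63.4) in CTL- and 90.8% (88.9 to 92.7) in CTL+ cells. Tcf7 (ENSMUSG00000000782, chromosome 11 from 52252371 to 52283014), which encodes TCF-1, fell to 32.9% (31.8 to 34.0) in Nfatc1-/- CTL- cells. In CTL+ cells, where WT had 17.0 RPKM, its log2 fold change was 0.88 (0.76 to 1.00), with 28% of the WT reads mapped uniquely.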

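Vim and Tubb5 fell in Nfatc1-/- aCD8+ Ts, while Actb and Tuba1b did not. Vim (ENSMUSG00000026728, chromosome 2 from 13573927 to 13582826), which encodes vimentin, had 228 RPKM in WT and stood at 39.8% (37.0 to 42.7) in Nfatc1-/- aCD8+ Ts. Tubb5 (ENSMUSG00000001525, chromosome 17 from 35833926 to 35838306) had 440.2 RPKM and stood at 61.5% (59.3 to 63.9). Actb (ENSMUSG00000029580, chromosome 5 from 142903115 to 142906754) was read at 946 RPKM in WT with a log2 fold change of 0.55 (0.52 to 0.58), and Tuba1b (ENSMUSG00000023004, chromosome 15 from 98931425 to 98934565) at 259.6 RPKM with 0.26 (0.19 to 0.34), negative with scaling to Actb; 16% of its WT reads mapped uniquely. Of 18 cytoskeleton genes shown in Supplementary Fig. 7a 4 fell, besides Vim also Dnm1, the spindle gene Psrc1 (13.8%, 10.6 to 17.8) and Tubb4a (13.9%, 8.84 to 20.9), and the median was -0.26, with 9 genes below the median of all genes. Vim itself fell short of 2.5-fold with TMM (41.8% of WT) and with DESeq2's factors (45.5%). In Nfatc1-/- CTL+ cells Vim rose by a log2 fold change of 1.53 (1.51 to 1.56) and Tuba1a by 1.77 (1.62 to 1.95), and in Nfatc2-/- CTL+ cells Vim stood at 45.4% (44.0 to 46.9).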

Among the genes encoding cytoskeleton proteins the *Actb*, *Tuba1b*, *Tubb5* and *Vim* genes are highly transcribed in aCD8^+^ T cells but only the level of *Tubb5* and *Vim* transcripts decreased to 61.5 and 40% in *Nfatc1* ^*−/−*^ aCD8^+^ Ts. In *Nfatc1* ^*−/−*^ CTLs, the transcript levels of *Actn1* and *Plek* genes were strongly impaired, compared to WT cells, and both genes are bound by NFATc1 (Supplementary Fig. 7a, b).

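Actn1 fell past 2.5-fold in Nfatc1-/- CTL- and CTL+ cells and Plek in Nfatc1-/- CTL+ cells. In CTL+ cells Actn1 lay below 4 RPKM in both libraries and fell short of 2.5-fold with 1 RPKM added. Actn1 in aCD8+ Ts was not below WT with exon reads alone or DESeq2's factors. Actn1 (ENSMUSG00000015143, chromosome 12 from 80167542 to 80260371), which encodes alpha-actinin, fell to 12.3% (10.8 to 13.9) of the WT level of 35.2 RPKM in CTL- cells and to 27.6% (20.1 to 37.3) of 2.97 RPKM in CTL+ cells. Plek (ENSMUSG00000020120, chromosome 11 from 16971206 to 17052381), which encodes the signalling adaptor pleckstrin, fell to 32.1% (30.8 to 33.5) of 107 RPKM in CTL+ cells and stood at 91.9% (84.7 to 99.7) of 15.9 RPKM in CTL- cells. In aCD8+ Ts the shares were 87.9% (77.4 to 99.8) and 74.4% (67.2 to 82.4). Nfatc2-/- CTL+ cells held 90.5% (73.5 to 111) of Actn1 and 122% (118 to 125) of Plek, the latter below WT with scaling to Actb.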

### NFATc1 controls the metabolism of CD8^+^ T cells

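From glucose uptake to lactate, the transcripts of the glycolytic chain were lower in activated T cells without NFATc1, and those without NFATc2 stayed close to WT. All 15 glycolytic genes that the paper shows for these libraries were lower in Nfatc1-/- than in WT aCD8+ Ts (Ldha reached 0.01 with exon reads alone as the total), with a median log2 fold change of -0.95 (-1.51 to -0.60), below all random lists, and 15 lay below the median of all genes. A textbook list, which holds most of the same genes and so is no independent check, gave 21 lower genes of 23 and a median of -0.83. Slc2a1 (ENSMUSG00000028645, chromosome 4 from 119108711 to 119137330) and Slc2a3 (ENSMUSG00000003153, chromosome 6 from 122727809 to 122801640) encode the glucose transporters GLUT1 and GLUT3; they fell to 35.0% (30.3 to 40.3) and 33.4% (31.9 to 35.1) of WT, with 51% of the Slc2a1 reads mapped uniquely. Hexokinase 2, which traps glucose in the cell, is encoded by Hk2 (ENSMUSG00000000628, chromosome 6 from 82725025 to 82774454) and fell to 32.1% (26.9 to 38.1). The phosphofructokinase Pfkm fell to 32.5% (26.6 to 39.6) and the aldolase Aldoc to 38.7% (34.8 to 43.0). These 5 genes passed 2.5-fold, but with exon reads alone as the total Slc2a1, Slc2a3 and Aldoc did not. Aldoc also fell short with TMM and with DESeq2's factors. Gapdh stood at 56.2% (51.3 to 61.6), with 35% of reads mapped uniquely, Aldoa at 47.2% (45.9 to 48.5), Gpi1 at 57.2% (55.2 to 59.1), Pgk1 at 62.3% (60.8 to 63.9), Ldha at 83.9% (81.5 to 86.5) and Pkm at 73.2% (71.6 to 74.9). In Nfatc2-/- aCD8+ Ts 11 of the 15 genes were lower, with a median of -0.06 (-0.09 to 0.01) that turns positive with scaling to Actb.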

The transcript level of almost all genes controlling glycolysis^28^ is significantly lower in *Nfatc1* ^*−/−*^ than WT or *Nfatc2* ^*−/−*^ aCD8^+^ T cells (Fig. 7a; Supplementary Fig. 8). This observation prompted us to study the role of NFATc1 in metabolism regulation of CD8^+^ T cells. Due to their high proliferation rate, activated T cells have a high demand for energy and cellular building blocks, as nucleotides and amino acids and, therefore, switch their metabolism from OXPHOS to glycolysis^29^. In RT-PCR assays we determined less than 30–35% of WT transcript level for the *Slc2a1*, *Slc2a3* and *Hk2* genes encoding the glucose transporters Glut1 and Glut3, respectively, and hexokinase 2 (Hk2), the enzyme responsible for the fixation of glucose in cells (Figs. 7a, b; Supplementary Fig. 8). Using the fluorescent glucose analog 2-[N-(7-nitrobenz-2-oxa-1,3-diazol-4-yl) amino]-2-deoxy-D-glucose (2-NBDG) we observed a 70% reduction in glucose uptake into *Nfatc1* ^*−/−*^ aCD8^+^ Ts, compared to WT, whereas only a slight decrease was detected for *Nfatc2* ^*−/−*^ cells (Fig. 7c). The decrease in glucose incorporation was accompanied by a decrease in extracellular acidification rate (ECAR) of *Nfatc1* ^*−/−*^ aCD8^+^ Ts, as measured by extracellular flux analysis. For aCD8^+^ Ts generated with a low concentration of αCD3 (0.05 and 2 μg/ml αCD28) a 5-fold increase in glycolysis and glycolytic capacity was observed, while cells stimulated with standard concentrations (5 μg/ml αCD3, 2 μg/ml αCD28) displayed a three fold increase in both parameters. However, *Nfatc1* ^*−/−*^ aCD8^+^ Ts stimulated with either low or high concentrations of αCD3/CD28 exhibited lower glycolysis and glycolytic capacity of 40–60% of WT level (Fig. 7d).

**Fig. 7:**
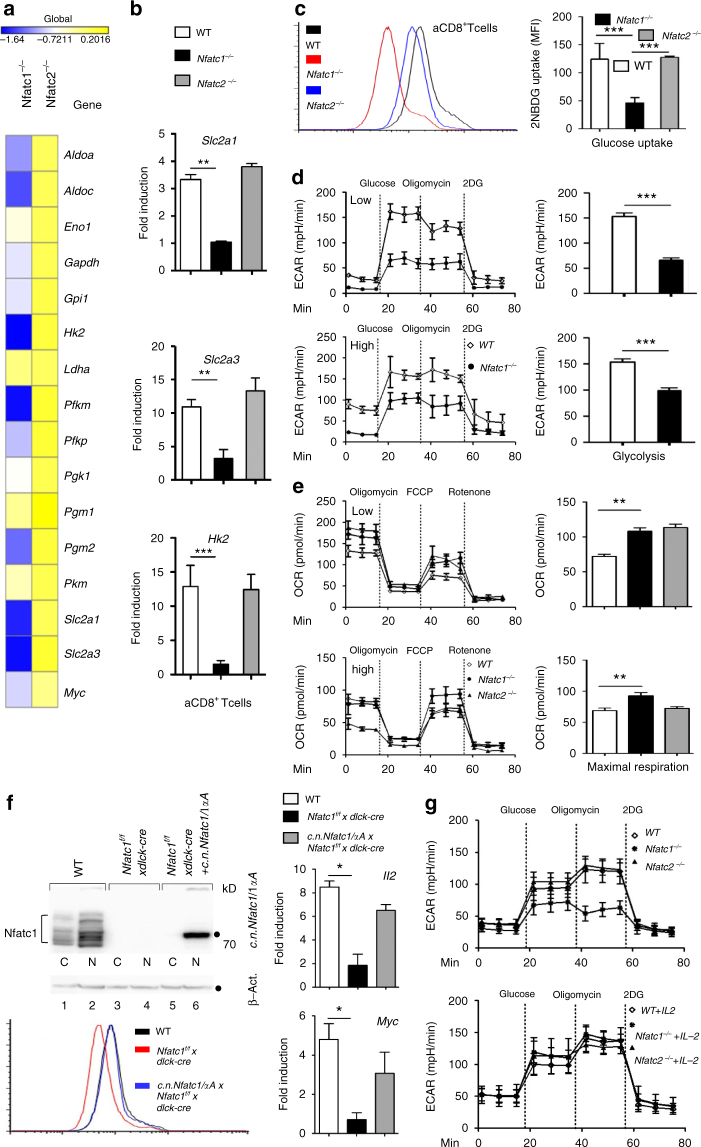
Reduced metabolic switch in *Nfatc1* ^*−/−*^ aCD8^+^ T cells. **a** Heat map of RNA expression from genes encoding enzymes of glycolysis in *Nfatc1* ^*−/−*^ (*Nfatc1* ^*f/f*^ *x* CD4-cre mice) and *Nfatc2* ^*−/−*^ aCD8^+^ Ts. **b** Real-time PCRs of *Slc2a1*, *Slc2a3* and *Hk2* RNAs encoding the glucose transporters Glut1 and Glut3, and hexokinase 2, respectively, normalized by Actb and relative to naïve CD8^+^ cells. **c** Incorporation of 2-NBDG into aCD8^+^ Ts and CTLs upon incubation for 1 h at 37 °C. Data from 4 assays were compiled. **d** Extracellular flux analysis. *Above*, 4 × 10^5^ WT and *Nfatc1* ^*−/−*^ CD8^+^ T cells were stimulated overnight with “low” concentrations of plate-bound αCD3 (0.05 μg/ml) and αCD28 (2 μg/ml), and subjected to extracellular flux analysis. *Below*, cells activated with “high” (standard) αCD3/CD28 concentrations (5/2 μg/ml) were assayed. **e** Mito stress test of aCD8^+^Ts treated as in **d**. **f** Below, incorporation of 2-NBDG (*above*) and extracellular flux analysis (*below*) of aCD8^+^ Ts from *c.n.Nfatc1/αA x Nfatc1* ^*f/f*^ x dlck-cre mice. Above, immune blots showing the lack of NFATc1 expression in cytoplasmic (CP) and nuclear (N) proteins of aCD8^+^ Ts from *Nfatc1* ^*f/f*^ *x* dlck-cre mice (lanes 3 and 4), and the expression of c.n.NFATc1/αA (point) in cells from *c.n.Nfatc1/αA x Nfatc1* ^*f/f*^ *x* dlck-cre mice (lanes 5 and 6). In lanes 1 and 2, proteins from WT cells were fractionated. Right, RT-PCRs showing *Il2* and *Myc* RNA levels in aCD8^+^Ts from WT, *Nfatc1* ^*f/f*^ *x* dlck-cre and *c.n.Nfatc1/*α*A x Nfatc1* ^*f/f*^ *x* dlck-cre mice. Data of 5 PCR assays are shown, relative to naïve WT CD8^+^ T cells and normalized to *Actb*. Data are shown as means ± SEM. Unpaired Student’s *t*-test was used for statistics. **g** Extracellular flux analysis of CD8^+^ T cells from WT and *Nfatc1* ^*f/f*^ x CD4-cre mice stimulated by αCD3/CD28 (5/2 μg/ml) without (*above*) or with 100 U/ml hIL-2 (*below*) for 3 d. All assays were performed three times or more

Contrary to the effect on glycolysis, NFATc1 ablation exerted only a moderate effect on mitochondrial respiration. In mito stress tests, the oxygen consumption rate (OCR) differed only slightly between WT and *Nfatc1* ^*−/−*^ aCD8^+^ Ts, although *Nfatc1* ^*−/−*^ aCD8^+^ Ts showed a tendency towards increased maximal respiration, compared to WT cells (Fig. 7e), and the RNA levels of genes encoding mitochondrial OXPHOS enzymes were slightly enhanced (Supplementary Fig. 9a).

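Transcripts of the respiratory chain from the mitochondrial genome were higher in Nfatc1-/- aCD8+ Ts, and those of its subunits encoded in the nucleus moved with the median gene. All 13 protein genes of the mitochondrial genome were higher than in WT, with a median log2 fold change of 0.68 (0.37 to 0.92), above all random lists; none passed 2.5-fold, and with scaling to Actb the median was 0.13 and 8 were higher. Cytochrome b (mt-Cytb) had a log2 fold change of 0.96 (0.91 to 1.01), and the complex I subunits mt-Nd4, mt-Nd4l and mt-Nd1 of 0.95 (0.90 to 1.00), 0.92 (0.72 to 1.12) and 0.81 (0.77 to 0.86). In this library the introns of silent nuclear genes held 9.5 times the read density of the next aCD8+ T library. Of 49 nuclear subunits of complexes I to V, 43 were lower, with a median of -0.22 (-0.38 to -0.19) at percentile 57.45, 24 of them below the median of all genes; with exon reads alone as the total the median turns positive. Ndufa13 stood at 39.8% (33.1 to 47.7) of WT and Cox7c at 56.7% (46.3 to 69.2). The enzymes of the tricarboxylic acid cycle had a median of -0.17. In Nfatc2-/- aCD8+ Ts the mitochondrial genes had a median of -0.02, with the other sign under the other scalings, and the nuclear ones of -0.23.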

In part, the decrease in glucose incorporation of *Nfatc1* ^*−/−*^ aCD8^+^ Ts could be restored by overexpressing a constitutive nuclear (c.n.) version of NFATc1/αA. For this purpose we analyzed aCD8^+^ T cells from *c.n.Nfatc1/αA x Nfatc1* ^*f/f*^ *x* dlck-cre mice. Due to cre expression directed by the distal *lck* promoter^30^ these mice express c.n.NFATc1/αA upon removal of a ‘floxed’ STOP sequence from the Rosa26 locus^31^ in the absence of endogenous NFATc1. Those cells revealed a moderate, but reproducible increase in their glucose uptake, and in *Il2* and *Myc* RNA levels (Fig. 7f).

The effect of NFATc1 ablation on glycolysis led to the question of whether NFATc1 exerts a direct effect on glycolytic genes. However, in ChIP seq assays apart from the *Hk2* and *Gapdh* genes (Supplementary Fig. 10a) no further genes of the glycolysis cascade showed distinct NFATc1 binding. One mediator of the NFATc1 effect could be IL-2 whose expression is strongly diminished in *Nfatc1* ^*−/−*^ T cells (Fig. 5e). IL-2 is known to activate multiple metabolic and transcriptional programs in T cells, mainly through the Ser/Thr kinase mTORC1, a prominent IL-2 target in T cells^32^. When we tested the effect of IL-2 in splenic CD8^+^ T cells on 4E-BP1, a direct target of mTOR signals, we observed a marked increase in TCR-mediated phosphorylation that was inhibited by rapamycin. However, NFATc1 ablation was without effect on 4E-BP1 phosphorylation (Supplementary Fig. 9b). Nevertheless, adding 100 U/ml IL-2 to CD8^+^ T cell cultures that were activated by αCD3/CD28 for 3 d revealed a marked increase in glycolysis of NFATc1-deficient cells (Fig. 7g). This finding is supported by similar RNA levels of glycolytic genes in WT and *Nfatc1* ^*−/−*^ CTLs that were cultured in IL-2-containing medium for 6 d. 

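After growth in IL-2 the glycolytic transcripts of Nfatc1-/- cells no longer lay below WT. In CTL- cells 14 of 15 genes were higher than in WT, by a median log2 fold change of 0.24 (0.17 to 0.36), and none passed 2.5-fold. Gapdh, at 0.45 (0.39 to 0.52), and Aldoa, at 0.42 (0.40 to 0.44), rose most. In CTL+ cells 13 were higher, with a median of 0.43 (0.29 to 0.71) (-0.05 with scaling to Actb); Aldoc passed 2.5-fold (1.67, 1.56 to 1.81), followed by Pgm2 (0.76, 0.66 to 0.85), Gpi1 (0.73, 0.70 to 0.75) and Aldoa (0.71, 0.69 to 0.74). Without NFATc2 all 15 were lower in CTL- cells (median -0.39) and 13 in CTL+ cells (median -0.12).

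**Figure D2:**
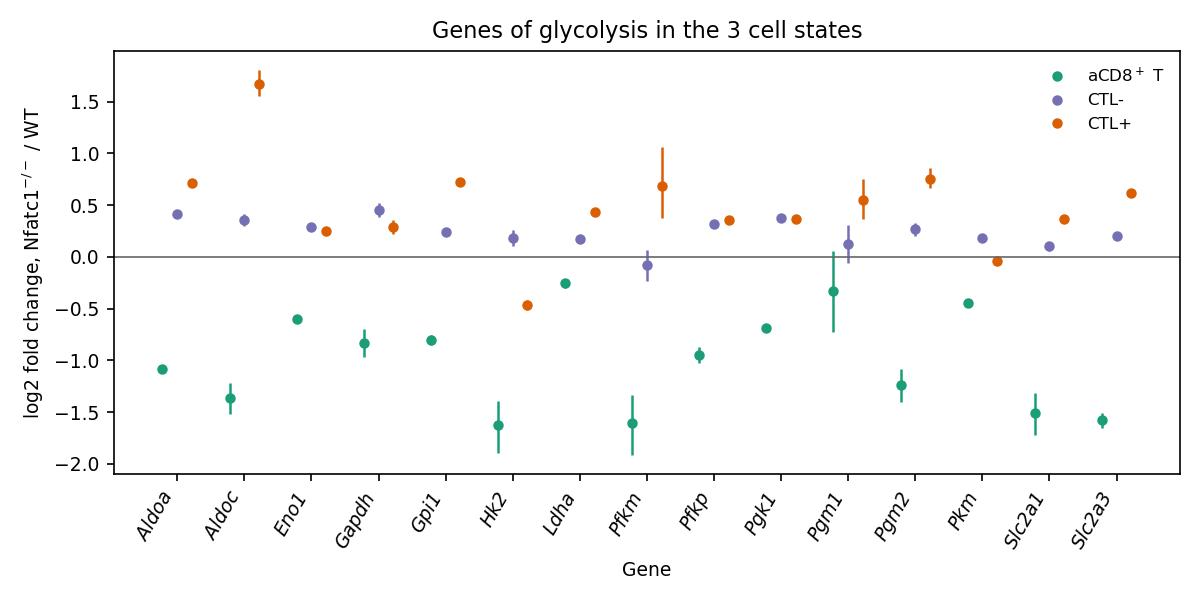
Log2 fold change against WT (y axis) of the 15 glycolytic genes (x axis) in Nfatc1-/- aCD8+ Ts, CTL- and CTL+ cells. Points are single libraries against WT and bars are exact 95% counting intervals. All 15 genes lie below 0 in aCD8+ Ts (Ldha reaches 0.01 with exon reads alone as the total) and 14 above 0 in CTL- cells; in CTL+ cells 13 lie above 0, which scaling to Actb moves down by 0.47.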

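In CTLs without NFATc1, Slc2a1 transcripts were at or above the WT level and Hk2 fell only after restimulation. Slc2a1 stood at 107% (104 to 111) of 140.3 RPKM in CTL- cells and at 129% (125 to 132) of 162 RPKM in CTL+ cells, the latter below WT with scaling to Actb. Hk2 stood at 113% (108 to 119) of 27.7 RPKM in CTL- cells and fell to 72.6% (70.1 to 75.2) of 69.3 RPKM in CTL+ cells. Nfatc2-/- cells held 80.0% (77.2 to 83.0) and 86.6% (83.9 to 89.4) of Slc2a1 and 86.3% (81.7 to 91.2) and 92.7% (89.7 to 95.9) of Hk2 in CTL- and CTL+ cells.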

Although we observed a drop in *Slc2a1* and *Hk2* RNA levels, we observed a similar glucose uptake and glycolysis of these cells (Supplementary Fig. 9c–f). Even upon re-stimulation of CTL- cells by αCD3/CD28 for 16 h, no differences in glycolysis and glycolytic capacity were detected between both types of cells (Supplementary Fig. 9f).

These findings do not exclude that NFATc1 affects also the metabolism of CTLs. The strong NFATc1 binding to the *Slc7a5* gene (Supplementary Fig. 10a) encoding a leucine transporter that coordinates the metabolic reprogramming of CTLs^33^ suggests that in CTLs NFATc1 controls metabolic pathways other than glycolysis.

While IL-2 enhanced the level of glycolysis of *Nfatc1* ^*−/−*^ aCD8^+^ Ts to that of *Nfatc2* ^*−/−*^ cells, it did not completely rescue glycolysis to the level of WT cells. This suggests that genes in addition to *Il2* that affect glycolysis might be controlled by NFATs. Candidates are the *Irf4* and *Myc* genes. Both control the metabolic re-programming of T cells upon TCR stimulation^26, 28^ and their RNA levels were markedly diminished in *Nfatc1* ^*−/−*^ aCD8^+^ Ts, and the *Irf4* gene showed NFATc1 binding (Fig. 6g; Supplementary Figs 6 and 10b).

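Irf4 and Myc were both lower in activated T cells without NFATc1, whereas most genes of ribosome production that Myc drives were higher. Irf4 had 41.3 RPKM in WT aCD8+ Ts and 52.5% (47.1 to 58.6) of that in Nfatc1-/- cells; without NFATc2 it stood at 108% (98.4 to 118). Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) had 85.8 RPKM in WT and 54.8% (49.6 to 60.4) of that without NFATc1, and 81.9% (75.0 to 89.4) without NFATc2. Without NFATc1 neither change passed 2.5-fold, but with scaling to Actb, at log2 -1.47 for Irf4 and -1.42 for Myc, both did. The list of 20 genes holds Myc itself, genes of ribosome production and Odc1, Srm and Cad. Of these 17 were higher in Nfatc1-/- aCD8+ Ts (median 0.56, above all random lists, and close to WT with scaling to Actb). Nolc1 rose by 1.25 (1.01 to 1.49), Bop1 by 1.18 (0.81 to 1.58) and Polr1b by 1.14 (0.75 to 1.61). In Nfatc1-/- CTL+ cells Myc fell to 33.1% (32.0 to 34.2) of WT.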

## Discussion

The results of our study show that NFATc1 controls the effector function of CD8^+^ T cells at multiple levels. *Nfatc1* ^*−/−*^ aCD8^+^ T cells exhibit a decrease in proliferation and metabolic switch from OXPHOS to glycolysis, and—at the molecular level—in a poor RNA expression of genes coding for numerous glycolytic genes. This is mainly due to the missing IL-2 whose expression is induced by NFATc1. The diminished expression of *Tbx21*, encoding a key transcription factor of effector CD8^+^ Ts, and of *Gzmb* gene are further molecular signs of defective function of *Nfatc1* ^*−/−*^ CD8^+^ T cells. Upon activation, *Nfatc1* ^*−/−*^ CTLs exhibit an impaired depletion of apical F-actin and recruitment of lytic granules and mitochondria to the IS, and in a strong reduction in induction of numerous cytokine and chemokine genes. These include, apart from the *Il2* gene, the genes encoding IFN-γ and IL-3, and the chemokine *Ccl3*, *Ccl4*, and *Xcl1* genes (Fig. 4). These defects culminate in the defective eradication of infected and malignant cells.

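Most cytokine and chemokine transcripts that restimulated CTLs make were lower without NFATc1; the difference from the cells without NFATc2 was not tested. Il2 (ENSMUSG00000027720, chromosome 3 from 37120523 to 37125959) had 156 RPKM in WT CTL+ cells, of which Nfatc1-/- CTL+ cells held 3.37% (2.75 to 4.09) and Nfatc2-/- CTL+ cells 86.1% (81.7 to 90.7). Of 24 cytokine genes 22 were lower in Nfatc1-/- CTL+ cells and 12 of them passed 2.5-fold, with a median log2 fold change of -1.26 (-2.56 to -0.71), below all random lists. Il21 fell to 1.49% (0.305 to 4.42) of WT. Reads of Cd4 were lower too in Nfatc1-/- CTL- and CTL+ cells, although 2 of 5 measured CD4 T cell genes were higher in each. Whether the cultures differed in their share of CD4 T cells was not tested. Of 7 chemokine genes 5 fell past 2.5-fold (median -3.34, -4.21 to 0.35, an interval that includes 0, below all random lists). Besides those named with IFN-gamma, Ccl1 fell to 9.78% (8.72 to 10.9) of 82.6 RPKM and Ccl9 to 5.08% (3.98 to 6.40) of 27.9 RPKM. In Nfatc2-/- CTL+ cells the medians were -0.22 (-0.77 to 0.01) for cytokines and -0.60 (-0.73 to 0.41) for chemokines, both with intervals that include 0. Among random lists these medians lay at percentiles 0.05 and 0.01, with 17 of 25 cytokine and 6 of 7 chemokine genes lower. Before restimulation, 13 of 19 cytokine genes were lower in Nfatc1-/- CTL- cells and 4 passed 2.5-fold (median -0.72, -1.29 to 0.06), with the growth factor Csf1 at 31.1% (22.7 to 42.1) of WT. In Nfatc2-/- CTL- cells 17 of 19 were lower and 5 passed 2.5-fold (median -0.51, -1.49 to -0.06), with Ifng at 8.23% (6.76 to 9.93) of WT and Il3 down from 34 reads to 0. Of the chemokine genes 3 of 5 passed it there too (median -1.62, -2.24 to 0.86), as did 3 in Nfatc1-/- CTL- cells (median -1.57, -1.83 to 0.02). In Nfatc1-/- aCD8+ Ts, where markers of granulocytes and myeloid cells rose as well (Mcpt8 from 0 to 14 reads), the cytokine genes went both ways: Il13 rose from 0 to 17 reads and Csf2 by a log2 fold change of 2.33 (0.36 to 5.77), and Tnfsf9, which encodes 4-1BB ligand, fell to 21.3% (3.96 to 75.4).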

In CTLs, NFATc1 and NFATc2 overlap in their binding to almost all genes (and sites) but differ strongly in their transcriptional activity (Figs 4 and 5). These data seem to contradict published data on the role of NFATs, in particular of NFATc2 (NFAT1), in the exhaustion of CD8^+^ T cells^19^, an anergy-like state of activated CD8^+^ T cells chronically infected with viruses. However, they are not necessarily in conflict with a promoting role of NFATs in CD8^+^ T cell exhaustion. NFATc1 and NFATc2 differ in their expression in activated lymphocytes. While short immune receptor signals trigger the rapid translocation of both factors into the nucleus, more persistent signals induce the transcription of *Nfatc1* gene leading to the massive synthesis of NFATc1/αA within a few hours (Fig. 3d). Although within several days the levels of NFATc2 also increase by persistent TCR signals (Fig. 3e), signals other than TCR triggering result in the further increase of NFATc2 in peripheral T cells^34^. These and further data led us to conclude that the *Nfatc1* gene codes for (at least) two factors which differ remarkably in their transcriptional properties^35^. In our view (i) NFATc1/αA which is highly expressed in activated T cells (Fig. 3d) supports ‘immunity’, i.e. the effector function of lymphocytes, including glycolysis, whereas (ii) NFATc1/ßC (and other longer NFATc1 isoforms) which is mainly expressed in resting T cells, supports the induction of ‘tolerance’ and ‘exhaustion’ of lymphocytes^35^. The latter shares peculiarities with NFATc2, such as two SUMOylation sites within the C-terminal domain that is missing in NFATc1/αA, and SUMOylation converts NFATc1/ßC to a suppressor of IL-2 induction^36^.

In a study on the ablation of NFATc1 (NFAT2) in murine CD8^+^ T cells, Pachulec et al.^11^ described an increase in the percentage of CD8^+^CD44^high^CD122^+^ cells in thymus, spleen and LNs of unchallenged *Nfatc1* ^*f/f*^ *x* CD4-cre mice which the authors classified as innate-like CD8^+^ T cells with characteristics of conventional memory CD8^+^ T cells. In our Listeria infection assays, we observed a slight increase in the number of *Nfatc1* ^*−/−*^ T_CM_, compared to WT cells, and a decrease of *Nfatc1* ^*−/−*^ T_EM_ cells (Fig. 2e). The latter showed a decrease in their cytotoxicity (Supplementary Fig. 3a), similar to the findings published by Pachulec et al.^11^ for *Nfatc1* ^*−/−*^ CD8^+^T cells.

We focused our attention on the molecular events controlled by NFATc1 (and NFATc2) during the activation and differentiation of CD8^+^ T cells to CTLs in vitro generated mostly from *Nfatc1* ^*f/f*^ *x* CD4-cre mice as well. Those mice showed a normal development of peripheral CD4^+^/CD8^+^ T cells^37^. Several of our data were also confirmed by using *Nfatc1* ^*f/f*^ *x* dlck-cre mice in parallel, in which the *Nfatc1* gene was inactivated in peripheral T cells, i.e. after thymic selection^30^. Taken together, our NGS and ChIP seq data on the genome-wide gene control by NFATc1 in CD8^+^ T cells confirm and extend the data by Pachulec et al.^11^ on the NFATc1-mediated control of IFNγ production in CD8^+^ T cells.

NFATc1 binds to numerous genes controlling the activity and fate of CD8^+^ T cells, but several physiological events of CD8^+^ T cells are also indirectly controlled by NFATc1. One example is the metabolic switch from OXPHOS to glycolysis during T cell activation, others might be the diminished proliferation (Fig. 6a) and enhanced apoptosis of *Nfatc1* ^*−/−*^ lymphocytes^38^. In *Nfatc1* ^*−/−*^ CD8^+^ T cells, the expression of numerous genes encoding glycolytic enzymes are impaired, and glycolysis is decreased to less than 50% of normal level in WT cells. Adding IL-2 to aCD3/CD28-stimulated *Nfatc1* ^*−/−*^ CD8^+^ T cells restored the defect to a large extent. In line with published studies^39–41^ this implies that in addition to TCR signals IL-2 supports the metabolic switch from OXPHOS to glycolysis during primary T cell activation.

In ChIP seq assays both NFATc1 and NFATc2 were found to bind at and near the promoter of the *ll2* gene (Fig. 5e). However, NFATc2 ablation did not-or very mildly-affect *Il2* expression, whereas NFATc1 ablation strongly impaired *Il2* induction in both aCD8^+^ Ts and CTLs + . It is currently unclear why NFATc1—and not NFATc2—ablation exerts such a deleterious effect on *Il2* transcription. One explanation might be the high concentrations of NFATc1 in aCD8^+^ T and CTL + cells upon TCR stimulation (Fig. 3d). It is known that the *Il2* gene needs a certain threshold level for NFATs to be transcribed^42, 43^ which might be reached by NFATc1, but not NFATc2 expression. In contrast to this all-or-none expression of the *Il2* gene, the transcription of *Ifng* and *Il3* genes seems to follow a gradual way that is affected by either NFATc1 or NFATc2 ablation (Fig. 5e).

In addition to IL-2, the diminished expression of other factors, such as of IRF4 and c-Myc, might also contribute to the impaired metabolic switch to glycolysis in *Nfatc1* ^*−/−*^ aCD8^+^ Ts. The TCR-mediated expression of c-Myc is enhanced by IL-2 signals^44^, and—similar to Irf4—c-Myc was shown to bind to and to enhance the expression of numerous glycolytic genes^28^. A further candidate is the NFAT target gene *Pdcd1* encoding the repressor PD-1 that was shown to affect glycolysis^45^. In a recent study high concentrations of intracellular l-arginine were reported to suppress glycolysis and to generate central memory-like T cells^46^.

Numerous cytokine and chemokine genes are direct NFATc1 targets, and by regulating those genes NFATc1 seems to control the mobility and motility of CTLs and, thereby, their cytotoxicity. It is unknown whether such NFATc1-dependent key molecules control also the cytoskeleton re-organization and recruitment of mitochondria and lytic granules to the IS. The interplay between mitochondria and Orai1 channels at the IS is highly relevant for the generation of local (at the IS) and global Ca^2+^ signals (in the cytosol and in the nucleus). Mitochondria take up Ca^2+^ and reduce local Ca^2+^ domains at the IS, which in turn inhibit Ca^2+^ dependent inactivation of Orai1 channels^47, 48^. Thus, mitochondria control local and global Ca^2+^ signals following TCR induced Ca^2+^ entry by Orai1 channels. By controlling Ca^2+^ signals, mitochondria regulate NFAT translocation into the nucleus in CD4^+^ lymphocytes^48^.

While we did not detect defects in the expression of numerous formin genes that orchestrate the formation of cytoskeleton^49^, in CTLs a strong reduction was observed in the expression of NFATc1-target genes *Actn1* and *Plek* (Supplementary Fig. 6). 

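No formin gene was lower past 2.5-fold without NFATc1, and Fmnl3 was higher in restimulated CTLs. Of 7 formin genes measured in Nfatc1-/- CTL+ cells 0 were lower and 1 passed 2.5-fold, Fmnl3 (ENSMUSG00000023008, chromosome 15 from 99317225 to 99370482) with a log2 fold change of 2.06 (1.85 to 2.46). Diap3 followed at 1.03 (0.78 to 1.37), Daam1 at 0.75 (0.42 to 1.25) and Fhod1 at 0.52 (0.31 to 0.76); with scaling to Actb the median of the list, 0.52, falls by 0.47 and stays positive. In CTL- cells 2 of 8 were lower, Inf2 most (60.0%, 48.8 to 73.5 of WT), and Fmnl3 stood at 1.23 (0.89 to 1.88). Among 32 actin regulators of the immunological synapse 26 were higher in Nfatc1-/- CTL+ cells (median 0.39, negative with scaling to Actb). The 2 that fell past 2.5-fold were Actn1 and Plek.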

The expression of *Actn1* gene encoding α-actinin 1 contributes to T cell activation by forming multiprotein complexes with Lck and Rack1 that couple actin skeleton with TCR triggering, and it was shown to participate in T cell migration^50, 51^.

Taken together, our study revealed numerous novel NFATc1 targets in cytotoxic T cells. The detailed knowledge of their NFAT-mediated control will help to interfere with the molecular mechanisms that control the activity of cytotoxic T cells to eradicate infected and malignant cells.

## Methods

### Mice and T cell activation

All mice used in the experiments were 8-12 weeks old, at C57/B6 background and sex- and age-matched. The T cell-specific CD4-cre mice have been described^52^. Two *Nfatc1* ^*f/f*^ mouse lines (also designated as *Nfat2* ^*/f*^ mice^19, 37, 53^) and conventional *Nfatc2* ^*−/−*^ mice^54^ were used. The *c.n.Nfatc1/αA x Nfatc1* ^*f/f*^ *x* dlck-cre mice express a constitutively active version of NFATc1/αA from the Rosa26 locus upon removal of a ‘floxed’ STOP sequence^31^ in peripheral T cells. Animal experiments were performed according to project licenses (55.2–2531.01-53/10B and -76/14), which are approved by the Regierung von Unterfranken, Würzburg. For CD8^+^ T cell isolation, the mouse CD8 (Ly2) microbeads kit #130-049-401 kit (Miltenyi Biotech) was used according to the manufacturer’s protocol. After purification, the purity of CD8^+^ T cells was checked by flow cytometry. Cells were suspended in X-vivo medium to a final concentration of 2 × 10^6^/ml. For αCD3/CD28 stimulation, if not stated otherwise 5 μg CD3ε (clone 37.51) and 2 μg CD28 (clone 145-2C11) (both BD Pharmingen) were diluted in 1 ml PBS which was used to coat multi well plates. T cells were also stimulated with 10 ng/ml TPA and 0.5 μM ionomycin (normally for 5 h). To generate CTLs, CD8^+^ T cells were either treated by αCD3/CD28 for (2-) 3 d followed by incubation for (5-) 6 d in medium containing 100 U/ml hIL-2. In some assays, CD8^+^ T cells were co-cultured for 6 d with splenocytes from a Balb/c mouse that were irradiated (by 30 Gy, 5′, 16 kV).

### Cytotoxicity assays

In the first assay (Fig. 2a), the mineral oil induced murine MOPC-315.BMP2.FUGLW^55^ plasmacytoma cell line (H2^b^) expressing eGFP and luciferase was used as target cell line for killing assays. This cell line originates from an allogeneic donor and, therefore, allo-reactive B6 CTLs recognizing the MHC mismatch induce target cell death. To measure luciferase during co-culture with B6 CD8^+^ T cells, cells were re-suspended and aliquots were transferred into 1.5 ml Eppendorf tubes. After centrifugation, the cell pellet was washed once with PBS and finally resuspended in 100 μl harvesting buffer to lyse cell membranes. After centrifugation, 50 μl of supernatant was transferred into a white, non-transparent 96-well plate. The LUMIstar Omega was primed with 1 ml of ready-to-use luciferin solution before luciferase-activity measurement was performed. 50 μl of luciferin solution per well were automatically added to the sample and measurement was performed.

In the second assay (Fig. 2b) 10^4^ cells A20J cells labeled with CFSE were cultivated in 100 μl X-vivo medium with 10^5^ CTLs at 37° for 4 h, followed by staining with Abs for CD8a-biotin and Streptavidin-APC and flow cytometry. Prior analysis, cells were also stained by PI to distinguish living A20J target cells (CFSE^+^,PI^−^) from dead cells (CFSE^+^, PI^+^).

### Generation of Nfatc1/A-Bio BAC tg mice

*Nfatc1/A-Bio* BAC constructs were generated by insertion of a C-terminal tag sequence for in vivo biotinylation^56^ into the BAC RP23-361H16 containing the murine *Nfatc1* gene (mm9 chr.18, 80,779,051–80,993,617, 214 kb) in front of the stop codon of exon 9. In a first step a targeting vector was generated with 5′ (1 kb) and 3′ (1 kb) homology regions flanking the tag sequence. The homology arms were generated by PCR using the primers E9BoxA_AscI1kb_ubiofwd: 5′-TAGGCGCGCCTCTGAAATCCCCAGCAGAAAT-3′, E9BoxA_Ex9-bio_transrev: 5′-TTGGTAAAAACCTCCTCTCAGCTC-3′ for the 5′ and E9BoxB_bio-down_transfwd: 5′-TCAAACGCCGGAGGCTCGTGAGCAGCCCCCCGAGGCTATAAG-3′, E9BoxB_NotI1kb_dbiorev: 5′-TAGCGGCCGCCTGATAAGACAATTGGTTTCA-3′ for the 3′ region. The center tag sequence was amplified with the primer pair Ex9bio_fwd: 5′-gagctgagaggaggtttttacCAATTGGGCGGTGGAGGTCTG-3′, E9BoxB_NotI1kb_dbiorev: 5′-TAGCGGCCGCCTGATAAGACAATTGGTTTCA-3′. In a combined PCR using the amplified fragments a fusion product was generated and cloned as an AscI and NotI fragment into the shuttle vector pLD53.RecA^57^. After RecA mediated recombination BAC DNA was tested for insertion of the tag sequence by two PCR reactions with the primer pairs Ex9BoxAupst: 5′-ACCACACGAGGAAAGAAACG-3′, Ex9BioRev.: 5′-TCTTCTGCGAGTCGAGGATT-3′ (1235 bp) and Ex9BioFwd: AATCCTCGACTCGCAGAAGA, Ex9BoxBdwn: 5′-ACAGACAGTTGCTGCCCTTT-3′ (1143 bp) and by sequencing. NruI linearized BAC DNA was microinjected into blastocysts. Mouse biopsies were tested by PCR for BAC integration with the primers geEx9-bio-for: 5′-GTTTTTACCAATTGGGCGGTGGA-3′, geEx9-bio-rev: 5′-CTCCATCTTCTGCGAGTCGAGGA-3′ (209 bp). The 5′-end of integrated BAC DNA was detected with the primer pair 5’BAC(T7)for: 5′-GGTCCATCCTTTTGTCTCA-3′ and 3′e3.6(T7)rev: 5′-CGAGCTTGACATTGTAGGA-3′ (512 bp) and the 3′-end with the primers 5′e3.6(SP6)for: 5′-CGTCGACATTTAGGTGACA-3′ and 3′BAC (SP6)rev: 5′-CCATCGTTCCCTGACTCA-3′ (439 bp).

### Bio-ChIP analysis of NFATc1/A binding

CD8^+^ T cells were isolated from spleen of *Nfatc1/A-Bio* ^+/−^ *x* *Rosa26BirA* ^+/−^ or *Rosa26BirA* ^+/−^ mice. After a primary stimulation with plate-bound αCD3 (5 ng/ml) and αCD28 (10 ng/ml) for 48 h, cells were harvested and cultivated for additional 3 d with medium containing 100 ng/ml hIL-2. Re-stimulation was performed by addition of TPA (5 ng/ml) and Ionomycin (0,5 µM) for 5 h. Chromatin from 1 × 10^7^ fixed CTLs was prepared using a lysis buffer containing 1% SDS and sonicated by a Vibra-Cell VCX 130 (Sonics, CT, USA) for 16′ before precipitation of chromatin by streptavidin beads (M-280, #11205D, Thermo Fisher Scientific, MA, USA), essentially as described^58^. The precipitated genomic DNA was controlled for fragment size by the Agilent Bioanalyzer using a High Sensitivity DNA Chip according to the manufacturer’s instruction (Agilent Technologies, CA, USA) and quantified by a Qubit 2.0 fluorometer using a ds DNA HS assay kit (Thermo Fisher Scientific, USA, Q32851). 7 ng of precipitated genomic DNA from *Nfatc1/A-Bio* ^+/−^ and *Rosa26BirA* ^+/−^ cells was used for library preparation (NEBNext Ultra DNA Library Prep Kit for Illumina, NEB) according to manufacturer’s instructions. The quantity of final library was assessed by Qubit 2.0 fluorometer using a dsDNA HS assay kit, and the average size was determined by Agilent’s Bioanalyzer on a high sensitivity DNA Chip. Sequencing of the final libraries was carried out as a 50 bp single read run on an Illumina HiSeqTM2500 (Illumina, San Diego, USA) by the Institute of Molecular Genetics (JGU, Mainz, Germany) using a TruSeq Rapid SBS Kit v2 and a HiSeq Rapid Flow Cell v2. RTAVersion 1.18.64 was employed for cluster identification. Analysis was performed on usegalaxy.org^59^. 50 bp sequence reads that passed the Illumina quality filtering were aligned to the mouse genome assembly version of July 2007 (NCB I37/mm9), using the Map with Bowtie for Illumina 1.1.2. Results were visualized with the “Integrative Genomics Viewer” IGV version 2.3.81^60^. We used the MACS program (Galaxy Version 1.0.1)^61^ with default parameters, a genome size of 2,700,000,000 bp (mm^9^) and the reads from Rosa26BirA+/− IP as control sample to identify peaks that were filtered for P values of < 10^−5^. A *P*-value of < 10^−12^ was used for comparison to NFATc2 binding^19^. Motif discovery was performed with “Discriminative Regular Expression Motif Elicitation” (DREME) version 4.11.2^62^. Genes nearby 100 kb to annotated peaks were identified with GREAT version 3.0.0^63^.

### Infections with *Listeria monocytogenes*

For *Listeria* infections in vivo, an attenuated Listeria strain *Lm-Ova ΔActA* was used. The strain is defective in the expression of the ActA protein that mediates normally direct cell-to-cell transmission of replicated bacteria, and thereby increases virulence up to 1000 fold^25^. 5 × 10^5^ colony forming units (CFU) from a cryo-conserved vial stock were suspended in 200 μl PBS and injected i.p. into either *WT* or *Nfatc1* ^*f/f*^ x CD4-cre mice. Mice were monitored daily, until they were sacrificed at d 5 post-infection. Livers were gently meshed in PBS containing 0.1% TritonX-100 to destroy cellular membranes. Serial 1:10 dilutions were made in PBS and 100 μl each were plated out on agar plates selective for Listeria, and incubated at 37 °C for 2 d.

### Immunoblotting and PCR assays

Immune blots were performed with whole protein extracts on PAGE-SDS gels followed by detection of NFATc1 using 7A6 mAb #556602, or for NFATc2 mAb #5062574 (both BD Pharmingen). For detecting NFATc1/α, a pAb raised against the NFATc1α-peptide Ab #IG-457 (ImmunoGlobe) was used. As loading control, filters were stained by Ponceau Red (PR in Fig. 7f) and/or re-probed with the mAb #ab8227 specific for β-actin (Abcam). Signals were developed using a chemiluminescence detection system (Thermo Fisher Scientific).

For RT-PCR assays, RNA was isolated from washed and deep-frozen lymphocytes using a standard TRIzol/isopropanol protocol. cDNAs were synthesized using the iScript cDNA synthesis kit according to the manufacturer’s instructions (Bio-Rad). Real-time PCR assays were performed using the SYBR green master mix (Applied Biosystem) using the primers presented in Supplementary Table 1, and as described previously^64^.

### Flow cytometry

T cells were washed once in cold PBS containing 0.1% BSA (FACS buffer) before blocking with anti-FcγRII/FcγRIII (2.4G2, BD Pharmingen, San Diego, CA). Stainings were performed on ice using conjugated mAbs (eBioscience, San Diego, CA, if not stated otherwise), diluted 1:300 (1:200 for intracellular cytokines) in FACS buffer followed by incubation for 20 min. After washing with FACS buffer, cells were analyzed on a FACS Canto II (BD) and FlowJo software (Tree star, Ashland, OR). The following Abs were used: CD8-FITC (#11-0081-82), IL-2-APC (#17-7021-81), IFNγ-APC (#17-7311-82), CD62L-PE (#12-0621-81), CD44-APC (#17-0441-81), Perforin-APC (#17-9392-80), Granzyme B-PE (#12-8898-80). Abs against TNF-PE (#130-092-245), T-bet-PE (#130-098-653) and IL-17-PE (#130-094-296) were from Miltenyi Biotec. For intracellular staining, the fixation and permeabilization kit (Plus Brefeldin A; eBioscience, Cat. no. 88-8823-88) was used according to manufacturer’s recommendation.

### RNA seq assays

RNA from deep-frozen CD8^+^ T cells was extracted using Trizol. Quantity of total RNA was assessed with the Qubit 2.0 and quality was checked using a RNA 6000 Nano chip on Agilent's bioanalyzer. Sequencing libraries were prepared from 600 ng total RNA using a NEBnext ultra RNA library prep kit following the manufacturer’s instruction. The resulting barcoded cDNA libraries were sequenced on an Illumina HiSeq 2500 platform for 50 nucleotides (single end).

### Imaging of cytoskeleton dynamics in CTLs

CTLs in warm RPMI/0.5% BSA medium were activated on glass bottom chamber slides (µ-slides, Ibidi, Germany) coated with αCD3/CD28 for the indicated time points. Co-stimulation was immediately stopped by covering cells with a pre-warmed fixation solution of 4% formaldehyde and 0.05% glutaraldehyde in PBS for 10 min at 37°. Samples were rinsed in PBS, permeabilized with 0.1% Triton X-100 for 5 min, treated with 50 mM NH_4_Cl for 10 min and blocked with 5% BSA. For visualization of filamentous F-actin cells were stained with phalloidin 488 (Actin-stain, Cytoskeleton) and for MTOC reorientation with an anti-β-tubulin primary Ab (clone 9F3, Cell Signaling) overnight at 4° followed by incubation with anti-rabbit-Alexa 568 secondary Ab (Invitrogen) for 45 min at RT and a final step with DAPI for nuclear staining. Preparations were stored in PBS for total reflection (TIRF) microscopy and data were obtained by using a Leica AM TIRF system with software AF 6000 LX, equipped with a 100x oil objective (HCX PL APO, NA 1.47) and laser lines 488 and 561 nm. For confocal laser scanning microscopy (CLSM) samples were covered with mounting medium (Ibidi). Images were acquired on a Zeiss LSM 780, provided with 40x and 63x oil objectives (Plan-Apochromat, NA 1.4) and laser excitation at 405, 488 and 561 nm and processed with software ZEN 2012.

To quantify the size of F-actin depletion zone imaged by TIRF microscopy and the increase in cellular spreading taken by CLSM on Ab-coated surfaces, cell area was calculated after setting a manual threshold and measured in square micrometer using the software platform Fiji^65^. For morphological examination under a field scanning electron microscope (SEM), CTLs were co-stimulated using 12 mm glass slices in a 24-well plate, fixed in pre-warmed 6.25% glutaraldehyde in 50 mM phosphate buffer (pH 7.2) for 15 min at RT and subsequently overnight at 4 °C. After three washing steps in PBS, samples were prepared by stepwise dehydration in acetone, then critical point dried, sputtered with gold/palladium and imaged on a JSM 7500 F (Jeol).

### Imaging of recruitment of lytic granules and mitochondria

C57/B6 CD8^+^ T cells were purified and stimulated with irradiated BALB/c splenocytes as described above. On d 5 after isolation, CTLs were sorted on a BD FACSAria TMIII (70 µm nozzle, gating on FSC and SSC, cooled reservoir) to remove dead cells and debris. CTLs were cultured overnight in X-vivo medium, loaded with either 400 nM LysoTracker Green DND-26 and 100 nM MitoTracker Deep Red FM or 400 nM Lysotracker Red DND-99 and 100 nM MitoTracker Green FM for 30 min at 37 °C, washed and transferred into a black clear-bottom imaging microplate (Greiner 781096, 384 wells) in X-vivo medium containing either 400 nM LysoTracker Green DND-26 or 400nM LysoTracker Red DND-99 (1.3 × 10^5^ CTL/well). Shortly before the start, 2 × 10^4^ Dynabeads (Mouse T-Activator CD3/CD28 beads; Life Technologies, 11456D) were added to each well. Time-lapse imaging was performed on a Zeiss AxioObserver at 37 °C and 5% CO_2_ with a Fluar 20 × /0.75 objective, using transmitted light and epifluorescence with filter set 38 HE (Ex 470/40, Em 525/50) and a custom filter set (Ex 620/60, Em 700/75). Background fluorescence was subtracted, and the polarization of mitochondria and lysosomes was quantified (assuming stable polarization when the fluorescence signal was close to the contact zone for more than 3 images (or 60 s)). For the intensity profiles shown in Supplementary Fig. 1c, cells in stable contact with beads for at least 10 frames (200 s) were analyzed if cell location was plane to the contacting bead (the cell did not lie above or below the bead), no labeled organelles were located above or below the bead and the cell diameter was larger than 5 µm in order to faithfully localize the proximal and distal part of the cell. The selected cells at the chosen time points were analyzed with Fiji ImageJ 2.0 using the “Line Tool” (for round or elongated cell morphology) or the “Segmented Line Tool” (for cells with non-symmetric morphology). A line was drawn from the contacting bead towards the center of the IS and further along the midline of the cell body to the rear of the cell and intensity values were measured along this line.

### Metabolic assays

In extracellular flux assays, ECAR of CD8^+^ T cells was measured with a XF96 analyzer (Seahorse Bioscience). 4 × 10^5^ freshly prepared CD8^+^ T cells from WT, *Nfatc1* ^*f/f*^ x CD4-cre and *Nfatc2* ^*−/−*^ mice were maintained overnight without stimulation or stimulated by αCD3/CD28. In parallel, the same number of CTL- cells were stimulated for a further day by αCD3/CD8. Upon counting, the cells were seeded in a plate pre-coated with poly-D-lysine (Sigma; 50 μg/ml) in XF Seahorse medium with glutamine alone. Then, 10 mM glucose was injected, followed by 1 μM oligomycin and 20 mM 2-deoxyglucose. Mito stress test assays for the determination of oxygen consumption rate (OCR) were performed in a similar way according the manufacturers protocol (Seahorse Bioscience). 2-NBDG (Cayman Chemical) assays were performed by incubation of cells with 50 μM 2-NBDG for 1 h at 37 °C followed by flow cytometry.

### Statistical analysis

Statistical analyses were performed using GraphPad (Prism) software, version 6.0. Data presented as mean and error bars in figures represent ± SEM. Unpaired t-tests were performed to evaluate the statistical significance of the data set. Statistical significances were calculated and indicated (***p < 0.001, **p < 0.005 and *p < 0.05).

### Data availability

Sequence data that support this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE98726. For analysis of NFATc2 binding, data from GSE64409 were used. All other data supporting the findings of this study are available with the article, and can also be obtained from the authors.

## Electronic supplementary material

Peer Review File

Supplementary Information

# Supplementary material for: NFATc1 controls the cytotoxicity of CD8+ T cells
**Source:** Nat Commun. 2017 Sep 11;8:511. doi: 10.1038/s41467-017-00612-6
**Supplement:** Supplementary file 2 — Supplementary Information

Description of Supplementary Files

File name: Supplementary Information

Description: Supplementary figures, supplementary table 1 and supplementary references.

File name: Peer Review File

a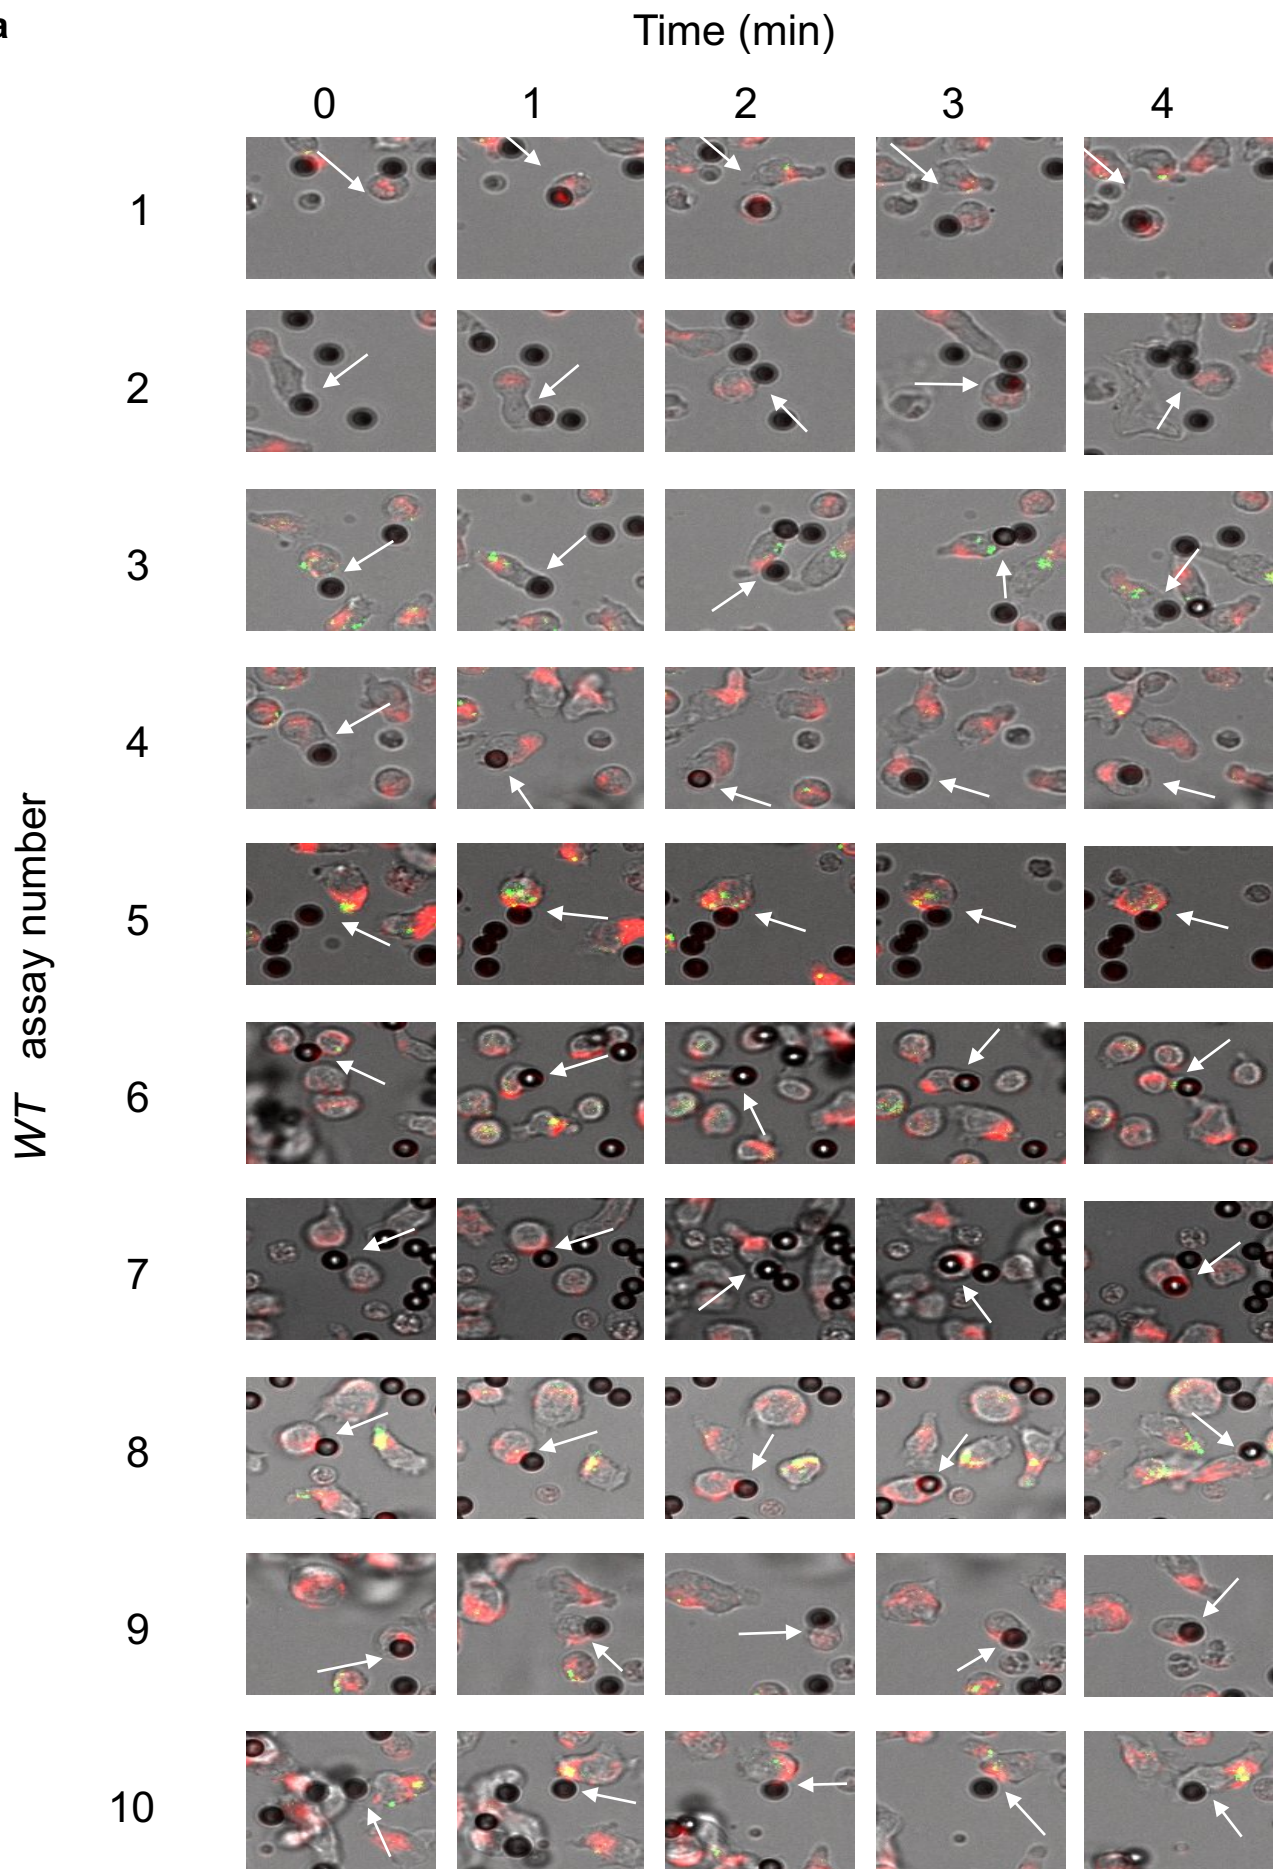

b

Nfatc1^{-/-} assay number

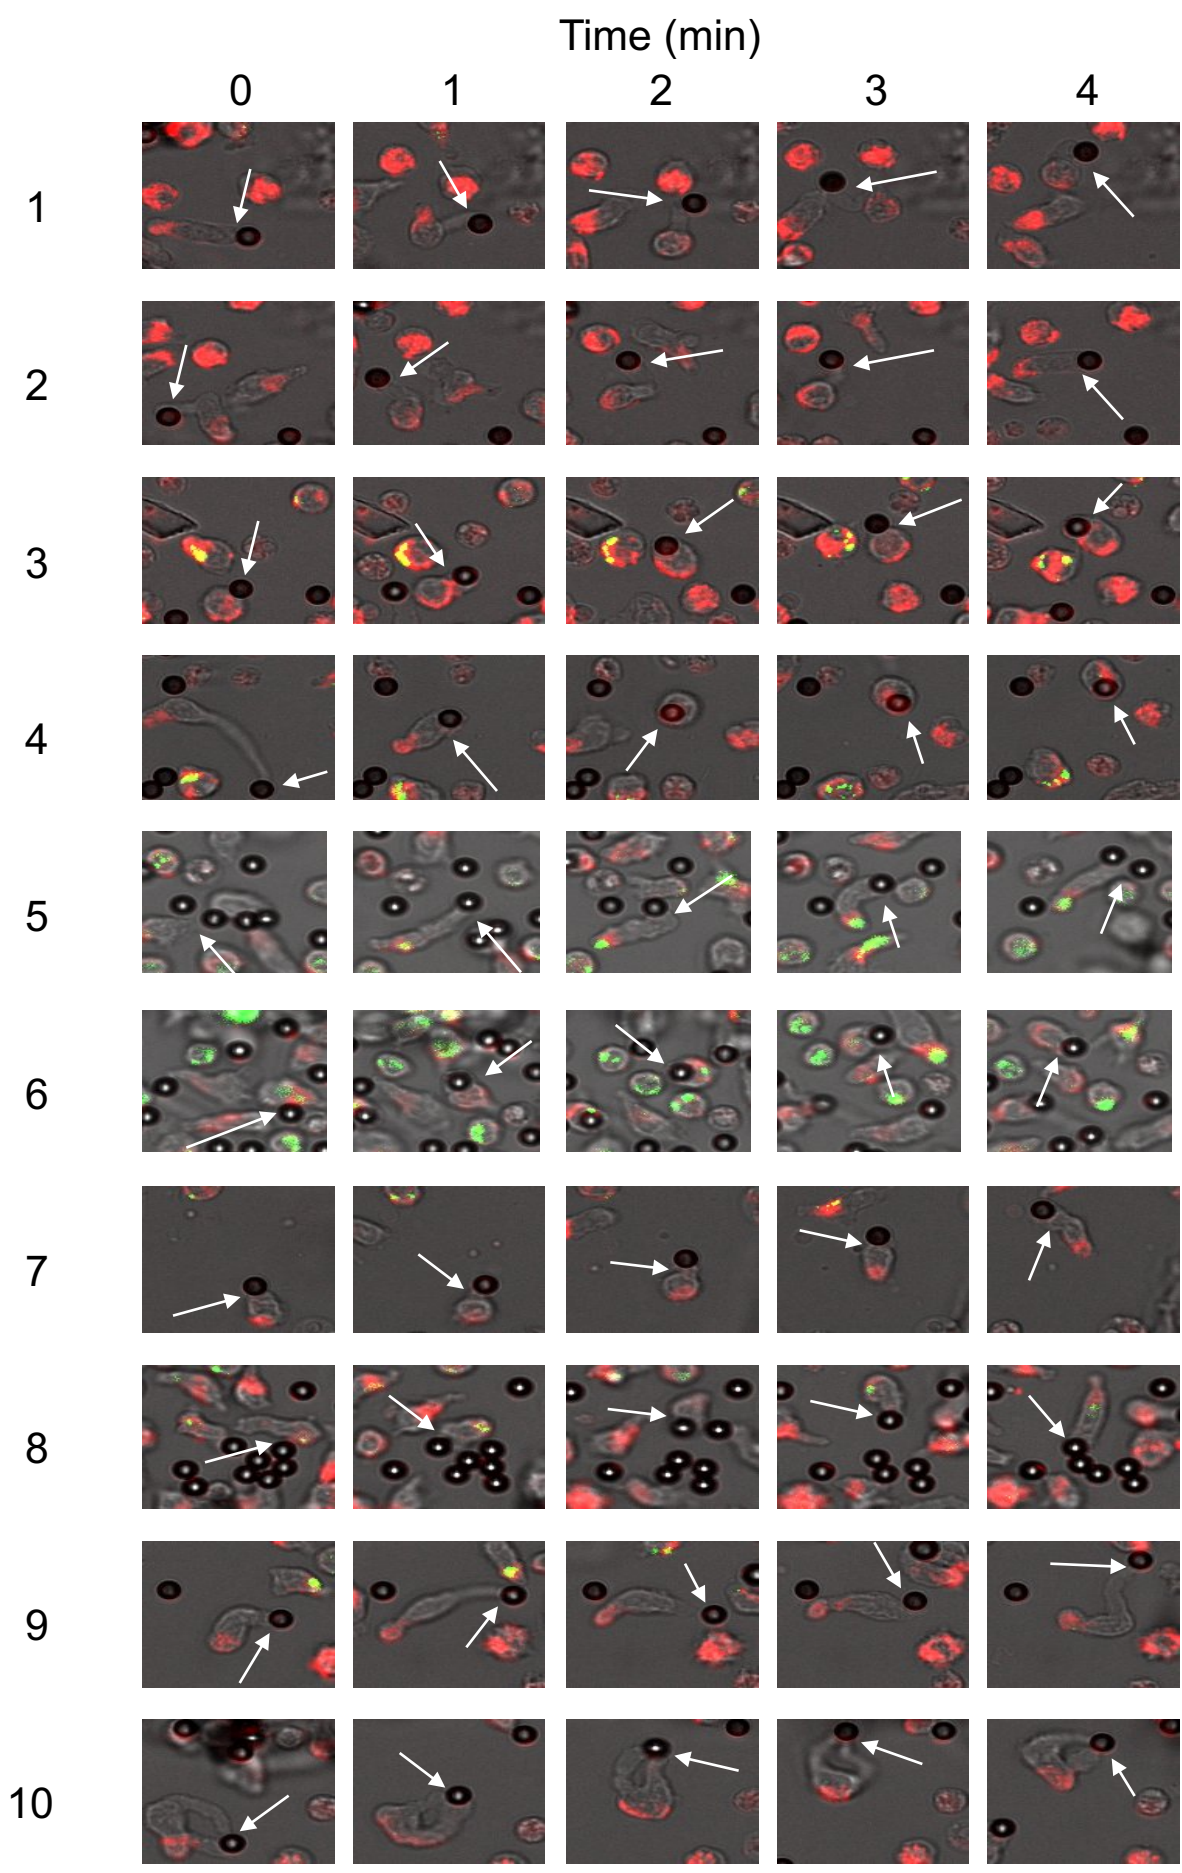

C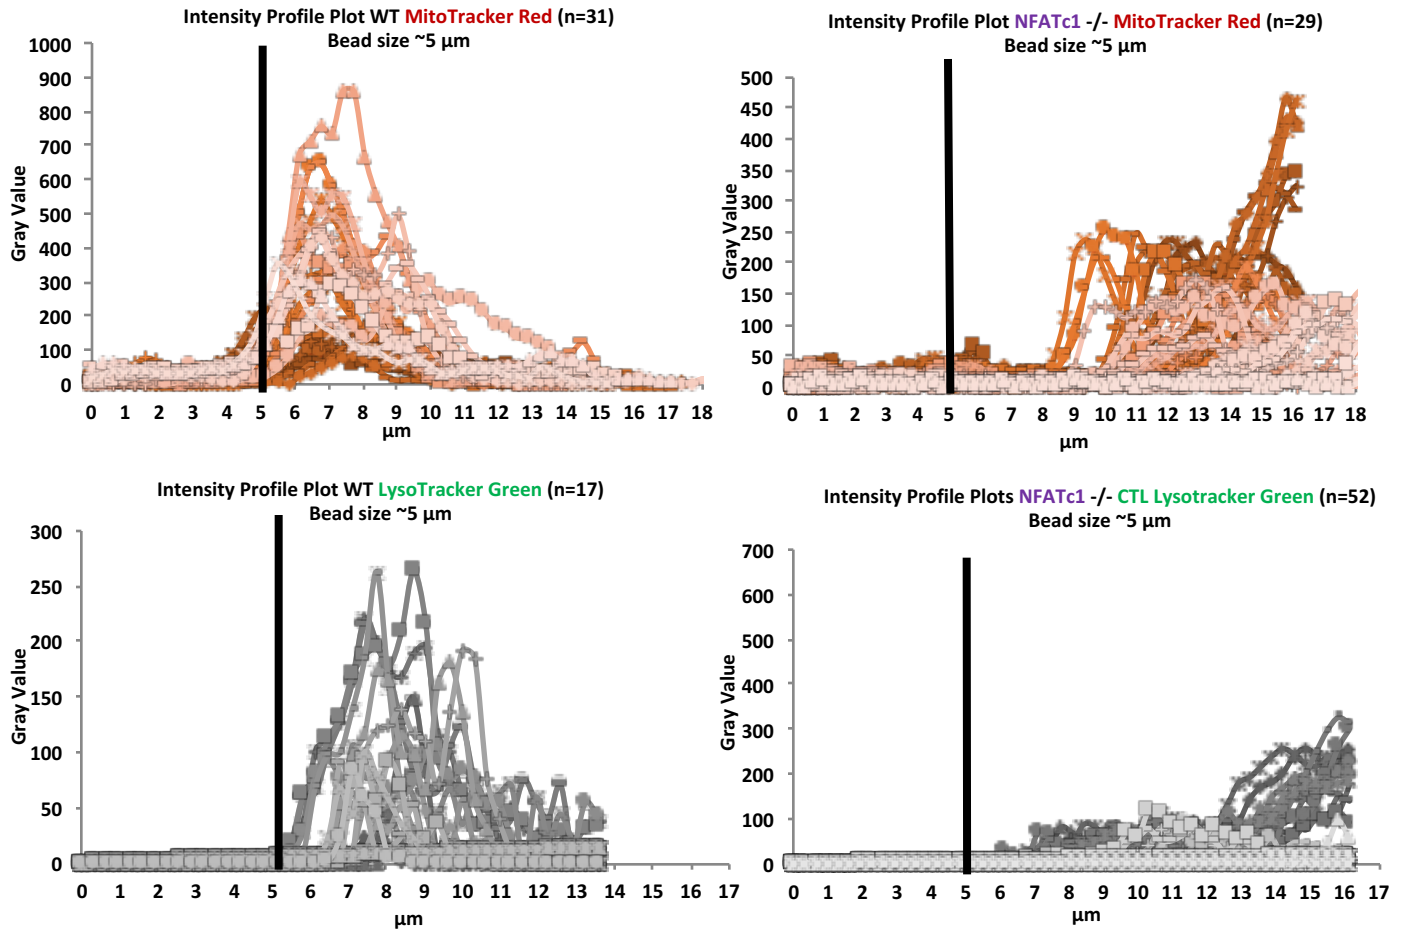

Supplementary Fig. 1 Defective polarization of lytic granules and mitochondria in *NFATc1*-deficient CTLs. Bright field and fluorescence microscopy of living cells showing the recruitment of lytic granules (green) and mitochondria (red) in WT (a) and *Nfatc1*^{-/-} (b) CTLs upon contact with $\alpha\text{CD3}/\text{CD28}$ -loaded beads. Arrows indicate the contacts between beads and CTLs. (c) Intensity profile plots for lytic granules (LysoTracker® Green) and mitochondria (MitoTracker® Deep Red) from WT and *Nfatc1*^{-/-} CTL contacting beads loaded with $\alpha\text{CD3}/\text{CD28}$. Left: Distribution of organelles in WT CTLs. Right: Distribution of organelles in *Nfatc1*^{-/-} CTL (3 to 5 profiles per time point, ~ 10 cells each condition). Black bars indicate bead-cell border (bead size $5 \mu\text{m}$).

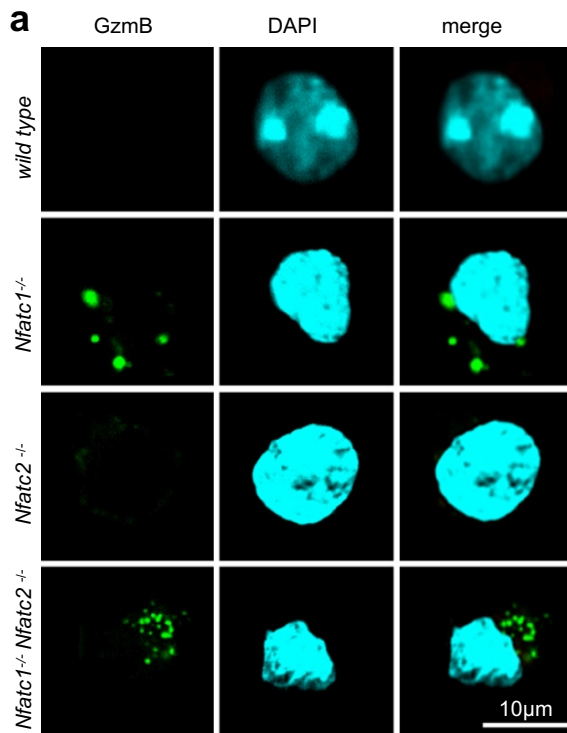

b

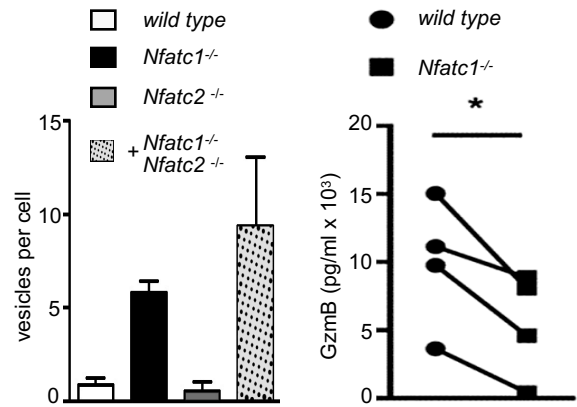

Supplementary Fig. 2 Effect of NFATc1 ablation on the accumulation of granzyme B in CTLs. **(a)** Accumulation of granzyme B-containing cytoplasmic granules in *Nfatc1*^{-/-} CTLs. Confocal microscopy. **(b)** Left, column presentation showing results from two independent assays. Right, granzyme B secretion, measured by ELISAs from the supernatant of CTLs. Typical assays of 3 experiments are shown as means $\pm$ SEM.

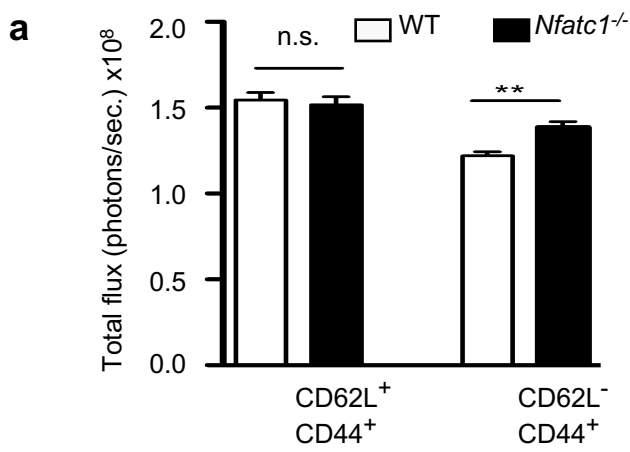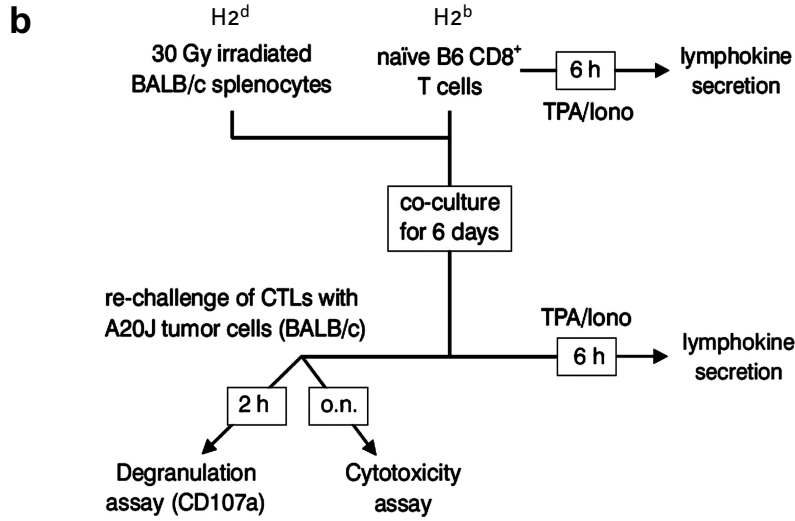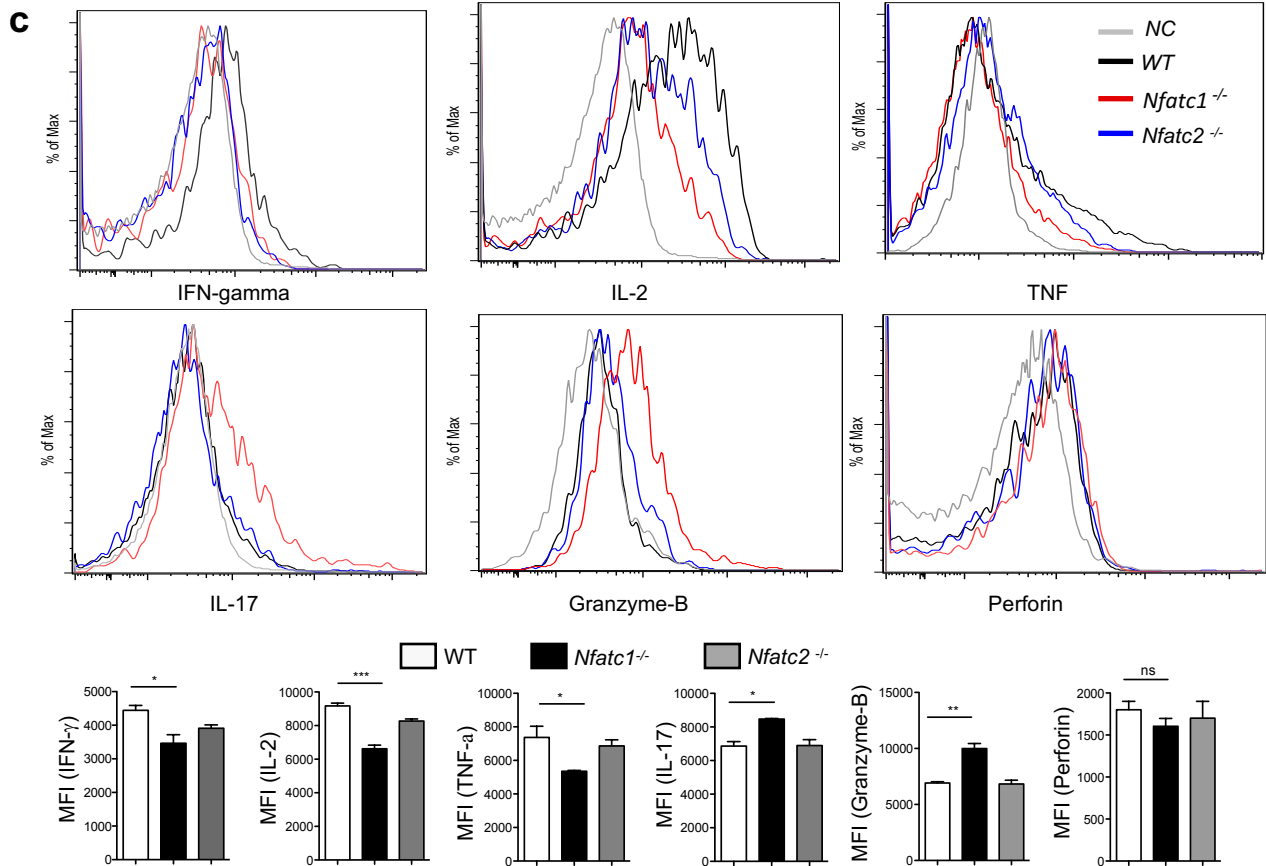

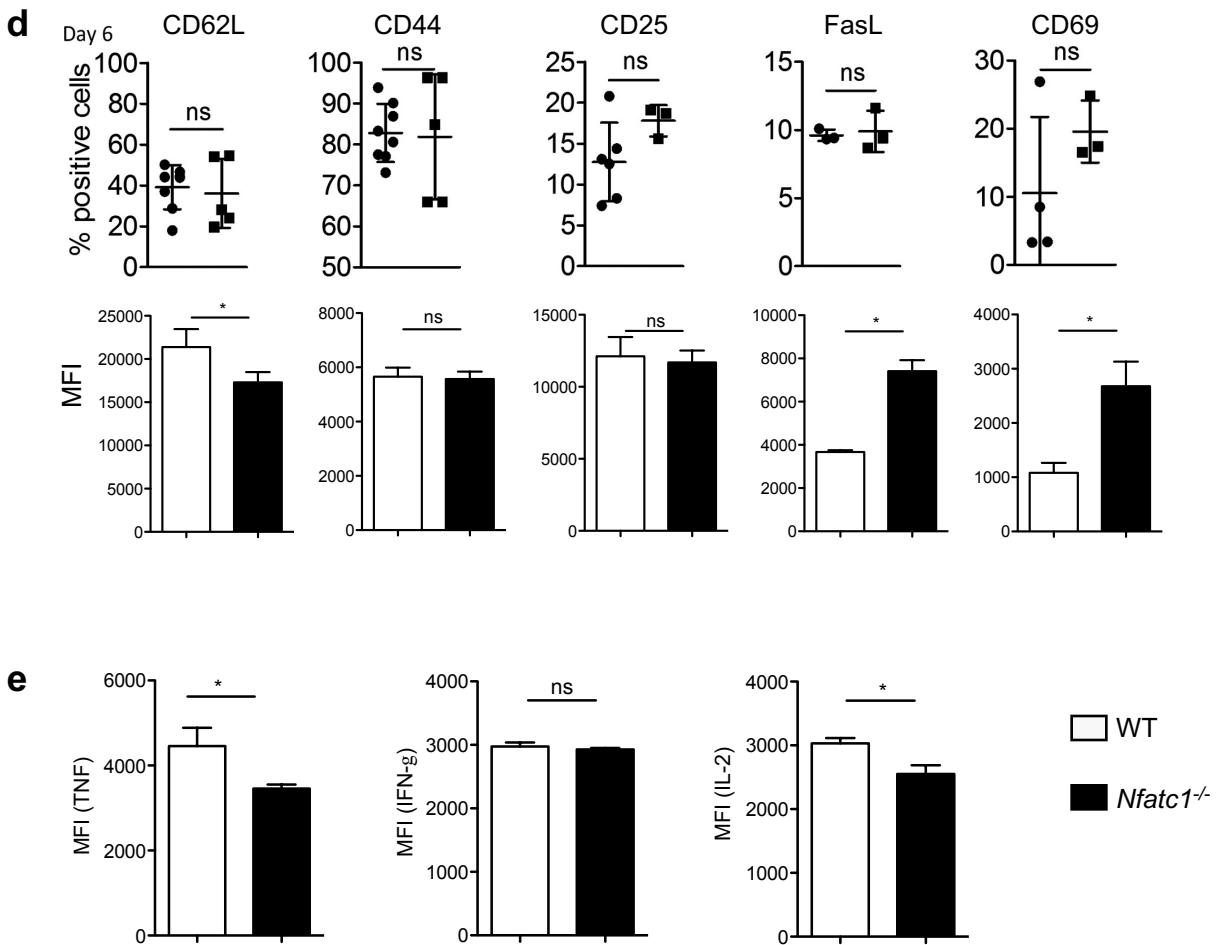

Supplementary Fig. 3 Cytotoxic activity and surface marker expression of *Nfatc1*^{-/-} CTLs. **(a)** Cytotoxic activity of sorted in CD62L⁺CD44⁺ and CD62L⁻CD44⁺ CTLs. CTLs were sorted according to the surface markers CD62L and CD44. The sorted cells were incubated for 4 h with MOPC 315 plasmacytoma cells expressing a luciferase indicator gene. A decreased chemiluminiscence (Total flux) indicates cytotoxic activity. Data of 3 assays are shown. **(b)** Scheme of the generation of allogeneic reactive CTLs *in vitro* for cytotoxicity and degranulation assays (presented in Fig. 2 b). **(c)** Expression of lymphokines, granzyme B and perforin 1 in and MFI values of CTLs (see Fig. 2c). NC, negative control. **(d)** Expression of several surface markers and MFI values of CTLs generated for 6 d *in vitro*. ns, non-significant. **(e)** MFI values of cells shown in Fig. 2f. Unpaired Student's t-test was used. Data are shown as means $\pm$ SEM.

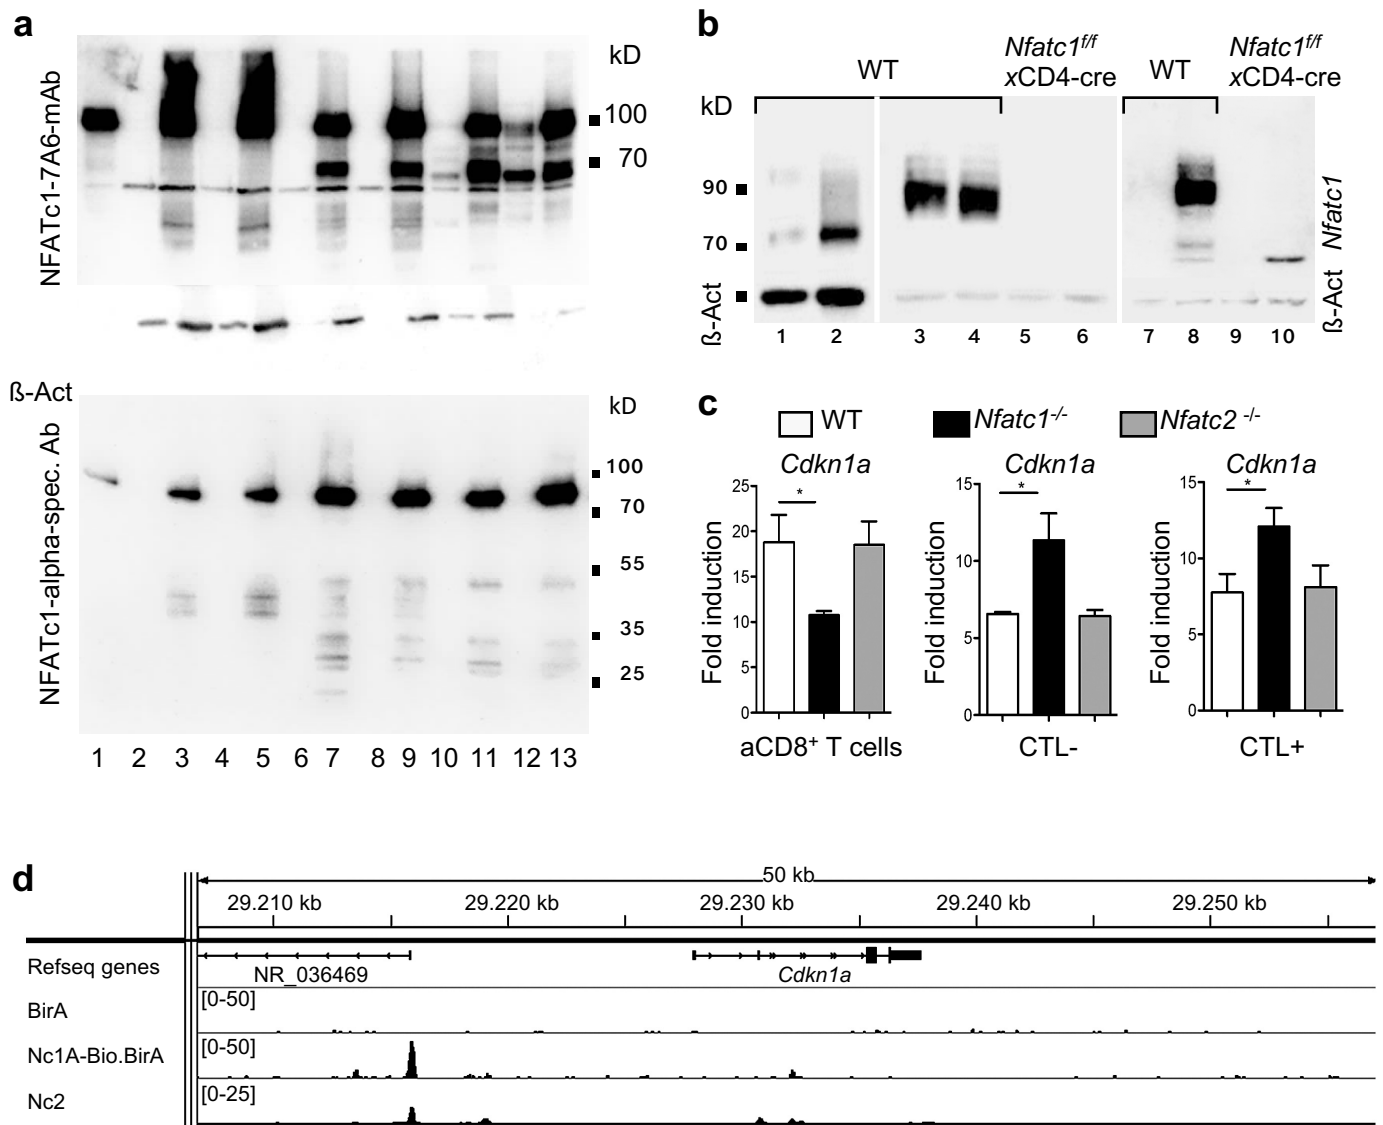

Supplementary Fig. 4 Degradation of NFATc1/ α A and NFATc1-mediated control of *Cdkn1a* gene expression encoding the cell cycle inhibitor p21^{WAW/CIP1}. **(a)** Degradation of NFATc1/ α A by protein extracts from CTLs by incubation *in vitro*. Protein from KT12 NK cells overexpressing NFATc1/ α A was incubated for 30 min at 37° C alone (lane 1), with 30 mg nuclear protein from aCD8⁺Ts (lane 3), from aCD8⁺Ts treated with 100 ng/ml rapamycin (lane 5), from CTLs treated for 2 d by α CD3/CD28 and 6 d by IL-2 (lane 7), from CTLs treated for 2 d by α CD3/CD28 and 6 d by IL-2 followed by 5 h CsA (100 ng/ml) (lane 9), from CTLs treated for 2 d by α CD3/CD28 and 6 d by IL-2 and for 5 h by T+I (lane 11), or from NFATc2-deficient CTLs treated for 2 d by α CD3/CD28 and for 6 d by IL-2 and for 5 h by T+I (lane 13). In the even lanes, the protein extracts of T cells alone were fractionated. The immune blot was incubated subsequently with Ab raised against the NFATc1 α -peptide, or with the 7A6 NFATc1 Ab. One typical blot of 3 assays is shown. **(b)** Immune blots of nuclear proteins from CD8⁺T cells of WT and *Nfatc1^{fl/fl}* x CD4-cre mice. Cells were left unstimulated (lane 1) or stimulated with α CD3/CD28 for 6 h (lane 2), 3 d (lanes 3 and 5), or with α CD3/CD28 for 3 d followed by incubation with IL-2 for 2 d (lanes 4 and 6) or 7 d (lanes 7-10). In lanes 8 and 10, CTLs were finally stimulated by T+I for 5 h. **(c)** Real-time PCR assays of *Cdkn1a* RNA. RNAs were isolated from aCD8⁺Ts, and from non-induced CTLs (CTL-) and CTL+ cells stimulated by T+I for 5 h. Two-tailed unpaired Student's t-test was used. Data are shown as means $\pm$ SEM. **(d)** Below, binding of NFATc1/A-Bio and NFATc2¹ to the *Cdkn1a* locus. ChIP seq data are shown from CTL+ cells.

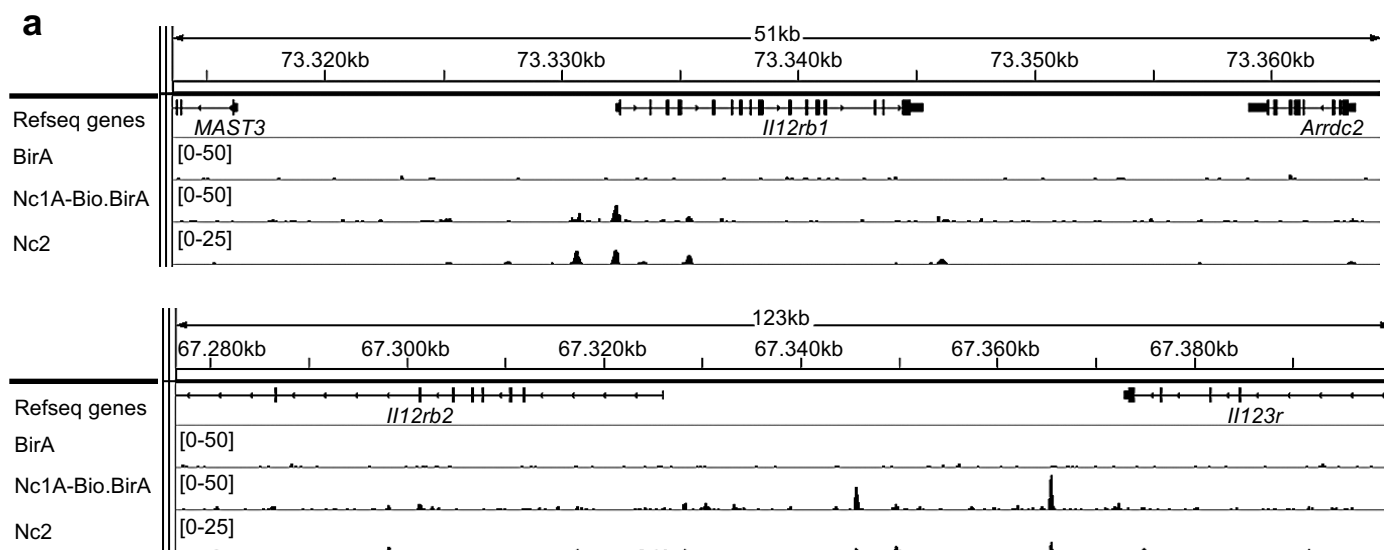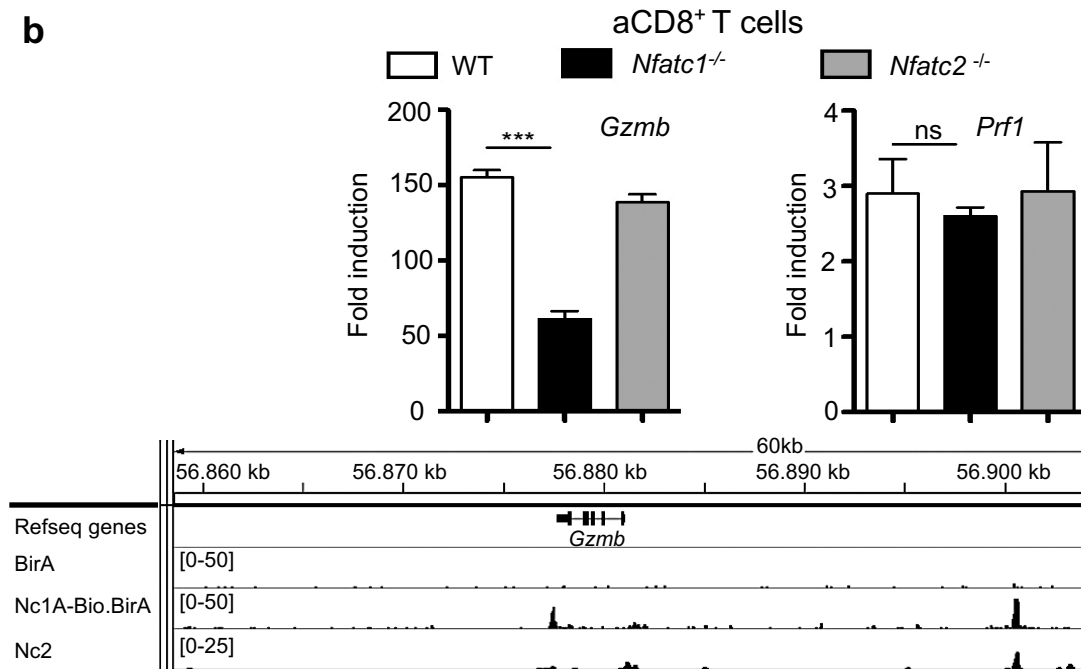

Supplementary Fig. 5 NFATc1 binding to *IL12* beta receptor loci, and to the granzyme B locus. **(a)** Binding of NFATc1/A-Bio and NFATc2¹ to the *IL12rb* and *IL12rb2* genes encoding IL-12 receptor proteins. ChIP seq data of CTLs stimulated for 5 h by T+I. **(b)** Above, real-time PCR assays of *Gzmb* and *Prf1* RNAs encoding the effector molecules granzyme B and perforin 1, respectively. Data of 5 PCR assays are shown, relative to naïve WT CD8⁺T cells and normalized to Actβ. Two-tailed unpaired Student's t-test was used. Data are shown as means ± SEM. RNAs were isolated from aCD8⁺Ts. Below, binding of NFATc1/A-Bio and NFATc2¹ to the *Gzmb* gene. ChIP seq data of CTLs stimulated for 5 h by T+I.

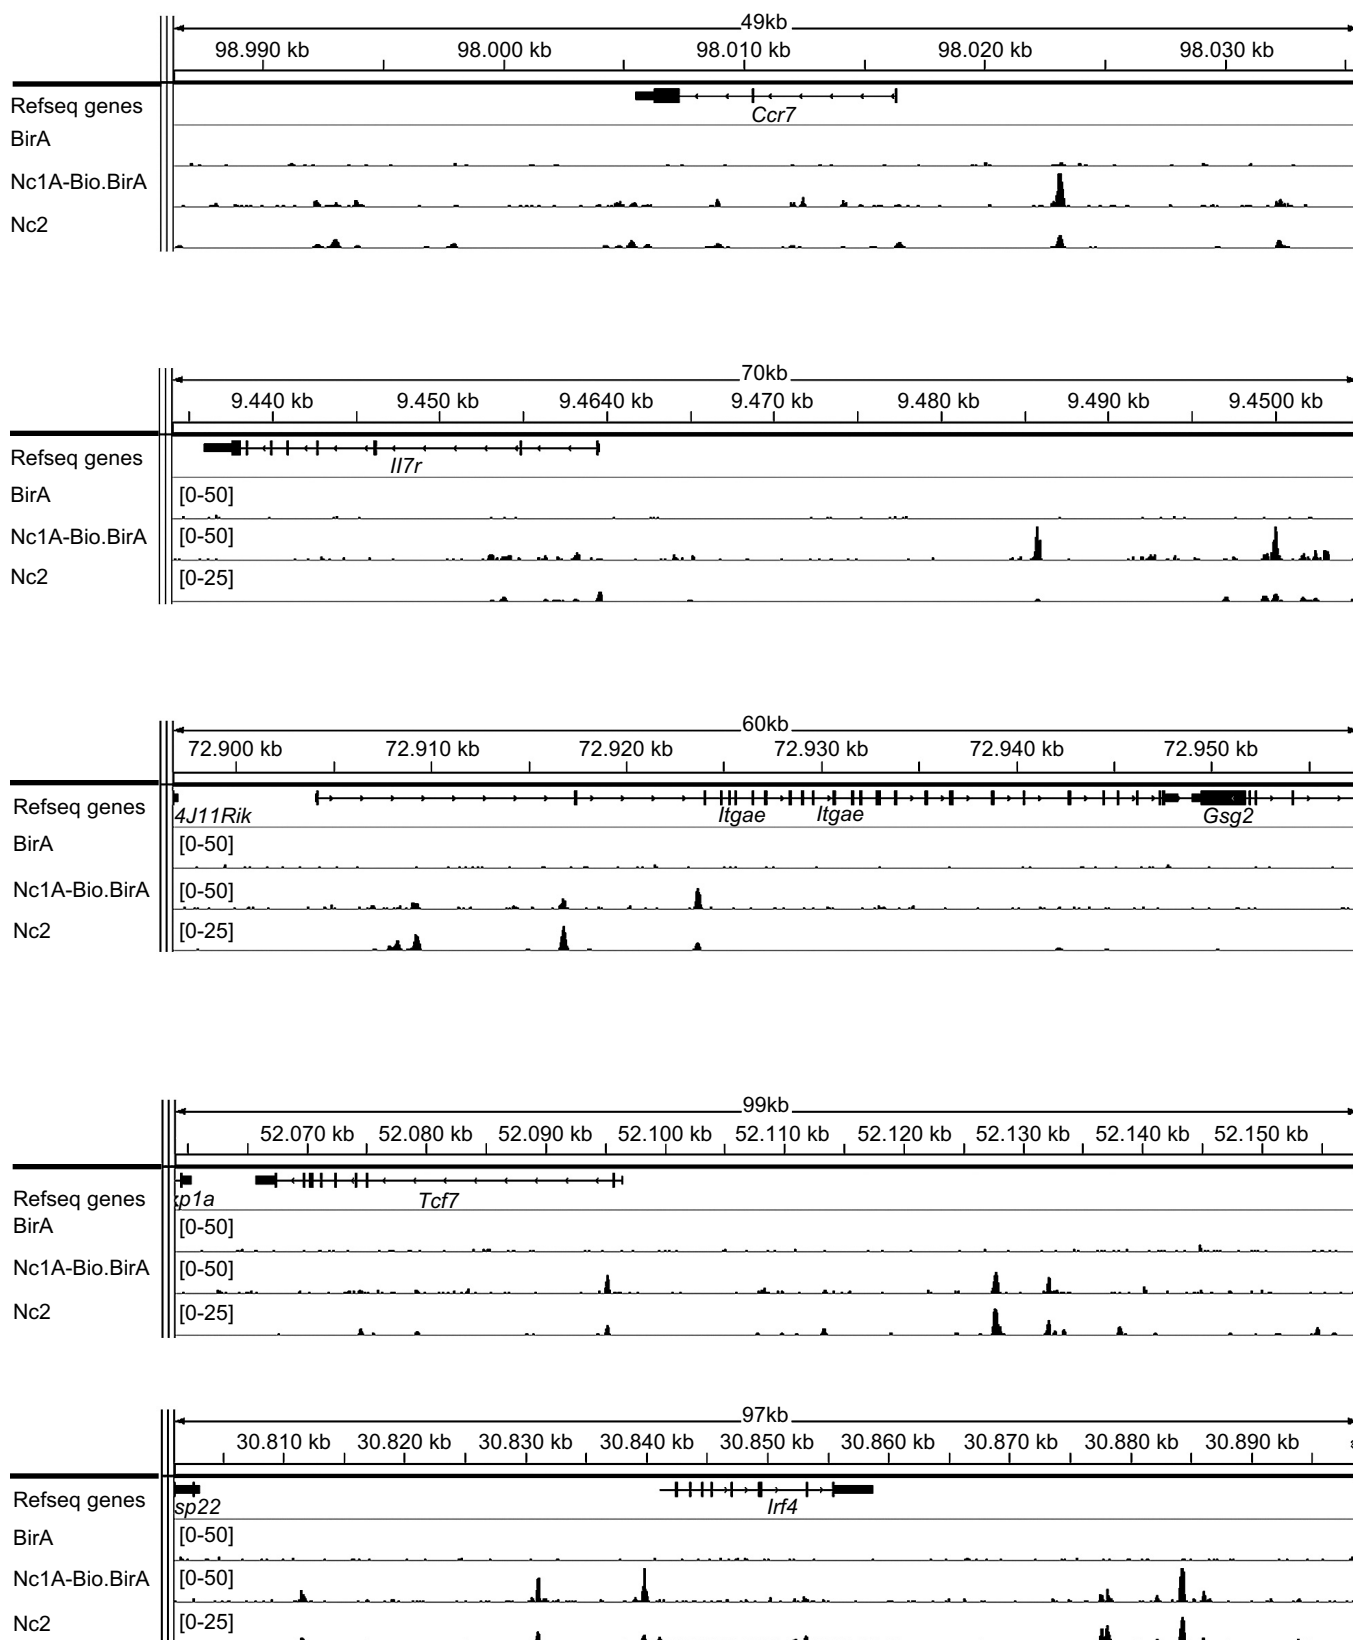

Supplementary Fig. 6 Binding of NFATc1/A-Bio and NFATc2¹ to the *Ccr7*, *Il7r*, *Itgae*, *Tcf7* and *Irf4* loci encoding the chemokine receptor *Ccr7*, the IL-7 receptor α chain, the integrin CD103/integrin α_E , and the transcription factors *Tcf1* and *Irf4*, respectively. ChIP seq data of CTLs stimulated for 5 h by T+I.

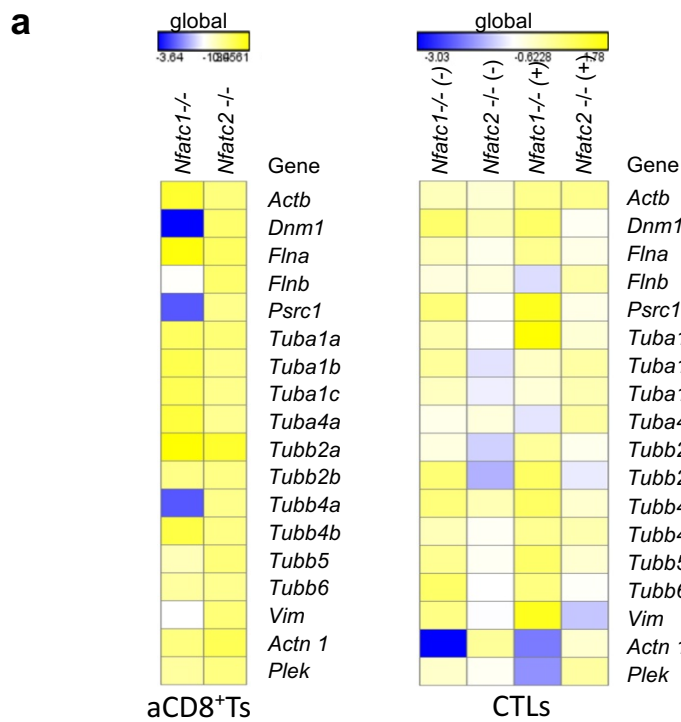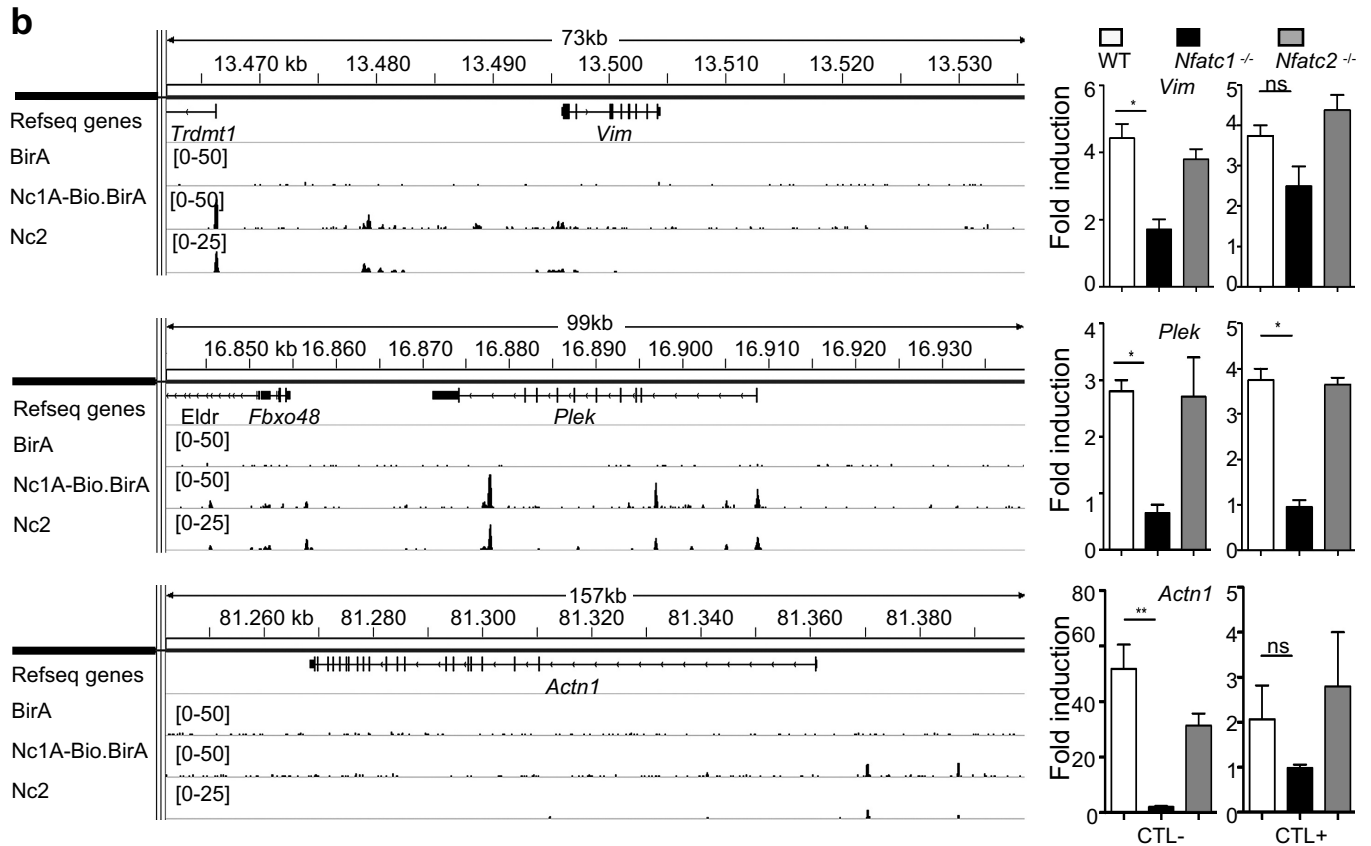

Supplementary Fig. 7 Expression of genes affecting the re-modeling of cytoskeleton in *Nfatc1*^{-/-} and *Nfatc2*^{-/-} CD8⁺T cells. **(a)** Heat map of RNA expression in aCD8⁺Ts (left) and CTLs (right) of selected genes encoding cytoskeleton proteins. NGS transcriptome data of *Nfatc1*^{-/-} and *Nfatc2*^{-/-} aCD8⁺Ts and CTLs are shown, relative to WT cells. **(b)** Left, binding of NFATc1/A-Bio and NFATc2¹ to the *Vim*, *Plek* and *Actn1* loci in CTL⁺ cells. ChIP seq assays. Right, real-time PCR assays of *Vim*, *Plek* and *Actn1* RNAs encoding vimentin, pleckstrin and α -actinin 1, respectively. RNAs were isolated from CTLs. Data of 5 PCR assays are shown, relative to naïve WT CD8⁺T cells and normalized to Act β . Two-tailed unpaired Student's t-test was used. Data are shown as means $\pm$ SEM.

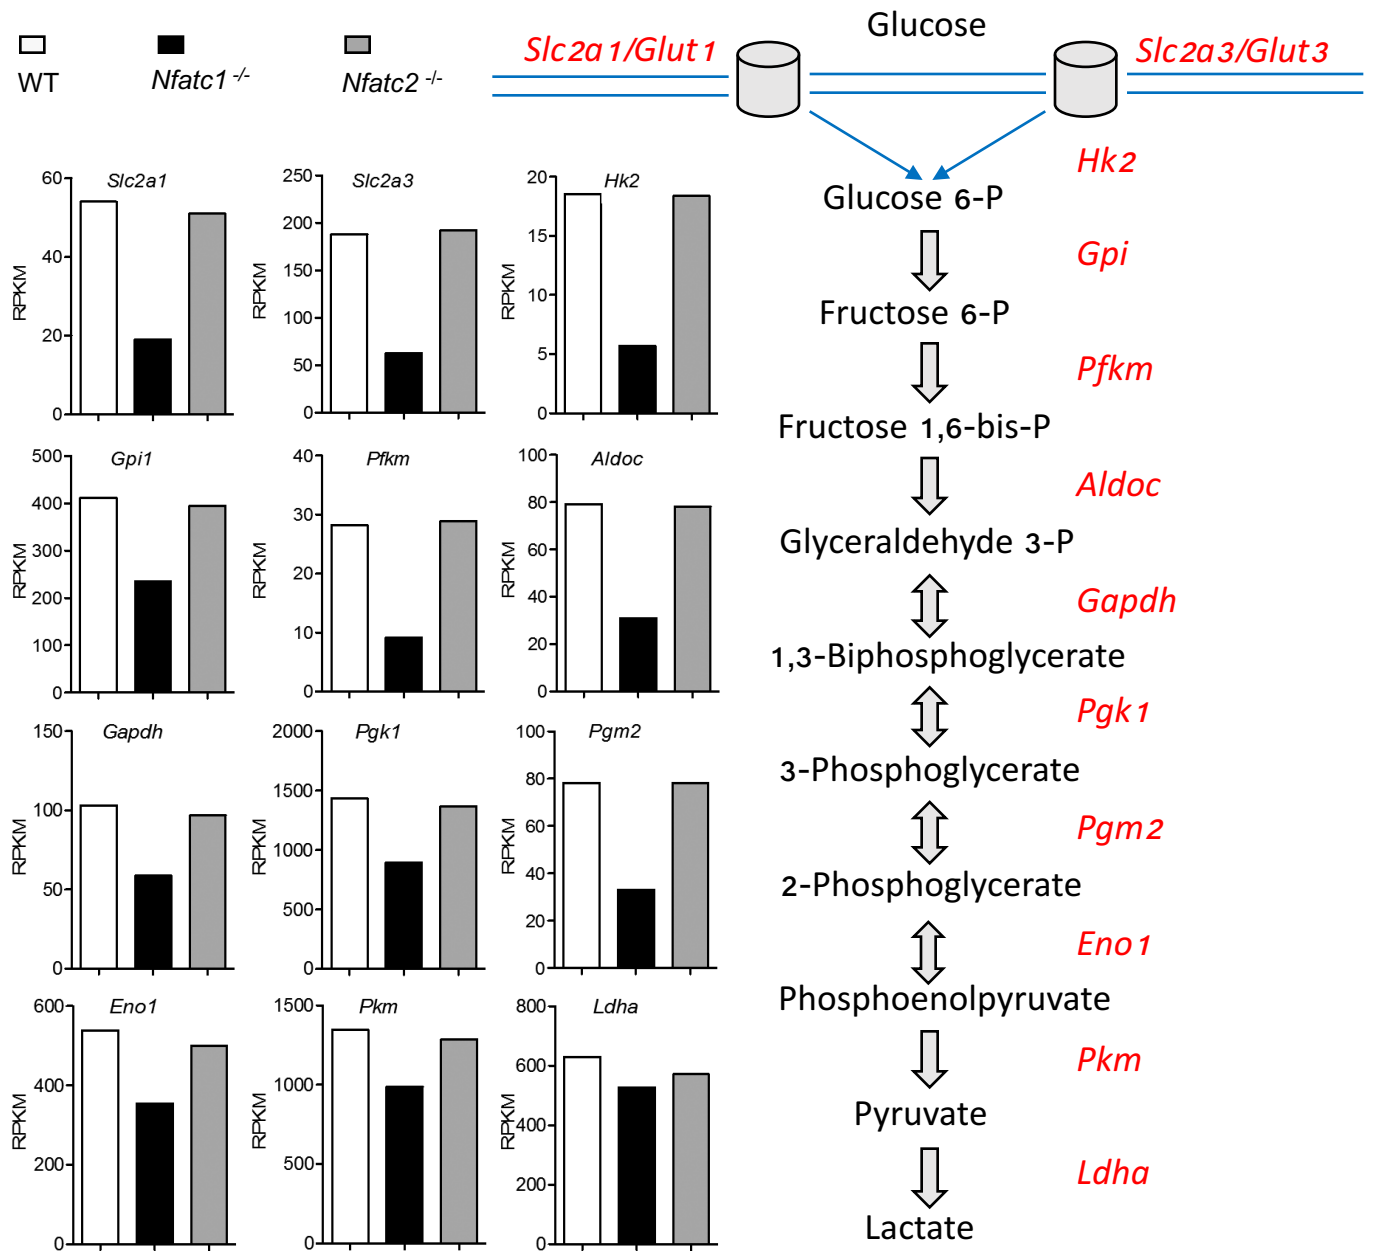

Supplementary Fig. 8 Effect of NFATc1 and NFATc2 ablation on the RNA expression of genes of aerobic glycolysis in aCD8⁺T cells. NGS results of transcriptome assays.

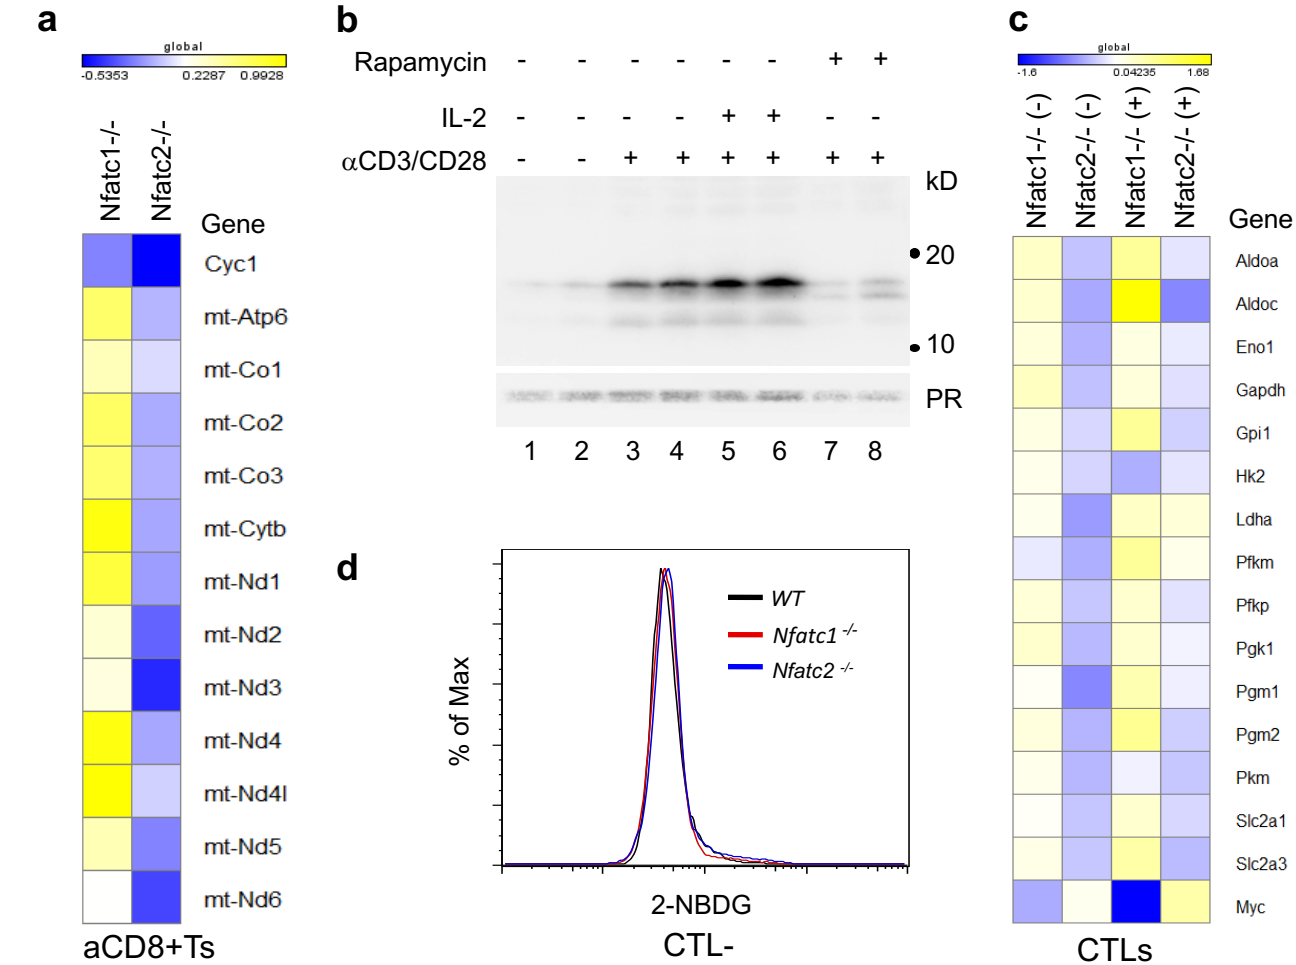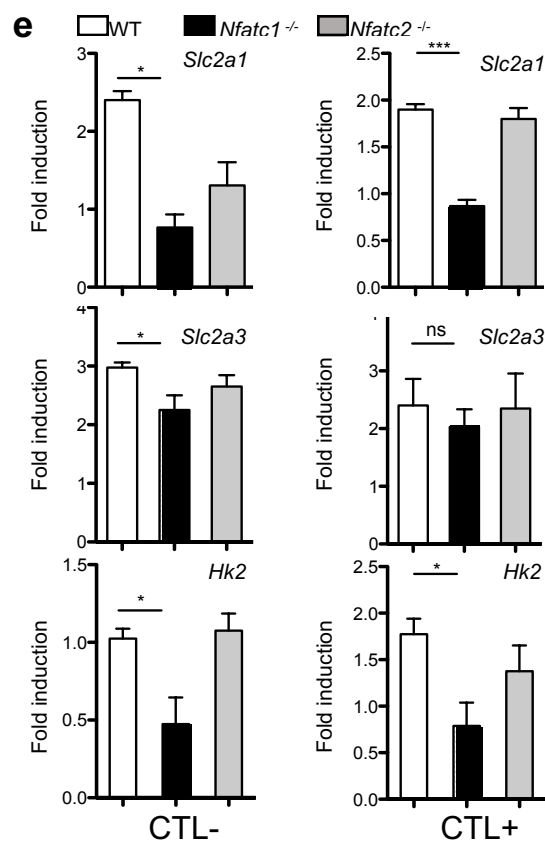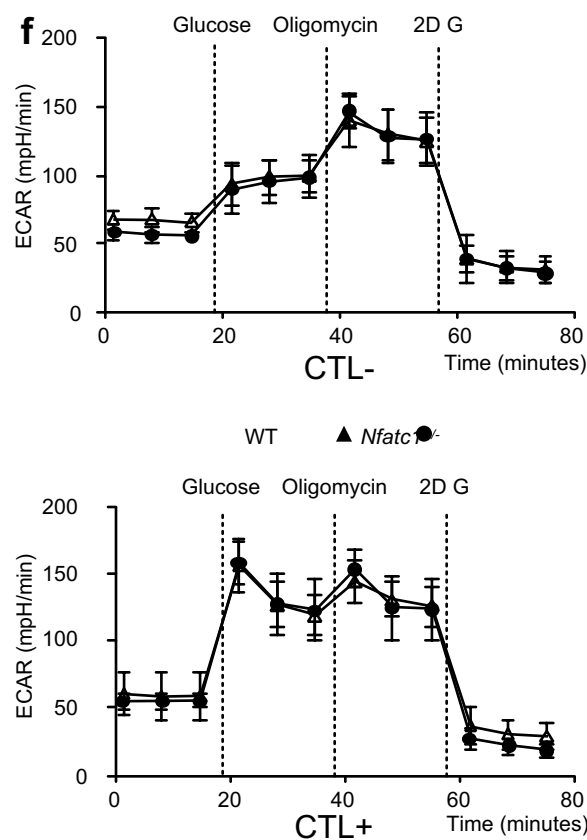

Supplementary Fig. 9 Effect of NFATc1 ablation on metabolism of CTLs. **(a)** Heat map of RNA expression of mitochondrial genes in aCD8⁺T cells, compared to WT cells. For comparison, the expression of nuclear cytochrome c-1 gene (*Cyc1*) is also shown. **(b)** Immune blot showing the

effect of α CD3/CD28, IL-2 and Rapamycin on the Thr37/46 phosphorylation of the mTOR target 4E-BP1 in splenic WT and *Nfatc1*^{-/-} CD8⁺T cells upon treatment for 24 h. **(c)** Heat map of RNA expression of genes of glycolysis cascade in *Nfatc1*^{-/-} and *Nfatc2*^{-/-} CTL- and CTL+ cells. **(d)** Incorporation of 2-NBDG into CTL- cells upon incubation for 1 h at 37°C. One typical assay of 2 experiments is shown. **(e)** Real-time PCR assays of *Slc2a1*, *Slc2a3* and *Hk2* RNAs encoding the glucose transporters Glut1 and Glut3, and hexokinase 2, respectively, isolated from CTL- and CTL+ cells. Data of 5 PCR assays are shown, relative to naïve WT CD8⁺T cells and normalized to Act β . **(f)** Extracellular flux analysis. 4x10⁵ CTL- or CTL+ cells were seeded in a plate pre-coated with poly-D-lysine (Sigma; 50 mg/ml) and subjected to extracellular flux analysis. Typical assays of 3 experiments are shown. For (e), two-tailed unpaired Student's t-test was used. Data are shown as means $\pm$ SEM.

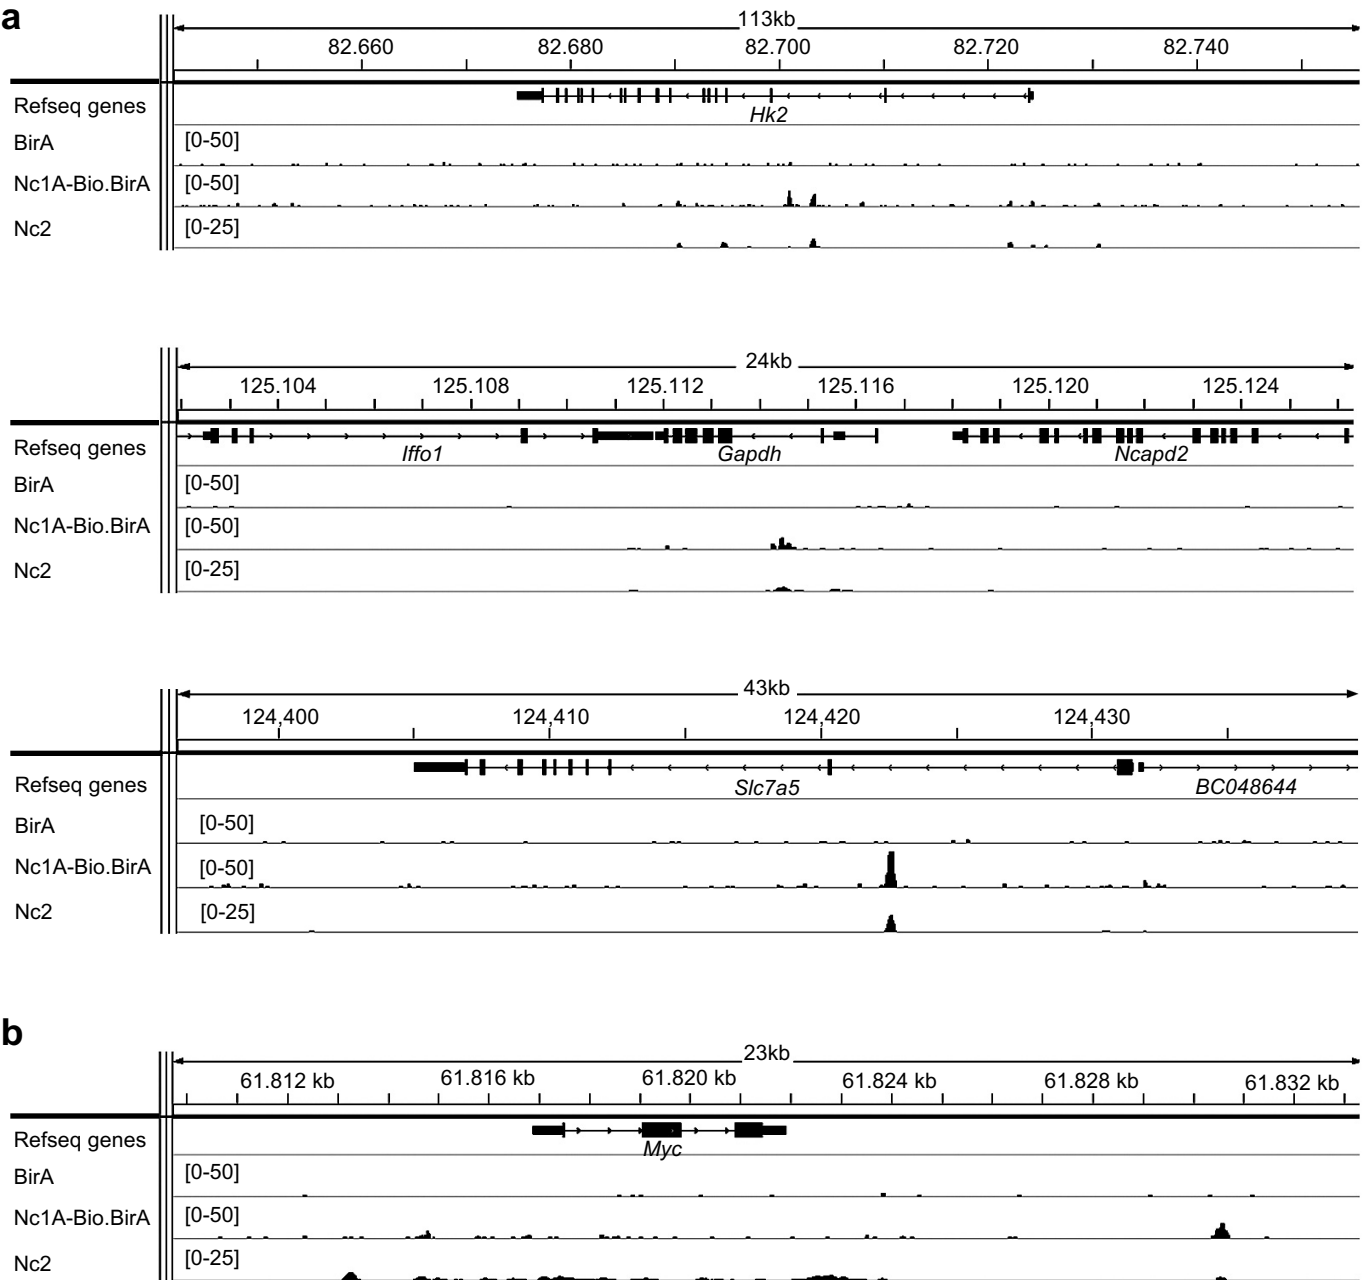

Supplementary Fig. 10 NFATc1 binding to the *Hk2*, *Gapdh*, *Slc7a5* and *Myc* loci encoding hekokinase 2, glyceraldehyde 3-phosphate dehydrogenase, cationic aa transporter Slc7a5 and c-Myc, respectively. **(a)** ChIP seq assays of NFATc1/A-Bio and NFATc2¹ binding to the *Hk2*, *Gapdh* and *Slc7a5* genes in CTL⁺ cells. **(b)** Above, ChIP seq assays of NFATc1/A-Bio and NFATc2¹ binding to the *Myc* locus in CTL⁺ cells. Below, real time PCR assays of *Myc* RNA. Data of 5 PCR assays are shown, relative to naïve WT CD8⁺T cells and normalized to Actβ. Two-tailed unpaired Student's t-test was used. Data are shown as means ± SEM.

Reference

1) Martinez, G. J. *et al.* The transcription factor NFAT promotes exhaustion of activated CD8(+) T cells. *Immunity* **42**, 265-278, doi:10.1016/j.immuni.2015.01.006 S1074-7613(15)00032-1 [pii] (2015).

Supplementary Table 1

List of Real Time-PCR Primers

Gene	Primer Sequence
Ifng	For: 5'-GAGCTCATTGAATGCTTGGC Rev: 5'-GCGTCATTGAATCACACCTG
Cxcr3	For: 5'-TCTCGTTTTCCCATAATCG Rev: 5'-AGCCAAGCCATGTACCTTGA
Ccr7	For: 5'-GTCTCTCTCCAGCTAGCCCA Rev: 5'-CAAACAGGAGCTGATGTCCA
Cdkn1a	For: 5'-ACGGGACCGAAGAGACAAC Rev: 5'-CAGATCCACAGCGATATCCA
Slc2a3	For: 5'-: ATCGTGGCATAGATCGGTTC Rev: 5'-CCGCTTCTCATCTCCATTGT
Cdkn2a	For: 5'-GCAGAAGAGCTGCTACGTGA Rev: 5'-CGTGAACATGTTGTTGAGGC
Cad	For: 5'-TACGCAGTTCTCATCGACCA Rev: 5'-TGGGAGTTGCATGAAGAGTG
Myc	For: 5'-ACGGAGTCGTAGTCGAGGTC Rev: 5'-AGAGCTCCTCGAGCTGTTTG
Sell	For: 5'-TTCATGGCTTTCCTTTCACA Rev: 5'-CTGGCATTCTCATTTGGCT
Gls2	For: 5'-AGTTCACCACGGCTCTGAAG Rev: 5'- CACACCTGGATCCCAGACAC
Slc1a5	For: 5'-GGACGTCTTTCATCTCCACAA Rev: 5'-ACTCCTTCAATGATGCCACC
Cdkn1b	For: 5'-GGGGAACCGTCTGAAACATT Rev: 5'AGTGTCAGGGATGAGGAAG
Il7r	For: 5'CATTTCACCTCGTAAAAGAGCCC Rev: 5'-TGGAAGTGGATGGAAGTCAA
Ccl3	For: 5'-GTGGAATCTTCCGGCTGTAG Rev: 5'-ACCATGACACTCTGCAACCA
Ccl4	For: 5'-GAAACAGCAGGAAGTGGGAG Rev: 5'-CATGAAGCTCTGCGTGTCTG
Il2	For: 5'-CGCAGAGGTCCAAGTTCATC Rev: 5'-AACTCCCCAGGATGCTCAC
Itgae	For: 5'-GCCCAGTCCACATCCATATT Rev: 5'-GCTGCATCTGCTCCAGCTAT
Slc2a1	For: 5'-GAGTGTGGTGGATGGGATG Rev: 5'-AACACTGGTGTATCAACGC
Ccr7	For: 5'-ACACAGGAAGGCTGTGCTTT Rev: 5'-CATGGACTGCTATCTGCGTC
Actn1	For: 5'-TCGGAAGTCCTCTTCGATGT Rev: 5'GGGAGAAGCAGCAGAGGAAG
Gzmb	For: 5'- CATGTAGGGTCGAGAGTGGG Rev: 5' CCTCCTGCTACTGCTGACCT
Prf1	For: 5'- TGGAGGTTTTTGTAACAGGC Rev: 5' TAGCCAATTTTGACAGCTGAG
Eomes	For: 5'- GACCTCCAGGGACAATCTGA Rev: 5' GGCCTACCAAAACACGGATA
Hk2	For: 5'- GGAACCGCCTAGAAATCTCC Rev: 5'- GGAGCTCAACCAAAACCAAG
Tbx21	For: 5'- ATCCTGTAATGGCTTGTGGG Rev: 5'-TCAACCAGCACCAGACAGAG
Irf4	For: 5'- CAAAGCACAGAGTCACCTGG Rev: 5' TGCAAGCTCTTTGACACACA
Plek	For: 5'- CCACATGGGTTTCCAGGTAT Rev: 5'- AAGAGTGGACCCGTGTGTCT
Vim	For: 5'- TCCACTTTCGGTTCAAGGTC Rev: 5'- AGAGAGAGGAAGCCGAAAGC

How the deposited data were processed for this re-analysis (not part of the article)

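The data are 9 RNA-seq libraries of mouse CD8+ T cells, 1 for each combination of WT, Nfatc1-/- (Nfatc1 f/f x CD4-cre) and Nfatc2-/- cells with the states aCD8+ T, CTL- and CTL+. The authors' files, 1 per library, list for each of 38924 genes of GRCm38 the reads in exons and in introns, the share of uniquely mapped reads and the RPKM; 10609 genes have no annotated exon in them. The authors counted the reads in exons and introns and turned the exon counts into RPKM by exon length and by the total of exon plus intron reads, per the file headers and the values: recomputed in this way, all values lay within 0.0005 of those listed. A column named expression value holds RPKM in the files of the aCD8+ Ts and exon reads in those of the CTLs, and was not used. The aligner and the counting program are not given in the sources used here.

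RPKM recomputed from the exon reads were compared between each knockout and WT within a state, 6 comparisons in all, as the log2 ratio after adding 0.1 to both. Genes counted as changed at 2.5-fold or more (2-fold for the number of genes changed in any comparison) if they had more than 4 RPKM in at least 1 of the 2 libraries. With 1 library per condition these comparisons have no replicates and no p-value. Intervals are exact 95% Clopper-Pearson intervals of the split of a gene's reads between the 2 libraries, turned into a ratio of RPKM; they leave out the added 0.1 and cover counting error only, since reads without molecular identifiers are not independent molecules. Exon reads per library ranged from 3292905 (Nfatc1-/- aCD8+ Ts) to 14880102 (WT CTL+ cells); 1 read in an exon length of 1 kb is 0.217 RPKM at most in the aCD8+ T libraries and 0.062 at most in the CTL libraries.

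The comparisons also used 39 lists of genes of pathways, complexes and markers of cell types, all fixed before the files were read; the values shown in the paper's figures had been seen by then. A list's median, and the number of its members changed 2.5-fold, were taken over its members above 1 RPKM in either library, without the level of 4 RPKM, with the 95% interval of the median from its members, and set beside 10000 random lists of as many genes matched on expression. Coding genes were taken from the RefSeq annotation by Ensembl identifier, then by symbol, then by synonym, which matched 8870 of the 9039 genes above 4 RPKM in any library. Genes were named by a rule fixed in advance: those the paper names or shows, the 10 largest changes in each direction for Nfatc1-/- aCD8+ Ts and CTL+ cells and the 5 largest for the other comparisons (at least 20 reads, no gene with a provisional Gm or Rik name), the 10 smallest adjusted p in each direction of the fits over several libraries, and the 4 members of a described list with the largest change.

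A fit over all 9 libraries with terms for genotype and state, without interaction, used edgeR's quasi-likelihood test with TMM factors after its filter on low counts (13380 genes tested), with an adjusted p under 0.05 as the threshold. DESeq2 was run on the same design. Both fits treat the 3 states as replicates of a genotype and the 3 genotypes as replicates of a state. Whether the 3 libraries of a genotype came from separate mice is not stated. The p-values therefore cover only how an effect varies over the states or over the genotypes. Alternatives covered the added RPKM, the expression filter, TMM, DESeq2's median-of-ratios and Actb as scalings, the counting interval, DESeq2, other factors and filters in the fit and leaving out each library. After the data had been seen, exon reads alone as the scaling total, uniquely mapped reads, protein-coding genes, subtraction of the genomic DNA level, and thinning to the shallowest library were added, and DESeq2's factors and Actb for the lists. Genomic DNA was gauged by intron reads of 2825 genes below 0.05 RPKM in every library, next to those of 4773 expressed genes. Where its level was subtracted, the remaining exon reads alone were the scaling total. The versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

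The steps were tested on simulated data. All 150 genes changed 4-fold were recovered in each of 3 comparisons, none of 50 changed 1.5-fold was called, 12, 2 and 1 unchanged genes were called, and the 95% intervals covered 95.5%, 94.8% and 95.0% of the true ratios. Of 200 random lists, 6.5% lay outside the middle 95% of their random lists. The fit recovered 194 to 199 of 200 genes changed 4-fold in its 4 contrasts and called 5 to 9 unchanged ones. Those counts were drawn with 1 dispersion (0.072) for every gene and the same change in every library of a group. They do not show how many changed genes the fit finds in the real libraries, where effects can differ between states. The ChIP-seq, protein, imaging and metabolic measurements of the paper are not in these files and were left out.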

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

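The tests of causes in this part, on intron reads, genomic DNA, unspliced RNA, mitochondrial DNA, scaling, placement on the chromosome, a segment of another mouse strain and shared reads, were all chosen only after the result was seen.

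Of the genes that the paper names or shows, 7 changed by at least 2-fold in opposite directions in aCD8+ Ts and in a state of CTLs when NFATc1 was missing, with at least 20 reads in 1 library of each state and the same signs under every alternative for single genes; with 1 library each the difference was not tested. Aldoc had a log2 fold change of -1.37 in aCD8+ Ts and 1.67 in CTL+ cells, Vim of -1.33 and 1.53, and Psrc1 of -2.83 and 1.51. Cdkn1a changed by -2.75 in aCD8+ Ts and by 1.10 in CTL- cells. The chemokine gene Ccl9 went the other way, with 2.13 in aCD8+ Ts and -4.21 in CTL+ cells, as did the chemokine receptor gene Cxcr3 with 1.69 and -2.17 and the costimulatory receptor gene Cd27 with 1.06 and -1.25. Other genes of the lists did so too, such as Ccl1, Polr1b, Nolc1 and Ankrd37, with 2.27, 1.14, 1.25 and -2.45 in aCD8+ Ts and -3.34, -1.90, -1.78 and 1.19 in CTL+ cells.

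Some signals lie in genes that the paper does not discuss. In Nfatc1-/- cells Gzme had a log2 fold change of 1.94 in CTL+ cells and Klra8 of 3.97 (3.08 to 7.00) in CTL- cells, with 3 reads in WT against 76. In Nfatc1-/- aCD8+ Ts the haemoglobin gene Hbb-bs changed by 2.38 (55 to 271 reads, 29% of those in WT mapped uniquely) and the antibody gene Igkc by 3.07 (23 to 182 reads), while the B cell genes Cd79b and H2-Ab1 went from 80 to 37 and from 500 to 228 reads. In that library 4 of 4 granulocyte genes, 6 of 10 myeloid genes and 6 of 7 genes of red cells and platelets rose past 2.5-fold, with Mcpt8 at 14 reads, Pf4 at 8 and S100a9 at 4 against none in WT. No granulocyte gene exceeded 1 RPKM in WT, so the 4 that were counted could only be higher. The paper's methods describe isolation of CD8+ T cells with CD8 microbeads and a check of their purity by flow cytometry; cells left after that step were not tested as a source of these or of the higher cytokine, chemokine and NK cell genes there.

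In Nfatc1-/- aCD8+ Ts 76.3% of the 431 genes changed 2.5-fold were lower, and the introns of genes silent in every library held 217.7 reads per Mb, scaled to exon reads, against 22.9 in WT and 22.3 in Nfatc2-/- aCD8+ Ts and 32.3 to 74.2 in the CTL libraries. Unspliced RNA as the source of the extra intron reads is argued against by the silent genes, whose introns gained 71.9% as many reads per base as those of expressed genes. Intron reads in the scaling total may account for the excess of lower genes, since with exon reads alone as the total 46.4% were lower. Genomic DNA may be their source, as the density in silent introns was 9.5 times that of the next aCD8+ T library. A real excess of genes that need NFATc1 stays open, since the files hold 1 library of these cells.

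All 13 protein genes of the mitochondrial genome were higher in Nfatc1-/- aCD8+ Ts. Mitochondrial DNA as the whole cause is argued against, since it would add about the same density of reads to every gene and the largest gain per base was 12.8 times the smallest. The scaling cannot be told apart from a change in the cells: the lowest median over 5 scalings was 0.13, with scaling to Actb (interval -0.18 to 0.37, 8 genes higher), and under the other scalings the median was 0.68 to 0.95 with all 13 genes higher. A response of mitochondrial transcription to the loss of NFATc1 stays open and was not tested.

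Of the 106 genes changed in Nfatc2-/- CTL- or CTL+ cells, 13 began within 20 Mb of chromosome 7, between 43437073 and 55794148, where 71 of the 8155 tested genes lie. Chance placement is argued against by 10000 random draws, whose fullest windows held 5.76 genes on average and at most 13 (one-sided permutation p = 0.0002), and reads shared between similar genes by 10 of the 13 genes having at least 90% uniquely mapped reads. A segment from another mouse strain may account for it, although the paper states that all mice were at C57/B6 background, and on chromosome 7 it would not be linked to Nfatc2, which lies on chromosome 2. Of the 13 genes, 11 changed the same way in CTL- and CTL+ cells beyond counting error, against 44 of 93 elsewhere (Fisher's exact test, two-sided, p = 0.016). In aCD8+ Ts the counting intervals of 6 of the 13 genes included no change (64 of 93 elsewhere). Such intervals do not show that a gene was unchanged, and these libraries held fewer reads than those of the CTLs. They therefore do not decide about a segment. A response of these genes to the loss of NFATc2 stays open and was not tested. The draws were made for 7 sets of genes without adjusting p: for Nfatc2-/- aCD8+ Ts 8 of 53 genes, all variable segments of the TCR alpha chain, lay between 52851290 and 53875984 on chromosome 14 (permutation p = 0.0007), and for Nfatc1-/- CTL- cells 9 of 115, all but 1 of them histone genes, on chromosome 13 (p = 0.0296); these genes were picked out after their values were seen, and no cause was tested.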

How the results depend on the processing

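The alternatives added after seeing the data were exon reads alone as the scaling total, uniquely mapped reads, protein-coding genes, the genomic DNA level subtracted, thinning, DESeq2's factors and Actb for the lists, and, for the shared and 2-fold numbers, no added RPKM and the counting interval; the others were set before the data were examined. Without the filter on expression 3980, 822 and 1371 genes changed 2.5-fold in Nfatc1-/- aCD8+ Ts, CTL- and CTL+ cells and 1490, 752 and 644 in Nfatc2-/- cells, with 720, 261 and 240 in both knockouts and 9825 at 2-fold in any comparison, since genes with few reads then count. With more than 4 RPKM required in both libraries, fewer genes could pass, and the numbers were 172, 47, 247, 10, 21 and 23, with 6, 9 and 3 in both and 1131 at 2-fold. For all other numbers of changed genes in Nfatc1-/- cells the alternatives stayed within 1.5 times the value reported. In Nfatc2-/- aCD8+ Ts 30 genes changed with 1 RPKM added, 30 with uniquely mapped reads and 17 among protein-coding genes; in CTL- cells 79 changed after thinning, and in CTL+ cells 43 with 1 RPKM added. Shared by both knockouts were 11 genes in aCD8+ Ts with TMM, 11 with uniquely mapped reads and 4 among protein-coding genes, 30 in CTL- cells after thinning and 16 in CTL+ cells with 1 RPKM added. Beyond the filters the cause was not tested.

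In the fit over 9 libraries the genes called for NFATc1 were 84 with DESeq2 and 8 with no filter on low counts, and for NFATc2 18 with DESeq2; the cause was not tested. Leaving out 1 library or all of a state gave 0 to 13 genes for NFATc1 and 0 to 2 for NFATc2. For CTL+ against CTL- cells, leaving out 1 library or a genotype gave 1050 (without WT) to 8437 genes (without Nfatc1-/- cells), and for CTL- cells against aCD8+ Ts 150 to 5504, left out in the same way.

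The median of the mitochondrial genes in Nfatc1-/- aCD8+ Ts was 0.945 with exon reads alone and 0.134 with scaling to Actb, and that of the glycolytic genes in Nfatc1-/- CTL+ cells -0.047 with scaling to Actb; these follow from one factor per library. The sign of 1263 values of named genes differed under TMM in 26, DESeq2's factors in 31, exon reads alone in 34 and Actb in 156. Depth limits the aCD8+ Ts most, with 3292905 to 4209540 exon reads.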

Differences from the paper's values

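The paper counts 561 genes changed 2-fold in its heat map, and 1975 were found here; the number differs under all alternatives set before the data were examined (1131 to 9825). For genes changed 2.5-fold in Nfatc1-/- aCD8+ Ts the paper's value is 188 and the value here 431; with more than 4 RPKM required in both libraries it is 172, within the limit used for a difference, and the other alternatives (291 to 3980) stay outside it. In Nfatc2-/- aCD8+ Ts the paper gives 14 and 53 were found; 10 with more than 4 RPKM in both libraries is within the limit, and the other alternatives set before the data were examined (30 to 1490) are outside it. Counting protein-coding genes alone, which was chosen after seeing the values, keeps 17 of the 53, also within the limit, and drops none of the genes that the paper names as changed in both knockouts. For genes changed in both knockouts in aCD8+ Ts the paper gives 6 and 18 were found, and 6 with more than 4 RPKM in both libraries; the other alternatives set before the data were examined gave 11 to 720. Protein-coding genes alone, again chosen after seeing the values, gave 4, which is within the limit, and leave out none of the shared genes that the paper names. The paper does not say how a gene's expression level entered these counts.

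For Cdkn1a in Nfatc1-/- aCD8+ Ts the paper's value is 60% of WT and the value here 14.6%; 1 RPKM added, TMM, DESeq2's factors and scaling to Actb (10.0 to 17.2%) all leave the difference, and the paper cites figures of other assays beside the sequencing. For Il7r in Nfatc1-/- CTL+ cells the paper gives a 4- to 5-fold decrease and the value here is 1.92-fold. The paper also measured Il7r in CTLs by RT-PCR set relative to Actb and does not name the assay behind its value. Scaling to Actb gives 2.67 here, within 1.5 times the lower end and not the upper. The values with 1 RPKM added, TMM and DESeq2's factors (1.86 to 2.06) reach neither. In CTL- cells Il7r stood at 27.8% of WT. For Prf1 from aCD8+ Ts to CTLs the paper gives a 10-fold increase and the value here is 3.19-fold into CTL+ cells, with 3.17 to 5.17 under the alternatives set before the data were examined.

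The paper lists Batf3 among the genes changed in both knockouts; here it was lower in both but passed 2.5-fold only in Nfatc1-/- cells, with 40.6% and 42.1% of WT in Nfatc2-/- aCD8+ Ts and CTL- cells, whereas Ifng, Il3, Cd40lg, Ccl3, Ccl4 and Xcl1 passed in both. Plek is described as strongly impaired in Nfatc1-/- CTLs, with RT-PCR cited beside the sequencing. In these libraries it stood at 91.9% in CTL- and 32.1% in CTL+ cells. A drop of Slc2a1 and Hk2 in Nfatc1-/- CTLs is stated, with RT-PCR set relative to Actb among the figures cited. In these libraries Slc2a1 stood at 107% and 129% in CTL- and CTL+ cells and Hk2 at 113% and 72.6%. With scaling to Actb Slc2a1 lay below WT in CTL+ cells. The share of Gzmb transcripts left in Nfatc1-/- aCD8+ Ts is lower in the paper than the 52.9% found here; the paper cites RT-PCR set relative to Actb, and with scaling to Actb the log2 fold change of Gzmb goes from -0.92 to -1.47, close to the paper's share. Genes of mitochondrial OXPHOS enzymes are described as slightly higher in Nfatc1-/- aCD8+ Ts; the 13 genes of the mitochondrial genome were, while the 49 nuclear subunits moved with the median gene of this library, 43 lower than in WT and 24 below the median of all genes, and their median turns positive with exon reads alone. In Fig. 4b lower genes outnumber higher ones in Nfatc1-/- CTL+ cells, where 233 lower and 251 higher genes were found, and 311 lower and 224 higher with DESeq2's factors. The paper describes unchanged Gzmb and Prf1 in Nfatc1-/- CTLs; in CTL- cells their log2 fold changes were 0.61 and 0.69, below 2.5-fold.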

Other observations

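The tests over other splits of the libraries were set in advance; the lists and genes of this part follow the naming rule.

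In Nfatc1-/- CTL- cells most genes of amino acid uptake and synthesis and of cholesterol synthesis were higher than in WT, few of them past 2.5-fold. Of 20 genes of amino acid uptake and synthesis 17 were higher and 2 passed 2.5-fold (median 0.53, 0.22 to 0.90, above all random lists), with the asparagine synthetase Asns at 1.93 (1.74 to 2.18) and the transporters Slc7a3 at 2.18 (1.81 to 3.35), Slc1a4 at 1.22 (0.79 to 2.00) and Slc7a5 at 1.05 (0.80 to 1.37). Cholesterol synthesis was higher in 20 of 21 genes (median 0.44, 0.21 to 0.51), Fdps by 0.85 (0.78 to 0.93) and Fdft1 by 0.73 (0.60 to 0.86). In Nfatc2-/- CTL- cells the same pathway went the other way, Hmgcs1 by -0.85 (-0.94 to -0.78) and Dhcr24 by -0.77 (-0.90 to -0.66). Interferon-stimulated genes, lower in Nfatc1-/- CTL- cells, were higher in Nfatc1-/- CTL+ cells, 19 of 22 with a median of 0.69 (0.38 to 1.09), Mx1 by 2.86 (2.62 to 3.38) and Usp18 by 1.41 (1.07 to 1.83), while Ifit3 was lower (-1.51, -2.79 to -0.78). None of these medians changed sign under the scalings tried.

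In Nfatc1-/- aCD8+ Ts all 43 genes of cytosolic ribosomal proteins were lower (median -0.69, -0.81 to -0.62), 42 of them below the median of all genes, Rps27 at 27.4% (23.9 to 31.3) of WT with no uniquely mapped read and Rpl10 at 36.3% (33.2 to 39.6). Nfatc2 transcripts rose in Nfatc1-/- CTL+ cells by a log2 fold change of 1.11 (0.98 to 1.28), while Nfatc1 in Nfatc2-/- cells stood at 103% (94.2 to 113), 104% (98.5 to 110.2) and 109% (104 to 114) of WT in aCD8+ Ts, CTL- and CTL+ cells. Cd4 reads fell from 319 in WT to 39 in Nfatc1-/- CTL- cells and from 124 to 25 in CTL+ cells.

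Restimulation changed a large part of the transcriptome across the genotypes. In the fit over 9 libraries 6313 of 13380 genes differed between CTL+ and CTL- cells, 3069 lower and 3244 higher (edgeR's quasi-likelihood test, adjusted p under the threshold), and 6584 with DESeq2. The tetraspanin gene Cd82 rose by a log2 fold change of 3.47 (standard error 0.16, adjusted p = 0.00015 from edgeR's quasi-likelihood test), and the same test called Nfkbid (4.14), an inhibitor of NF-kappaB, the polyamine enzyme Odc1 (4.23), Stat5a (4.06), Cd274 (2.88), which encodes PD-L1, the phosphatase Dusp5 (4.65), the survival gene Bcl2l1 (4.46) and the orphan receptor Nr4a1 (6.66). Lower were Sh3bp5 (-3.44), the p53 target Trp53inp1 (-3.23), Fam101b (-4.87), Scml4 (-4.84) and the sterol transporter Abcg1 (-3.96). Without WT CTL- cells 3587 genes were called, without WT CTL+ cells 3577 and without Nfatc2-/- CTL- cells 3905; without Nfatc2-/- CTL+ cells there were 4081. The 10 splits of these 6 libraries into 3 and 3 are too few for a share under 0.05; the real split called 6313 genes, the highest of the others 0, and 1 split reached the real number.

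From aCD8+ Ts to CTL- cells 2556 genes differed, 1206 lower and 1350 higher, and 3225 with DESeq2. Gzma rose by a log2 fold change of 10.38 (standard error 0.36, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test), together with Gzme (8.86), Ifitm1 (8.14), the chemokine receptor Cxcr6 (6.16), Emp1 (6.13), S100a4 (5.85), S100a6 (4.82) and the transcriptional regulator Id2 (4.26). Cpd (-4.75), Tg (-5.44), Nmnat2 (-5.64), the tetraspanin Cd81 (-5.32), Gucy1a3 (-7.25) and the kinase Matk (-3.62) fell. Fewer genes were called without WT CTL- cells (663), Nfatc2-/- CTL- cells (760), WT aCD8+ Ts (877) or Nfatc2-/- aCD8+ Ts (1245), and 1646 without WT CTL+ cells. The 10 splits are again too few for a share under 0.05, with 2556 genes in the real split, 0 in the highest other and 1 split reaching the real number.

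For the genotypes the same limit of 10 splits holds. Nfatc1-/- against WT across the states called 1 gene in the real split and 0 in the highest other, so that 1 split reached it, and Nfatc2-/- against WT called 0 in the real split and 0 in the others, so that all 10 did (edgeR's quasi-likelihood test; 712 and 175 genes at an unadjusted p under 0.05, 84 and 18 genes with DESeq2). Without the Nfatc1-/- aCD8+ T library 13 genes were called for NFATc1.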
